# Dimeric PKM2 in chondrocytes impairs mitochondrial homeostasis in osteoarthritis

**DOI:** 10.1038/s41419-026-08621-4

**Published:** 2026-03-25

**Authors:** Bo Liu, Yun Liang, Chenzhong Wang, Ziyu Weng, Yi Yang, Yi Shi, Chi Zhang

**Keywords:** Diseases, Molecular biology, Mechanisms of disease

## Abstract

Cartilage degradation is considered a hallmark of end-stage osteoarthritis (OA), characterized by significant alterations in the extracellular matrix (ECM). This study examines the role of pyruvate kinase muscle type 2 (PKM2) dimerization in cartilage degradation and ECM homeostasis in OA. Bioinformatic analyses identified an upregulation of PKM in OA cartilage, particularly within fibrocartilage subpopulations. Elevated expression and dimerization of PKM2 were observed in both human and murine OA cartilage. Chondrocyte-specific PKM2 deficiency, along with treatment using TEPP-46, a PKM2 tetramer stabilizer, reduced OA progression and promoted cartilage matrix production in a murine OA model with destabilization of the medial meniscus (DMM). Mechanistically, PKM2 deficiency or tetramer stabilization promoted mitochondrial fusion and preserved mitochondrial function via disruption of PKM2–ERK interaction, resulting in ERK-dependent upregulation of mitofusin 1 (MFN1), but not mitofusin 2 (MFN2). Notably, AAV-mediated MFN1 knockdown abrogated the chondroprotective effects of PKM2 deficiency. These findings indicate that targeting PKM2 dimerization may represent a promising therapeutic strategy for mitigating OA.

**Figure:**
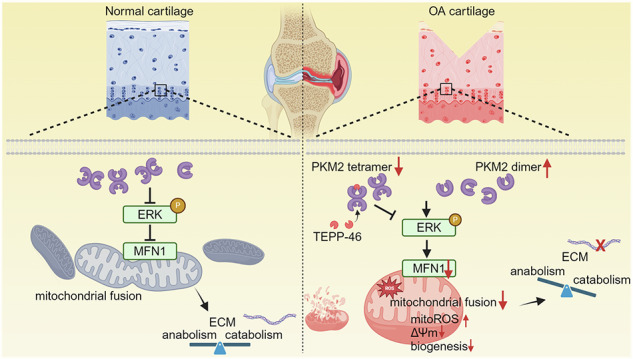
Increased PKM2 dimerization in osteoarthritic cartilage plays a pivotal role in extracellular matrix (ECM) degradation during osteoarthritis progression. Stabilization of PKM2 tetramers by TEPP-46 or genetic deletion of PKM2 disrupts PKM2–ERK interaction, promotes upregulation of the mitochondrial fusion protein MFN1, preserves mitochondrial function, and restores ECM homeostasis.

Increased PKM2 dimerization in osteoarthritic cartilage plays a pivotal role in extracellular matrix (ECM) degradation during osteoarthritis progression. Stabilization of PKM2 tetramers by TEPP-46 or genetic deletion of PKM2 disrupts PKM2–ERK interaction, promotes upregulation of the mitochondrial fusion protein MFN1, preserves mitochondrial function, and restores ECM homeostasis.

## Introduction

Osteoarthritis (OA) is a prevalent chronic joint disorder marked by cartilage degeneration, subchondral bone sclerosis, osteophyte formation, synovial inflammation, and alterations in ligaments and muscle structures [1, 2]. The articular cartilage consists of chondrocytes and the extracellular matrix (ECM) produced by these cells, mainly collagen type II alpha 1 chain (COL2A1) and aggrecan (ACAN) [3]. Together, COL2A1 and ACAN confer mechanical strength, enabling cartilage to resist compressive loading. Thus, cartilage degradation is a hallmark of OA, manifested by decreased ECM production resulting from increased expression of matrix metalloproteinases (MMPs) and a disintegrin and metalloproteinase with thrombospondin motifs (ADAMTSs) [4].

Glycolysis is the primary energy-producing pathway in chondrocytes, driven by the avascular and hypoxic environment of cartilage [5]. Pyruvate kinase muscle type (PKM) is the key rate-limiting enzyme in glycolysis, facilitating the conversion of phosphoenolpyruvate to pyruvate, and thereby generating adenosine triphosphate (ATP) [6–8]. The two isoforms of PKM, PKM1 and PKM2, generated through alternative splicing of the PKM gene, are widely expressed across different tissues [6, 9]. PKM1 is predominantly found in adult tissues, including muscle and brain, whereas PKM2 is mainly expressed in embryonic and tumor cells [10], suggesting that PKM2 plays a critical role under pathological conditions. Previous studies have established a multifaceted role for PKM2 in the pathogenesis of OA. PKM2 is markedly upregulated in OA chondrocytes and functions as a key regulator of glycolytic metabolism, thereby influencing cellular energy production and extracellular matrix synthesis [11]. Beyond its metabolic role, PKM2 has been implicated in the induction of endoplasmic reticulum stress, apoptosis, and inflammatory responses in chondrocytes, largely through signaling pathways such as Rspo2/Wnt/β-catenin [12]. In addition, PKM2 activity can be modulated by upstream regulatory networks, including the lncRNA PVT1/miR-552-3p competing endogenous RNA axis, which drives glycolytic flux and inflammation [13]. PKM2 has also been linked to mitochondrial quality control via the SIRT3–PINK1 pathway, thereby regulating mitophagy and metabolic reprogramming [14]. Notably, our previous work revealed that PKM2 regulates chondrocyte senescence through p16^INK4a^ in an inflammation-independent manner, underscoring the context-dependent functions of PKM2 in OA pathobiology [15]. Structurally, PKM2 exists in two conformations, dimeric and tetrameric states. The dimeric form of PKM2 can translocate to mitochondria or the nucleus, indicating its regulatory role in mitochondrial function and gene transcription [16, 17]. The tetrameric PKM2 exhibits enhanced metabolic activity in comparison to the dimeric form [18].

Metabolic changes in cells occur rapidly in response to physiological and pathological stimuli. More importantly, metabolic switches often precede functional changes and disease progression [19]. Mitochondria play a vital role in regulating cellular function and survival [20–22]. The equilibrium between mitochondrial fission and fusion is a crucial mechanism underlying the progression of OA [23, 24]. Mitochondrial fusion is controlled by mitofusins 1 and 2 (MFN1 and MFN2) and optic atrophy 1 (OPA1), whereas mitochondrial fission is regulated by dynamin-related protein 1 (DRP1) [23]. It has been reported that increased MFN2 levels contribute to inflammation and senescence in OA [25, 26], whereas overexpression of MFN2 has been shown to decelerate the progression of OA via the NOTCH2 pathway [27].

Although previous studies have implicated PKM2 in OA pathogenesis, such as its involvement in glycolysis, endoplasmic reticulum stress, and senescence, the specific role of PKM2 dimerization in mitochondrial dynamics remains unexplored. Herein, we identify dimeric PKM2 as a critical factor in the progression of OA. Reduced PKM2 dimerization, achieved through genetic modification and pharmacological approaches, regulates MFN1-mediated mitochondrial fusion via the extracellular signal-regulated kinase (ERK) pathway. These findings imply that targeting PKM2 dimerization represents a promising strategy for OA treatment.

## Results

### PKM2 expression is increased in osteoarthritic cartilage

To investigate the involvement of glycolytic enzymes in OA pathogenesis, we analyzed a public single-cell RNA-seq (scRNA-seq) dataset (GSE220243) generated from cartilage tissue of one OA patient undergoing knee arthroplasty and two non-OA donors [28]. Ten chondrocyte subpopulations were identified, including prehypertrophic chondrocytes (PreHTC), regulatory chondrocytes (RegC, comprising RegC-1 and RegC-2), hypertrophic chondrocytes (HTC), effector chondrocytes (EC), reparative chondrocytes (RepC), homeostatic chondrocytes (HomC), fibrocartilage chondrocytes (FC, comprising FC-1 and FC-2), and pre-fibrocartilage chondrocytes (PreFC) (Fig. 1a, b). Among glycolytic enzymes, PKM emerged as the sole molecule consistently upregulated in OA cartilage (Fig. 1c and Supplementary Fig. 1a). Among the subpopulations, PKM expression was highest in the FC-2 subcluster, which regulates angiogenesis, ossification and cartilage fibrosis, and lowest in the RegC-2 subgroup, which is involved in chondrogenic differentiation [29] (Fig. 1c and Supplementary Fig. 1b). Notably, the FC-2 subgroup displayed the greatest expression of type I collagen (COL1A1 and COL1A2), major structural components of fibrocartilage, while the RegC-2 subgroup exhibited the highest expression of COL2A1, the principal collagen of hyaline cartilage (Supplementary Fig. 1b). When comparing FC-2 and RegC-2 cells, the RegC-2 subgroup demonstrated enhanced expression of extracellular matrix (ECM)-related genes including COL2A1, ACAN, proteoglycan 4 (PRG4), collagen type XI alpha 2 chain (COL11A2), cartilage oligomeric matrix protein (COMP), and SRY-box transcription factor 9 (SOX9), accompanied by reduced expression of ECM-degrading enzymes such as MMP3 and ADAMTS5 (Supplementary Fig. 1c). Because fibrocartilaginous transformation reflects progressive OA pathology, the enrichment of PKM in FC-2 suggested that PKM may be linked to ECM metabolism. Increased PKM expression in OA cartilage was further validated using seven publicly available OA-related transcriptomic datasets (Fig. 1d). Together, both single-cell and bulk RNA-seq data consistently demonstrated transcriptional upregulation of PKM in OA cartilage, suggesting a possible association between PKM levels and ECM homeostasis.

**Fig. 1:**
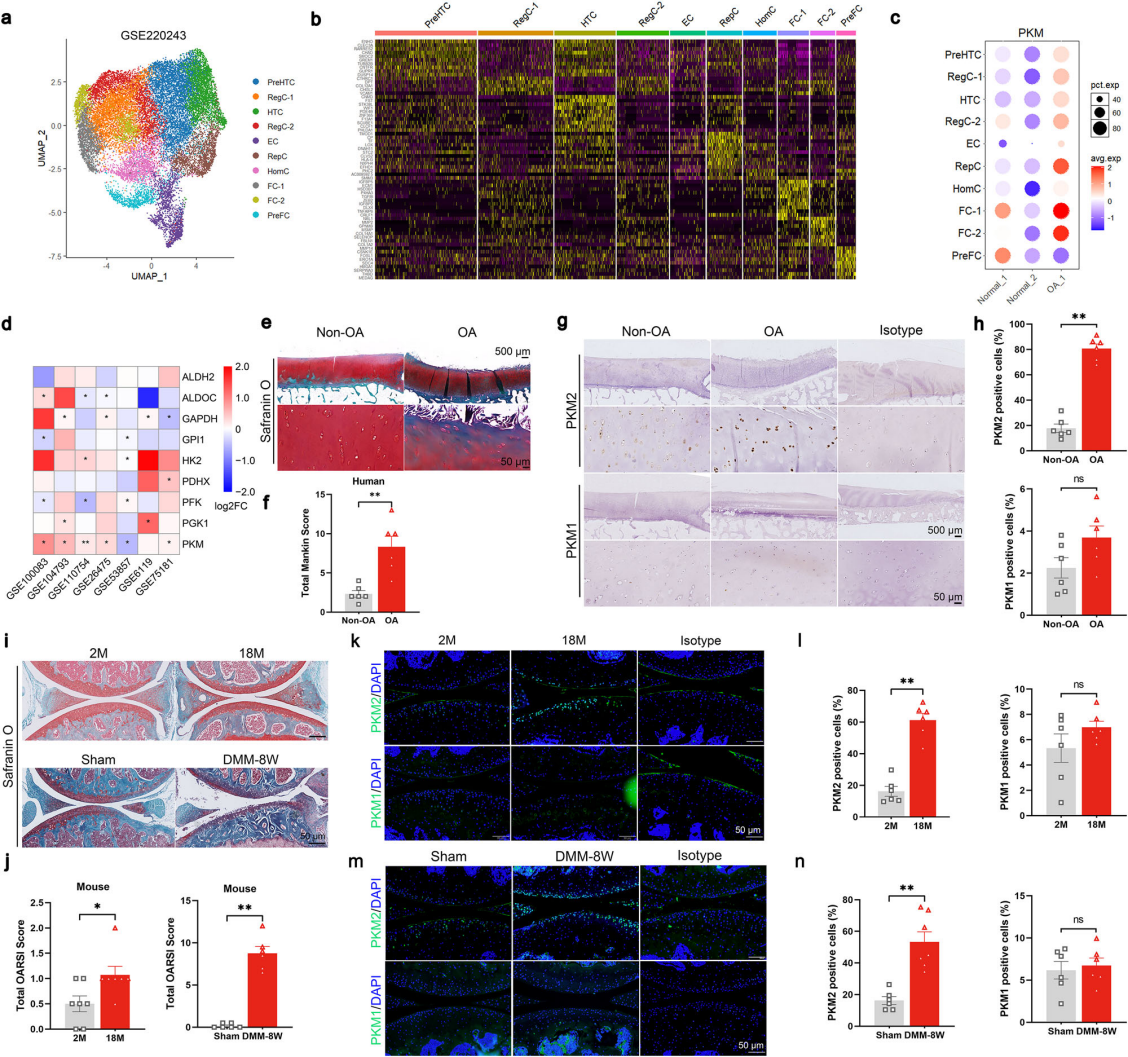
PKM2 plays a critical role in the development of osteoarthritis. **a** Uniform manifold approximation and projection (UMAP) visualization of public single-cell transcriptome data (GSE220243) from human OA cartilage. **b** Heatmap depicting the scaled expression of differentially expressed genes across subclusters. **c** Dot plots illustrating *PKM* expression levels in distinct cell subclusters. **d** Heatmap depicting the transcriptional profiles of glycolytic enzymes in seven publicly available OA-related datasets. FC, fold change. **e** Representative images of SO&FG staining and **f** quantification of Mankin scores in cartilage samples collected from non-OA and OA patients. **g** Representative images of immunohistochemical (IHC) staining and **h** quantification of PKM1 and PKM2 expression levels in human non-OA and OA cartilage. **i** Representative images of SO&FG staining and **j** quantification of Osteoarthritis Research Society International (OARSI) scores in cartilage from 2-month-old young mice and 18-month-old aged mice (upper panel), and from mice eight weeks after DMM or Sham surgery (lower panel). **k** Representative images of immunofluorescence (IF) staining and **l** quantification of PKM1 and PKM2 expression levels in cartilage from young and aged mice. **m** Representative IF images and **n** quantification of PKM1 and PKM2 expression levels in cartilage from mice eight weeks post-DMM or Sham surgery. Data were presented as means ± s.e.m., *n* = 6, unpaired Student’s *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001. ns not significant.

PKM1 and PKM2 are splice isoforms of the PKM gene, exhibiting distinct expression patterns across tissues. To further define PKM expression, we collected cartilage samples from six OA patients undergoing total knee arthroplasty and six non-OA controls. Compared with normal cartilage, human OA cartilage showed markedly reduced expression of COL2A1 and ACAN, along with increased MMP13 expression (Supplementary Fig. 2a, b). Safranin O–fast green (SO&FG) staining demonstrated decreased proteoglycan content with higher total Mankin scores in OA cartilage (Fig. 1e, f). Notably, PKM2, but not PKM1, was elevated in OA cartilage (Fig. 1g, h and Supplementary Fig. 2c). We next examined PKM2 expression in cartilage from surgically induced (DMM) and aging-associated OA mouse models. In both models, SO&FG staining and Osteoarthritis Research Society International (OARSI) scoring confirmed the cartilage degeneration (Fig. 1i, j). Increased expression of p16^INK4a^ and p21, both established markers of cellular senescence, was also observed (Supplementary Fig. 2d–g). There was decreased expression of COL2A1 and ACAN in cartilage from mice eight weeks after the DMM surgery (Supplementary Fig. 2d, e). Consistent with human OA, PKM2 expression was significantly elevated in articular cartilage from both mouse models, whereas PKM1 expression was barely detected (Fig. 1k–n). Under high magnification, nuclear PKM2 signals were observed in chondrocytes in both models (Supplementary Fig. 2h, i). Moreover, PKM2 expression was elevated in osteoarthritic meniscus, as shown by immunofluorescence (IF) staining and supported by analysis of a bulk RNA-seq dataset (GSE241794) (Supplementary Fig. 3). Collectively, these findings indicate that PKM2, but not PKM1, is upregulated in OA cartilage and may contribute to OA progression.

### Pkm2 knockdown restores homeostasis of matrix metabolism in osteoarthritic cartilage

To further delineate the functional role of PKM2 in OA, three small interfering RNAs (siRNAs) targeting Pkm2 were designed and transfected into primary mouse chondrocytes (Supplementary Fig. 4a). The knockdown efficiency was validated via quantitative reverse transcription polymerase chain reaction (qRT-PCR) and western blotting (Supplementary Fig. 4b–d). We next investigated the role of PKM2 reduction on ECM metabolism. Under basal conditions, Pkm2 knockdown significantly decreased the mRNA and protein expression of ECM-degrading enzymes, including MMP3, MMP13, and ADAMTS5, while increasing the expression of ECM structural components, such as COL2A1 and ACAN (Fig. 2a, b and Supplementary Fig. 4e). Treatment of cultured chondrocytes with interleukin-1 beta (IL-1β), a pro-inflammatory cytokine commonly used to mimic OA conditions, reduced the expression of ECM proteins COL2A1 and ACAN and increased the levels of catabolic markers MMP3, MMP13, and ADAMTS5 (Fig. 2a, b and Supplementary Fig. 4f). Importantly, Pkm2 knockdown reversed the IL-1β-induced downregulation of COL2A1 and ACAN and suppressed the upregulation of MMP3, MMP13, and ADAMTS5 (Fig. 2a, b and Supplementary Fig. 4f). Moreover, SOX9, a pivotal regulator of cartilage development and chondrocyte differentiation, was markedly elevated in Pkm2-knockdown cells following IL-1β exposure (Fig. 2a, b). Consistent with these findings, the protein levels of type II collagen and glycosaminoglycans were increased in the conditioned medium of IL-1β-treated cells after Pkm2 knockdown (Fig. 2c). Pharmacological stabilization of PKM2 in its tetrameric conformation using TEPP-46 [30] induced COL2A1 expression while downregulating MMP3 and MMP13 (Fig. 2d, e). Conversely, Shikonin, a PKM2 inhibitor [31], exhibited the opposite effects by markedly increasing MMP3 and MMP13 levels and suppressing COL2A1 expression (Fig. 2d, e). We next evaluated whether Pkm2 knockdown could mitigate OA progression in vivo. Following destabilization of the medial meniscus (DMM) surgery, siPkm2 was administered via intra-articular injection (Fig. 2f). SO&FG staining showed that siPkm2 treatment substantially attenuated cartilage degeneration and reduced OARSI scores (Fig. 2g, h). Additionally, Pkm2 knockdown suppressed MMP13 expression and enhanced COL2A1 expression in articular cartilage (Fig. 2g, h). In contrast, adeno-associated virus (AAV)–mediated PKM2 overexpression upregulated MMP3 and MMP13 while decreasing COL2A1 expression (Fig. 2i, j). Consistently, intra-articular AAV-PKM2 administration induced spontaneous cartilage degeneration, promoting ECM catabolism while suppressing ECM anabolism (Fig. 2k–m).

**Fig. 2:**
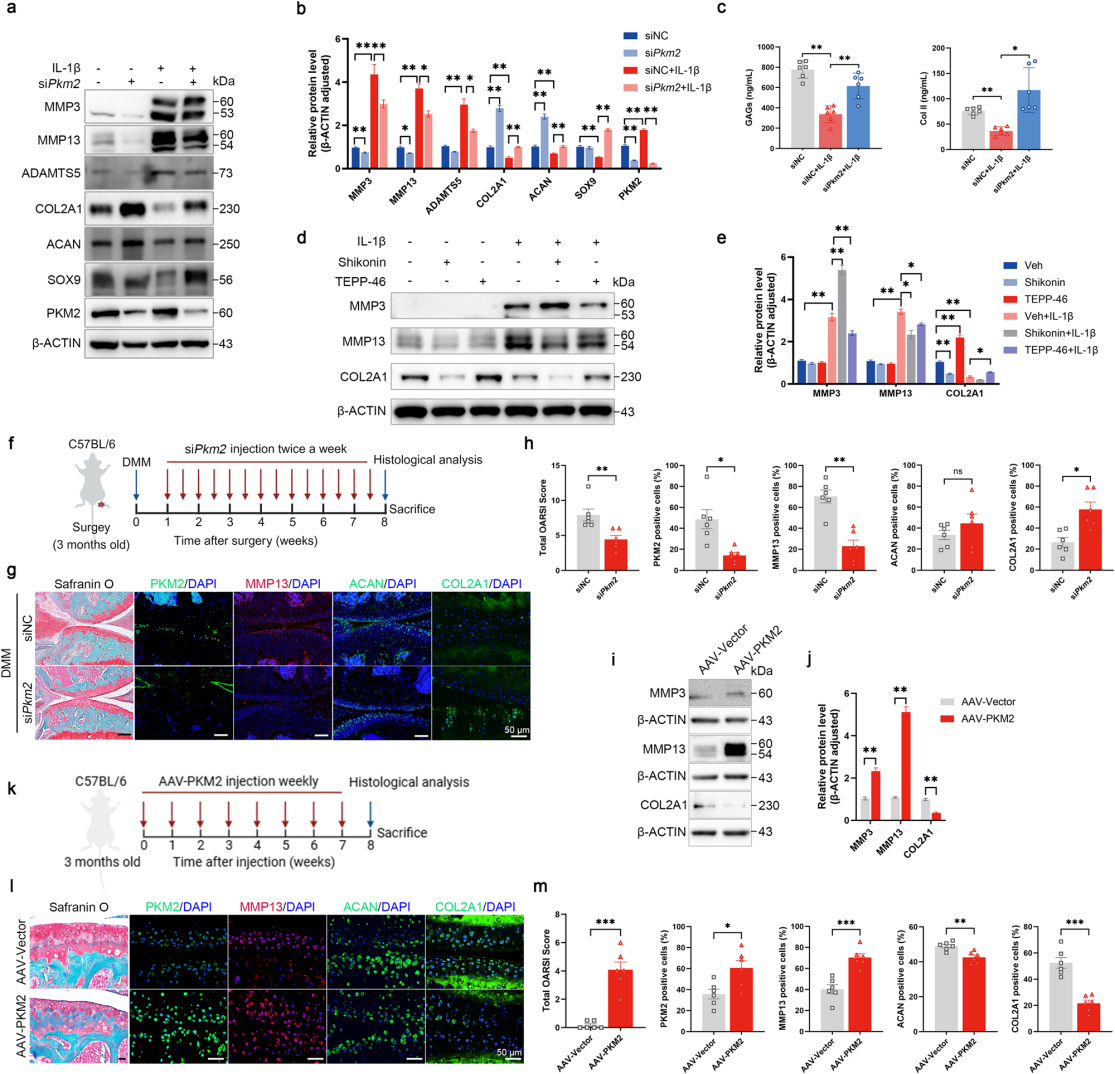
PKM2 regulates extracellular matrix (ECM) metabolism in chondrocytes. **a** Representative immunoblots and **b** densitometric quantification of MMP3, MMP13, ADAMTS5, COL2A1, ACAN, SOX9, and PKM2 in chondrocytes transfected with siNC or siPkm2 and stimulated with IL-1β (1 ng mL⁻¹). Data were presented as means ± s.e.m., *n* = 6, one-way ANOVA with Tukey’s multiple comparisons. **c** Quantification of type II collagen (Col II) and glycosaminoglycans (GAGs) in the culture supernatant of chondrocytes transfected with siNC or siPkm2 and stimulated with IL-1β (10 ng mL⁻¹). Data were presented as means ± s.e.m., *n* = 6, one-way ANOVA with Tukey’s multiple comparisons. **d** Representative immunoblots and **e** densitometric quantification of MMP3, MMP13, and COL2A1 in IL-1β-stimulated chondrocytes incubated with vehicle, Shikonin (1 μM) or TEPP-46 (50 μM). Data were presented as means ± s.e.m., *n* = 6, one-way ANOVA with Tukey’s multiple comparisons. **f** Schematic of intra-articular siNC or siPkm2 administration in DMM mice. Three-month-old WT mice underwent DMM surgery, and intra-articular injections of siNC or siPkm2 were initiated one week later and administered twice weekly for eight weeks. Mice were euthanized eight weeks post-surgery, and cartilage was collected for histological analysis. **g** Representative images of SO&FG staining and IF staining, and **h** quantification of PKM2, MMP13, ACAN, and COL2A1 expression in cartilages from DMM mice administered with siNC or siPkm2. Data were presented as means ± s.e.m., *n* = 6, unpaired Student’s *t*-test. **i** Representative immunoblots and **j** densitometric quantification of MMP3, MMP13, and COL2A1 in chondrocytes transfected with AAV-Vector or AAV-PKM2. Data were presented as means ± s.e.m., *n* = 6, unpaired Student’s *t*-test. **k** Schematic diagram of intra-articular AAV-Vector or AAV-PKM2 administration. Three-month-old WT mice received intra-articular injections once weekly for 8 weeks; mice were then euthanized and cartilage harvested for histological analysis. **l** Representative SO&FG and IF staining images, and **m** quantification of PKM2, MMP13, ACAN, and COL2A1 expression in cartilages from mice administered with AAV-Vector or AAV-PKM2. Data were presented as means ± s.e.m., *n* = 6, unpaired Student’s *t*-test. *P < 0.05, **P < 0.01, ***P < 0.001. ns not significant.

To further assess the protective role of PKM2 intervention during OA development, we utilized a CRISPR-Cas9 system to generate chondrocyte-specific PKM2 knockout mice (hereafter referred to as Pkm2^icKO^, with Pkm2^flox/flox^ as controls, hereafter referred to as Pkm2^fl/fl^) via the Col2-Cre^ERT^ transgene (Supplementary Fig. 5a–c). Western blotting and IF staining confirmed a marked reduction of PKM2, without alterations in PKM1 expression, in the articular cartilage of adult Pkm2^icKO^ compared with Pkm2^fl/fl^ controls (Supplementary Fig. 5d–g). Gross morphological examination indicated that PKM2 deletion during the developmental stage did not affect body length or limb development (Supplementary Fig. 5h, i). However, a moderate increase in PKM1 expression was detected in growth plates and articular cartilage of four-week-old Pkm2^icKO^ mice, whereas this compensatory response was absent in adult mice (Supplementary Fig. 5f, g, j). Four weeks after DMM surgery, Pkm2^fl/fl^ mice exhibited proteoglycan depletion, cartilage surface irregularities, and synovial hyperplasia, which progressed to extensive cartilage erosion, surface roughening, and pronounced synovial inflammation by 8 weeks (Fig. 3a–c). In contrast, Pkm2^icKO^ mice subjected to DMM surgery retained substantially better cartilage integrity, despite displaying a similar degree of synovial thickening (Fig. 3b, c). Because OA progression reflects a disruption in anabolic–catabolic balance and chondrocyte viability, we evaluated ECM-related markers and cellular apoptosis. At both four and eight weeks post-DMM, Pkm2^icKO^ mice exhibited increased protein levels of COL2A1, ACAN, and SOX9, along with decreased levels of MMP13 and ADAMTS5 in cartilage tissue, compared with Pkm2^fl/fl^ mice (Fig. 3d, e). Consistent with improved matrix homeostasis, Pkm2^icKO^ mice displayed elevated levels of proliferating cell nuclear antigen (PCNA) and reduced apoptotic signals (Supplementary Fig. 6a, b).

**Fig. 3:**
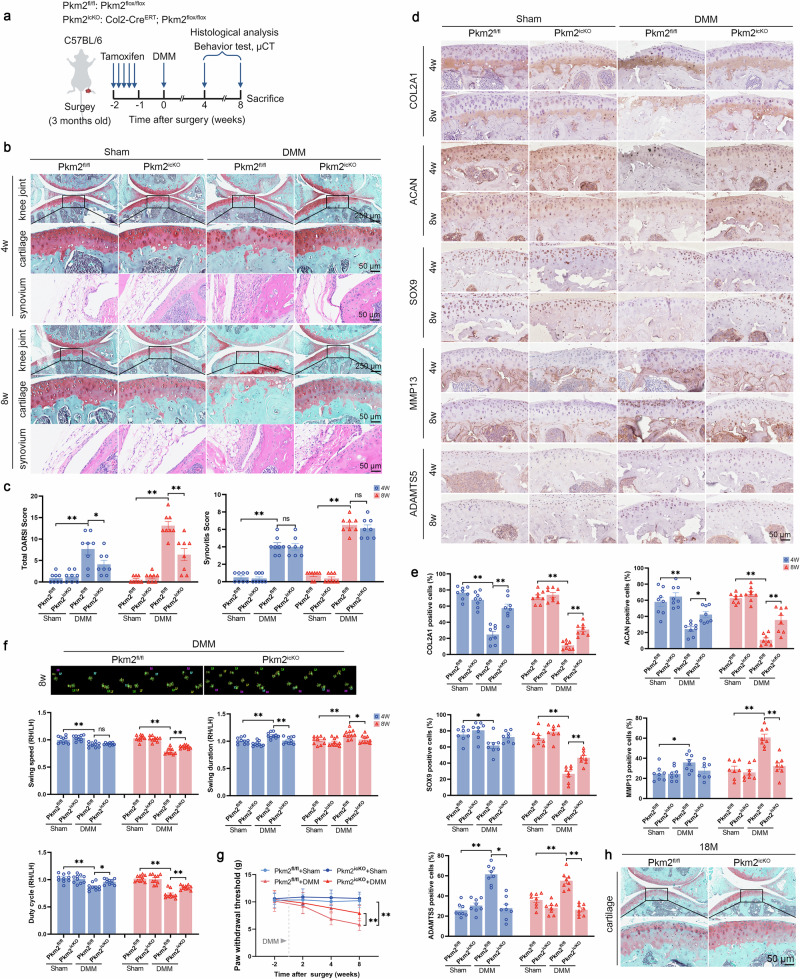
Chondrocyte-specific PKM2 deletion protects mice from DMM-induced and aging-related OA. **a** Schematic diagram of cartilage-specific Pkm2 deletion in DMM-induced OA mouse models. Three-month-old Pkm2^fl/fl^ and Pkm2^icKO^ mice received tamoxifen intraperitoneally for five consecutive days to induce cartilage-specific Pkm2 deletion, followed by DMM surgery. Mice were euthanized at four or eight weeks post-DMM for cartilage histology, hind-limb behavioral testing, and subchondral bone micro-CT. **b** Representative SO&FG staining of cartilages and HE staining of synovium in Pkm2^fl/fl^ and Pkm2^icKO^ mice at four weeks (upper panel) and eight weeks (lower panel) post-DMM. **c** Quantification of total OARSI scores (left) for cartilage and synovitis scores (right) in Pkm2^fl/fl^ and Pkm2^icKO^ mice at 4 weeks and 8 weeks post-DMM. **d** Representative IHC images and **e** quantification of COL2A1, ACAN, SOX9, MMP13, and ADAMTS5 expression in cartilage from Pkm2^fl/fl^ and Pkm2^icKO^ mice, four and eight weeks after DMM surgery. **f** CatWalk gait analysis showing representative paw-print traces and quantification of hind-limb movement parameters (swing speed, swing duration, and duty cycle), presented as right hind limb/left hind limb (RH/LH) ratios. **g** Paw withdrawal threshold measured by the von Frey test. **h** Representative SO&FG staining image of cartilages tissues from 18-month-old Pkm2^fl/fl^ and Pkm2^icKO^ mice. Data were presented as means ± s.e.m., *n* = 8, one-way ANOVA with Tukey’s multiple comparisons. *P < 0.05, **P < 0.01. ns not significant.

We previously reported that Pkm2 knockdown suppressed p16^INK4a^ expression and alleviated chondrocyte senescence in vitro [15]. Here, we further examined the effects of Pkm2 deficiency on senescence in vivo. The protein levels of p16^INK4a^ and p21 were increased in human and mouse OA cartilage (Supplementary Fig. 7a, b). However, these senescence markers were notably reduced in Pkm2^icKO^ mice compared with Pkm2^fl/fl^ mice eight weeks after DMM surgery (Supplementary Fig. 7a, b). Given the association between OA progression, pain, and aberrant subchondral bone remodeling, micro-CT scans were conducted to evaluate subchondral bone structure. Tibial subchondral bone sclerosis was alleviated in Pkm2^icKO^ mice, characterized by reduced trabecular bone volume fraction, while the thickness of the subchondral bone plate remained comparable (Supplementary Fig. 8a, b).

Since pain is a primary symptom of OA, we next employed CatWalk gait analysis and Von Frey testing to assess motor coordination and mechanical pain threshold, respectively. Compared with Pkm2^fl/fl^ mice, Pkm2^icKO^ mice exhibited significant improvements in swing speed, swing duration, and duty cycle in the CatWalk assay, with no differences in mean intensity or paw area (Fig. 3f and Supplementary Fig. 8c, d). Consistently, Von Frey testing revealed a higher paw withdrawal threshold in Pkm2^icKO^ mice, indicative of reduced mechanical hypersensitivity (Fig. 3g). We further examined cartilage integrity in 18-month-old Pkm2^fl/fl^ and Pkm2^icKO^ mice. Enhanced SO&FG staining intensity was observed in Pkm2^icKO^ mice (Fig. 3h). Collectively, these data suggest that Pkm2 deficiency in chondrocytes mitigates surgery-induced cartilage damage and alleviates OA-associated pain.

### PKM2 dimerization changes ECM metabolism in osteoarthritis

Genetic deletion and pharmacological inhibition by shikonin of PKM2 exhibited opposing effects on cartilage matrix metabolism, indicating that PKM2 may regulate matrix metabolism independently of its glycolytic enzyme activity. PKM2 exists in both tetrameric and dimeric conformations [32]. We therefore hypothesized that the tetramer–dimer balance of PKM2 may modulate ECM metabolism in OA. To this end, chemical cross-linking was performed to stabilize polymeric PKM2 species in human OA cartilage. Compared to non-OA cartilage, OA cartilage exhibited a clear increase in dimeric PKM2, accompanied by a marked reduction of its tetrameric form (Fig. 4a, b). Treatment of IL-1β–stimulated mouse chondrocytes with TEPP-46 or DASA-58, two small-molecule stabilizers of PKM2 tetramers [33], decreased dimer formation in a dose-dependent manner (Fig. 4c, d). TEPP-46 (50 μM) induced punctate and aggregated PKM2 signals in both the cytoplasm and nucleus (Fig. 4e). Similar to PKM2 knockdown, TEPP-46 notably reduced MMP3, MMP13, and ADAMTS5 expression and enhanced COL2A1 expression (Fig. 4f, g). Moreover, TEPP-46 reversed IL-1β-induced suppression of COL2A1 and induction of MMP3, MMP13, and ADAMTS5 in chondrocytes derived from PKM2^fl/fl^ mice (Supplementary Fig. 9a, b). However, no additive inhibitory effect on catabolic enzymes or additive stimulatory effect on COL2A1 was observed in Pkm2^icKO^ chondrocytes (Supplementary Fig. 9a, b), indicating that the effects of TEPP-46 are PKM2-dependent. Notably, prolonged TEPP-46 treatment for seven days alleviated IL-1β–induced cartilage destruction in murine femoral head explants (Fig. 4h, i).

**Fig. 4:**
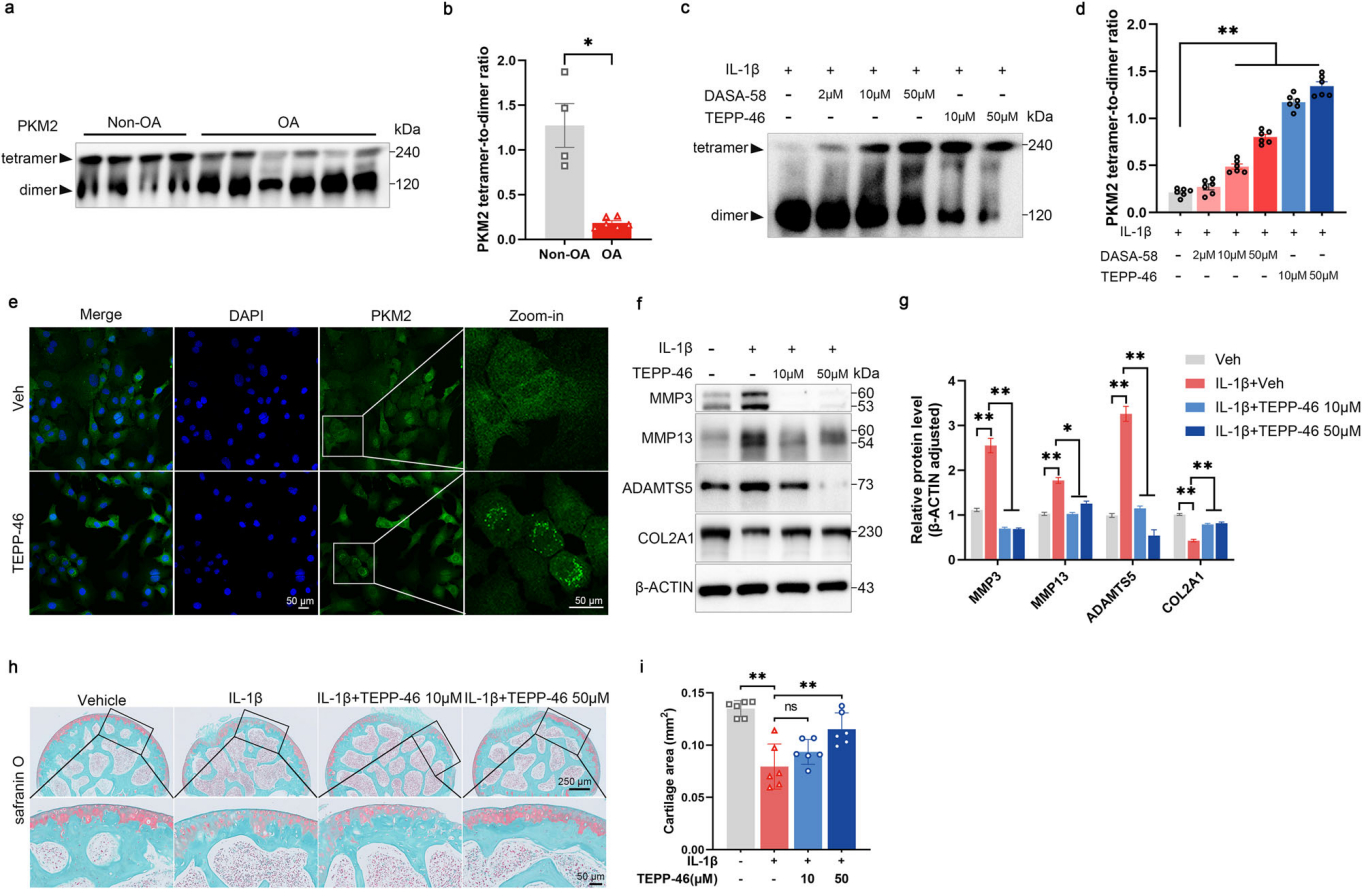
TEPP-46 inhibits PKM2 dimer formation and maintains ECM metabolism homeostasis in vitro. **a** Representative immunoblots and **b** densitometric quantification of tetrameric and dimeric PKM2 in cartilage tissues from non-OA (*n* = 4) and OA (*n* = 6) patients. Data were presented as means ± s.e.m., unpaired Student’s *t*-test. **c** Representative immunoblots and **d** densitometric quantification of tetrameric and dimeric PKM2 in chondrocytes treated with vehicle, DASA-58 (2, 10, and 50 μM) or TEPP-46 (10 and 50 μM) for 48 h in the presence of IL-1β, in a dose-dependent manner. Data were presented as means ± s.e.m., *n* = 6, one-way ANOVA with Tukey’s multiple comparisons. **e** Representative IF images of PKM2 in chondrocytes treated with 50 μM TEPP-46 for 48 h. **f** Representative immunoblots and **g** densitometric quantification of ADAMTS5, MMP3, MMP13, and COL2A1 in IL-1β-stimulated chondrocytes treated with TEPP-46 (10 and 50 μM) for 48 h. Data were presented as means ± s.e.m., *n* = 6, one-way ANOVA with Tukey’s multiple comparisons. **h** Representative SO&FG staining and **i** quantification of cartilage area in mouse femur head stimulated ex vivo with IL-1β (10 ng mL⁻¹) and treated with 50 μM TEPP-46 for 7 days. Data were presented as means ± s.e.m., *n* = 6, one-way ANOVA with Tukey’s multiple comparisons. *P < 0.05, **P < 0.01. ns not significant.

To evaluate the role of PKM2 tetramer stabilization in vivo, TEPP-46 was delivered intra-articularly following DMM surgery (Fig. 5a). No pathological abnormalities were detected in the heart, liver, lung, spleen, or kidneys of the mice (Supplementary Fig. 9c), supporting the safety of intra-articular treatment. TEPP-46 significantly reduced DMM-induced cartilage erosion but did not alter synovitis severity (Fig. 5b, c). TEPP-46 markedly increased COL2A1, ACAN, SOX9, and PCNA levels and reduced MMP13 and ADAMTS5 expression (Fig. 5d, e). Additionally, TEPP-46 further attenuated subchondral bone sclerosis 8 weeks post-surgery (Supplementary Fig. 10a, b). In both CatWalk and Von Frey analyses, TEPP-46 alleviated mechanical hypersensitivity and improved gait parameters (Fig. 5f, g and Supplementary Fig. 10c, d).

**Fig. 5:**
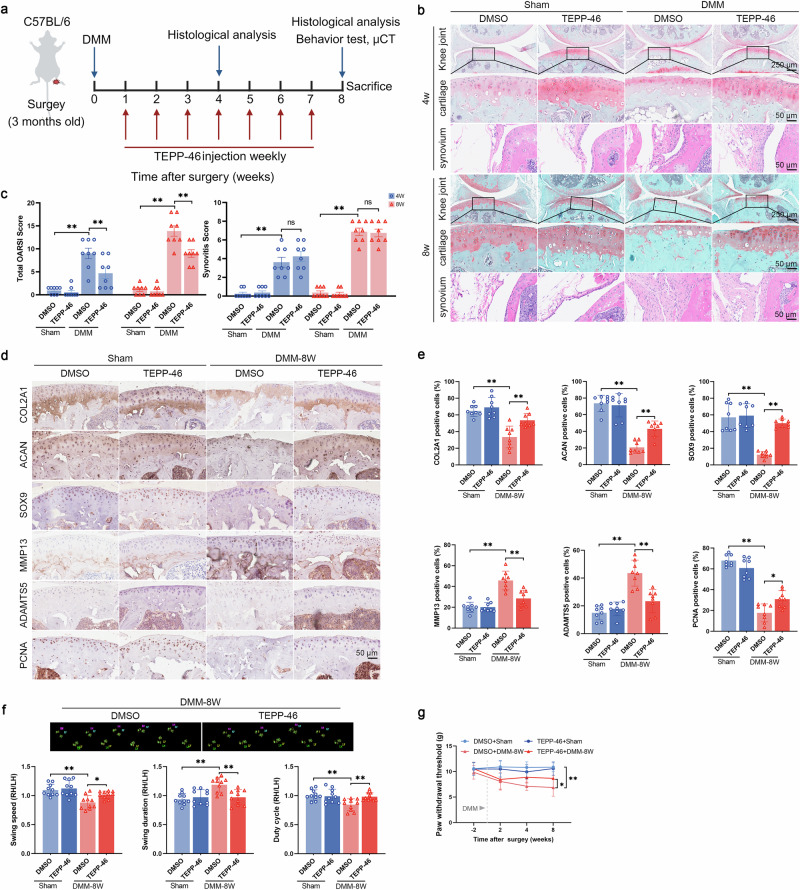
TEPP-46 treatment alleviates cartilage degeneration. **a** Schematic diagram of intra-articular TEPP-46 administration in DMM mice. Three-month-old mice underwent DMM surgery, and intra-articular injections of DMSO or TEPP-46 were initiated one week later and administered once weekly for seven weeks. Mice were euthanized at 4 or 8 weeks post-DMM for cartilage histology, hind-limb behavioral testing, and subchondral bone micro-CT. **b** Representative SO&FG staining of cartilages (top) and HE staining of synovium (bottom) in mice treated with TEPP-46, 4 weeks (upper panel) and 8 weeks (lower panel) post-DMM surgery. **c** Quantification of total OARSI scores (left) for cartilage and synovitis scores (right) in mice administered with DMSO or TEPP-46 at 4 weeks and 8 weeks post-DMM. **d** Representative IHC images and **e** quantification of COL2A1, ACAN, SOX9, MMP13, ADAMTS5, and PCNA expression in cartilage from mice treated with DMSO or TEPP-46, 8 weeks post-DMM surgery. **f** CatWalk gait analysis showing representative paw-print traces and quantification of hind-limb movement parameters (swing speed, swing duration, duty cycle), presented as RH/LH ratios. **g** Paw withdrawal threshold measured by the von Frey test. Data were presented as means ± s.e.m., *n* = 8, one-way ANOVA with Tukey’s multiple comparisons. *P < 0.05, **P < 0.01. ns not significant.

### PKM2 deficiency and tetramerization safeguard mitochondrial function

Our previous work demonstrated that Pkm2 knockdown enhanced oxidative metabolism by upregulating tricarboxylic-acid–related genes and promoting oxygen consumption and ATP production [15], highlighting PKM2 as a critical regulator of mitochondrial respiration. Reanalysis of RNA-seq datasets (GSE281389) from Pkm2-knockdown primary mouse chondrocytes [15] revealed strong enrichment for mitochondrial fusion and oxidative phosphorylation modules (Fig. 6a and Supplementary Fig. 11a). 

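Primary mouse chondrocytes were transfected with a scrambled control siRNA (siNC) or an siRNA against Pkm2 (siPkm2), and RNA from 3 cultures per group was sequenced. The supplementary methods give 50 nM siRNA, a check of the knockdown after 48 h and mice of 8 to 10 weeks as the source of chondrocytes, whereas the sample labels give neonatal mice. The labels call replicate 1 of siPkm2 a PKM2 knockdown and name other PKM numbers for replicates 2 and 3, while their titles and Fig. 6a name all 3 as siPkm2, and they were taken as siPkm2. The authors deposited estimated counts per gene, which were not normalized, together with TPM values and their own comparison of the groups. The estimated counts summed to 25691029, 22852299 and 23216822 in siNC replicates 1, 2 and 3, and to 22316996, 24927866 and 22602001 in siPkm2 replicates 1, 2 and 3. Their alignment, counting and genome build are not named in the paper's text. Of the 55416 Ensembl identifiers in the deposited table, 94.0% occur in GENCODE M21, and positions are given on GRCm38 from that annotation.
From these files, the counts were rounded and scaled by edgeR's TMM method, and levels are given in CPM, counts scaled to the library total. Genes were tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 15269 genes that passed edgeR's filter for low counts, with no block for the replicate number. Pkm (ENSMUSG00000032294) lies on chromosome 9 from 59656368 to 59679375, and the counts do not separate its PKM1 and PKM2 transcripts. Pkm was at 2335, 2746 and 1674 CPM in siNC replicates 1, 2 and 3, and at 336, 541 and 309 CPM in siPkm2 replicates 1, 2 and 3. The means were 2252 ± 540.5 (SD, n = 3) in siNC and 395 ± 126 (SD, n = 3) in siPkm2. The log2 fold change was -2.51 (standard error 0.33, adjusted p = 0.0738, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the replicate number as a block it was -2.53 (adjusted p = 0.00932, same test and adjustment). Every siPkm2 library was below every siNC library, which an exact two-sided permutation test of 3 against 3 libraries gives at p = 0.1, the smallest it allows. With each library left out in turn, the log2 fold change of Pkm stayed between -2.80 and -2.34, and without siNC replicate 2 its adjusted p was 0.0495 by the same test.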

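The mitochondrial fusion set was tested with the 22 genes named in the heatmap of Fig. 6a, and all genes with at least 1 count in any library were ranked. The ranking used the signal-to-noise ratio of CPM, the difference of the group means over the sum of the group SDs, with siPkm2 ranked over siNC. Of the 22 genes, 18 ranked on the siPkm2 side. The enrichment score was 0.498 and the normalized score 1.48. The p-value was 0.0677, taken one-sided within the sign of the score by permutation against 10000 random sets of the same size. Ranking without weights, that is with an exponent of 0, moved it most among the changes of ranking, to p = 0.00218 by the same permutation. Without siNC replicate 2 the p-value was 0.00323, and without siNC replicate 1 it was 0.246, both by the same permutation. In place of the permutation, limma's camera test, with a preset correlation between genes, gave p = 0.00478 and its fry test p = 0.0423. With the replicate number as a block, also in place of the permutation, camera gave p = 0.00655 and fry p = 0.0603.
The oxidative phosphorylation set was taken from the pathway annotation in the deposited table, and 131 of its genes had a count. Of these, 83 ranked on the siPkm2 side. The enrichment score was 0.467 and the normalized score 1.98, at a permutation p of 0.000232, the smallest value that the 10000 random sets gave within that sign. Without siNC replicate 2 the p-value was 0.0906, and without siPkm2 replicate 1 it was 0.0631, both by permutation. In place of the permutation, camera gave p = 0.00862. The fry test, which takes the correlation between genes from the data, gave p = 0.4445.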

To investigate whether Pkm2 deficiency affects mitochondrial dynamics, primary chondrocytes from adult Pkm2^fl/fl^ and Pkm2^icKO^ mice were treated with 4-hydroxytamoxifen (4-OHT) (Supplementary Fig. 11b, c). IL-1β stimulation induced fragmented mitochondria exhibiting punctate morphology (Fig. 6b, c). In contrast, PKM2-deficient cells displayed elongated tubular mitochondrial networks under the same conditions (Fig. 6b, c). Transmission electron microscopy (TEM) further confirmed altered mitochondrial morphology in Pkm2-deleted chondrocytes (Fig. 6d). To assess mitochondrial respiration, Seahorse assays were performed. Pkm2 deletion significantly elevated oxygen consumption rates under both basal and IL-1β-stimulated conditions (Fig. 6e, f), indicating enhanced oxidative phosphorylation. IL-1β exposure induced mitochondrial membrane depolarization and increased mitochondrial ROS (Supplementary Fig. 11d–g), and reduced the expression of mitochondrial biogenesis regulators peroxisome proliferator-activated receptor gamma coactivator 1-alpha (PGC-1α), nuclear respiratory factor 1 (NRF1), and mitochondrial transcription factor A (TFAM), which are central regulators of mitochondrial biogenesis (Supplementary Fig. 11h, i). Pkm2 deficiency restored mitochondrial membrane potential, reduced oxidative stress, and rescued mRNA and protein expression of PGC-1α, NRF1, and TFAM (Supplementary Fig. 11h–j). Consistent with Pkm2 depletion, TEPP-46 treatment ameliorated mitochondrial morphological disruption in vitro and in vivo, restored oxidative metabolism, and increased mitochondrial biogenesis proteins under IL-1β challenge (Fig. 6g–i and Supplementary Fig. 11k, l). Furthermore, TEPP-46 treatment significantly elevated oxygen consumption rates and intracellular ATP levels in chondrocytes under both basal and IL-1β-stimulated conditions (Figure 6j–l).Together, these findings demonstrate that Pkm2 deficiency and tetramer stabilization preserve mitochondrial function.

**Fig. 6:**
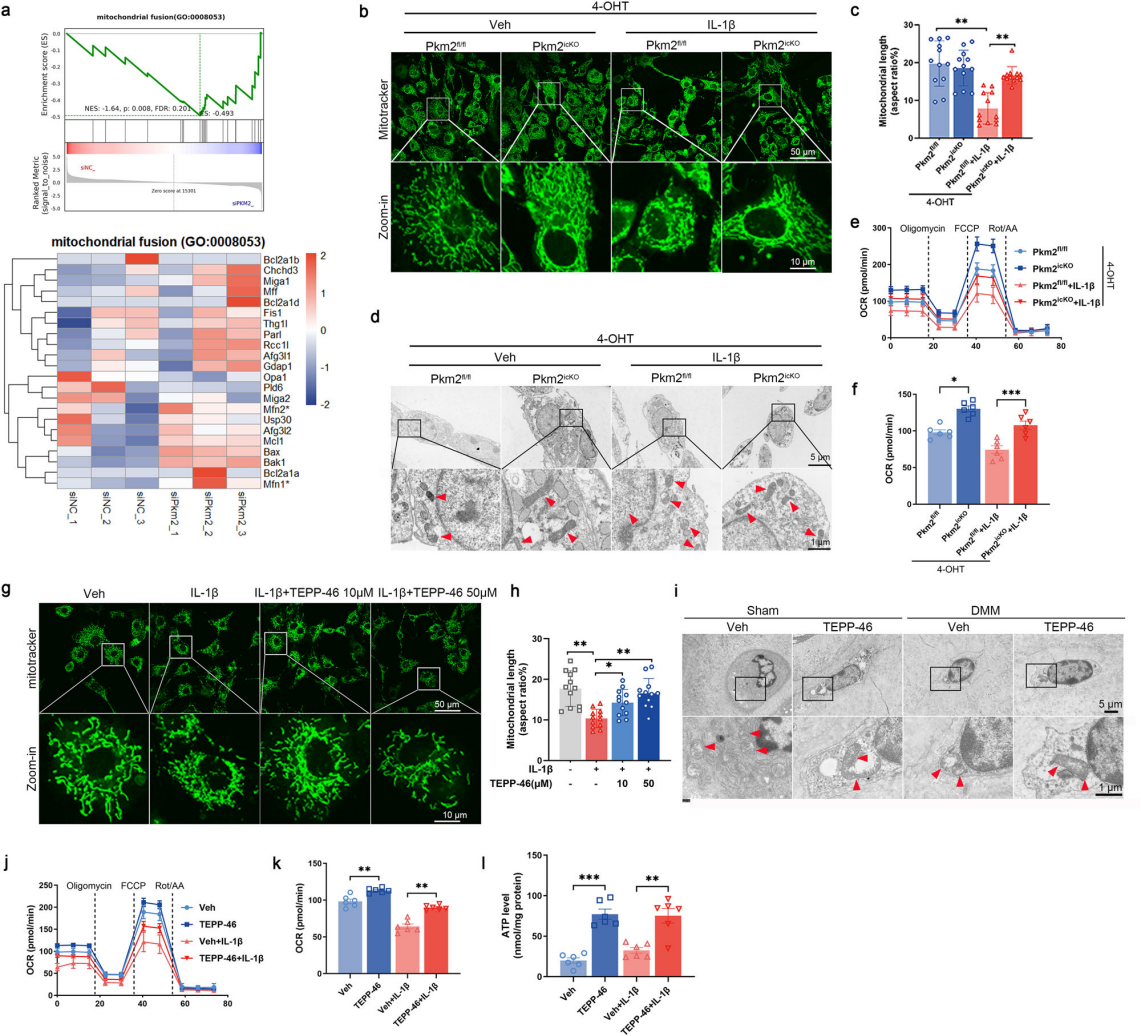
PKM2 deficiency and tetramerization safeguard mitochondrial function. **a** Gene-set enrichment analysis (GSEA) and corresponding gene-set heatmap illustrating mitochondrial fusion in chondrocytes transfected with siPkm2. **b** Representative MitoTracker staining (left) and **c** quantification of mitochondrial length (right) in IL-1β-stimulated chondrocytes isolated from Pkm2^fl/fl^ and Pkm2^icKO^ mice in the presence of 4-OHT. Data were presented as means ± s.e.m. from three independent experiments (*n* = 3), with four randomly selected cells per sample, one-way ANOVA with Tukey’s multiple comparisons. **d** Mitochondrial morphology in IL-1β-stimulated chondrocytes isolated from Pkm2^fl/fl^ and Pkm2^icKO^ mice in the presence of 4-OHT, visualized by transmission electron microscopy (TEM). **e** Real-time measurement of oxygen consumption rate (OCR) and **f** basal OCR quantification using the Seahorse assay in IL-1β–stimulated chondrocytes isolated from Pkm2^fl/fl^ and Pkm2^icKO^ mice in the presence of 4-OHT. FCCP, carbonyl cyanide p-trifluoromethoxyphenylhydrazone. Rot/AA, rotenone/antimycin A. **g** MitoTracker staining and **h** quantification of mitochondrial length (right) in chondrocytes incubated with vehicle or TEPP-46 (10, 50 μM). Data were presented as means ± s.e.m. from three independent experiments (*n* = 3), with four randomly selected cells per sample, one-way ANOVA with Tukey’s multiple comparisons. **i** Representative TEM images of mitochondria in chondrocytes from cartilage tissue of mice treated with vehicle or TEPP-46, collected eight weeks post-DMM surgery. **j** Real-time OCR measurement and **k** quantification of basal OCR in IL-1β–stimulated chondrocytes treated with vehicle or TEPP-46. Data were presented as means ± s.e.m., *n* = 6, one-way ANOVA with Tukey’s comparisons. **l** ATP levels measured in IL-1β-stimulated chondrocytes treated with vehicle or TEPP-46. Data were presented as means ± s.e.m., *n* = 6, one-way ANOVA with Tukey’s comparisons. *P < 0.05, **P < 0.01, ***P < 0.001. ns not significant.

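Of the 22 genes of the heatmap, 18 had enough counts to be tested and 16 of these had a positive log2 fold change in siPkm2. Bcl2a1a, Bcl2a1b, Bcl2a1d and Pld6 were near 0 in all libraries and were not tested. The 3 Bcl2a1 genes are near-identical copies whose reads the counting could have split. The log2 fold changes of the tested genes ran from -0.25 for Opa1 to 1.02 for Bak1. Over all genes tested, no gene of the list had an adjusted p under 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 3 had an unadjusted p under 0.05. Adjusted over the list alone, an adjustment not set beforehand for this list, 2 genes passed, Bak1 and Bax. With the replicate number as a block, 4 genes passed over all genes tested and 7 passed when adjusted over the list alone. Of all 15269 genes tested, 3524 had an adjusted p under 0.05 with the block and 2690 an unadjusted p under 0.05 without it. At 4 and 3 of its 18 genes, the list held no larger a share of such genes than all genes did. In 6 of the 18 genes the siPkm2 libraries did not overlap the siNC libraries, where chance gives 10% if no gene is changed. Opa1 was among the 6 and was lower in siPkm2, and the share over all genes is not given here.
Bak1 (ENSMUSG00000057789, chromosome 17 from 27019810 to 27029009) was at 49.2 ± 5.27 CPM (SD, n = 3) in siNC and 99.9 ± 7.92 CPM (SD, n = 3) in siPkm2. Its log2 fold change was 1.02 (standard error 0.14, adjusted p = 0.0738, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p with the replicate block was 0.00942. Bax (ENSMUSG00000003873, chromosome 7 from 45461697 to 45466898) rose from 98.1 ± 18.9 CPM (SD, n = 3) to 164 ± 5.78 CPM (SD, n = 3). Its log2 fold change was 0.74 (standard error 0.17, adjusted p = 0.136, same edgeR test), and its adjusted p with the replicate block was 0.0165.
Mfn1 (ENSMUSG00000027668, chromosome 3 from 32529465 to 32579239) was at 29.4 ± 4.96 CPM (SD, n = 3) in siNC and 38.2 ± 2.14 CPM (SD, n = 3) in siPkm2. The log2 fold change of Mfn1 was 0.37 (standard error 0.16, adjusted p = 0.305, same edgeR test). Mfn2 (ENSMUSG00000029020, chromosome 4 from 147873599 to 147904704) was at 77.6 ± 3.06 CPM (SD, n = 3) and 85.8 ± 4.63 CPM (SD, n = 3), with a log2 fold change of 0.14 (standard error 0.11, adjusted p = 0.553, same edgeR test). Opa1 (ENSMUSG00000038084, chromosome 16 from 29579334 to 29654884) was lower in siPkm2, at 60.9 ± 2.68 CPM (SD, n = 3) against 51.0 ± 1.36 CPM (SD, n = 3). Its log2 fold change was -0.25 (standard error 0.11, adjusted p = 0.292, same edgeR test). In all 3 replicate pairs Mfn1 and Mfn2 were higher and Opa1 was lower in siPkm2. With the replicate block, the adjusted p over all genes tested was 0.0552 for Mfn1, 0.203 for Mfn2 and 0.0667 for Opa1 (same edgeR test). Adjusted over the list alone with the block, it was 0.049 for Mfn1, 0.170 for Mfn2 and 0.049 for Opa1 (same edgeR test). The adjustment over this list alone was not set beforehand.

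**Figure D1:**
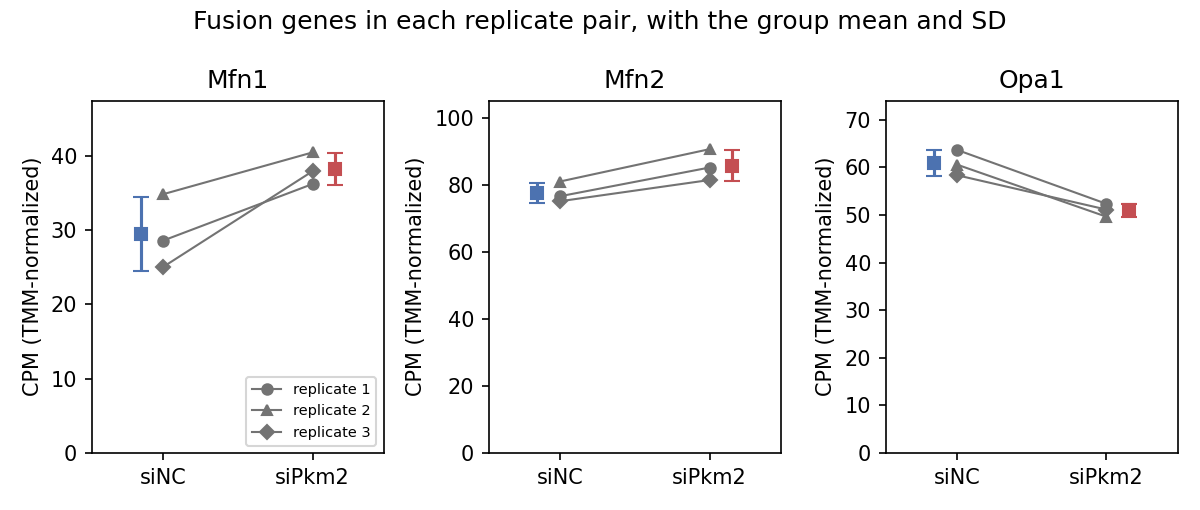
CPM of Mfn1, Mfn2 and Opa1 (vertical axes) in siNC and siPkm2, with a grey line for each replicate pair and squares with bars for the group mean ± SD (n = 3). Mfn1 goes from a mean of 29.4 to 38.2 CPM, Mfn2 from 77.6 to 85.8 CPM and Opa1 from 60.9 to 51.0 CPM.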

### MFN1-mediated mitochondrial fusion participates in maintaining cartilage homeostasis in Pkm2-deficient conditions

Mitochondrial morphology and bioenergetic capacity are tightly controlled by a conserved network of fusion- and fission-promoting GTPases [34]. In mammalian cells, outer-membrane fusion is mediated by MFN1 and MFN2, whereas inner-membrane fusion is executed by OPA1 [35]. Conversely, mitochondrial fission is driven by DRP1, which is recruited from the cytosol to mitochondria via adapters including mitochondrial fission 1 protein (FIS1), mitochondrial fission factor (MFF) or mitochondrial dynamics protein of 49/51 kDa (MiD49/51) [36]. We next assessed the expression of mitochondrial dynamics-related proteins in Pkm2^icKO^ chondrocytes under IL-1β stimulation. Pkm2 deletion increased MFN1 and MFN2 expression while reducing DRP1 levels, with no detectable changes in OPA1 or FIS1 (Fig. 7a, b). Although DRP1 upregulation has been reported to drive mitochondrial fission, our observations did not align with this pattern. We therefore focused on the fusion regulators MFN1 and MFN2. Consistently, TEPP-46 treatment also upregulated MFN1 and MFN2 in IL-1β-stimulated chondrocytes (Fig. 7c, d).

**Fig. 7:**
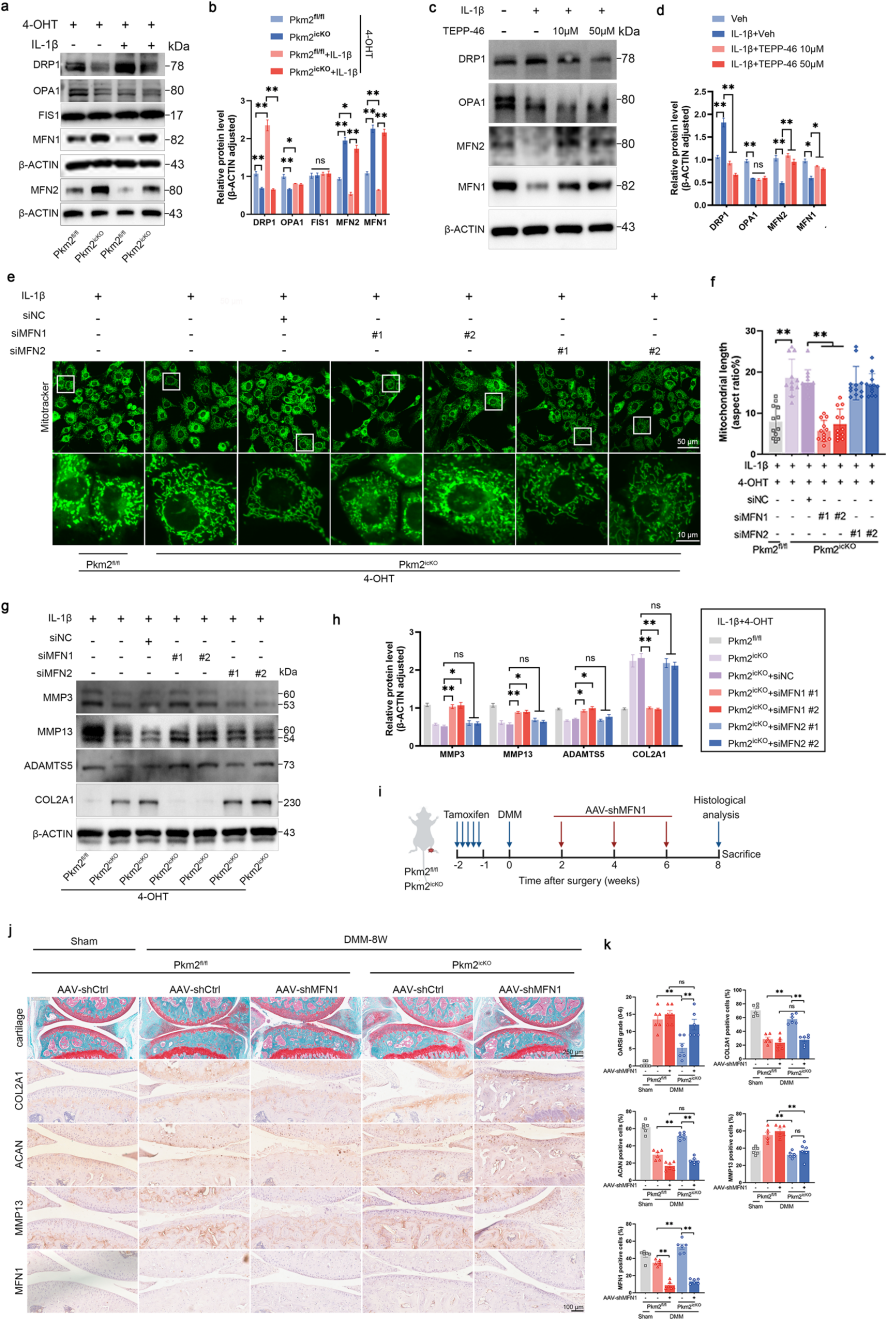
MFN1, not MFN2, mediates mitochondrial fusion and ECM homeostasis upon PKM2 deficiency or tetramerization. **a** Representative immunoblots and **b** densitometric quantification of DRP1, OPA1, FIS1, MFN1, and MFN2 in IL-1β-stimulated chondrocytes isolated from Pkm2^fl/fl^ and Pkm2^icKO^ mice in the presence of 4-OHT. Data were presented as means ± s.e.m., *n* = 6, one-way ANOVA with Tukey’s multiple comparisons. **c** Representative immunoblots and **d** densitometric quantification of DRP1, OPA1, MFN1, and MFN2 in IL-1β-stimulated chondrocytes incubated with vehicle or TEPP-46 (10, 50 μM). Data were presented as means ± s.e.m., *n* = 6, one-way ANOVA with Tukey’s multiple comparisons. **e** Representative mitotracker staining and **f** quantification of mitochondrial length in Pkm2^fl/fl^ and Pkm2^icKO^ chondrocytes transfected with siNC, siMfn1 or siMfn2 in the presence of 4-OHT and IL-1β. Data were presented as means ± s.e.m. from three independent experiments (*n* = 3), with four randomly selected cells per sample, one-way ANOVA with Tukey’s multiple comparisons. **g** Representative immunoblots and **h** densitometric quantification of MMP3, MMP13, ADAMTS5, and COL2A1 in Pkm2^fl/fl^ and Pkm2^icKO^ chondrocytes transfected with siNC, siMfn1 or siMfn2 in the presence of 4-OHT and IL-1β. Data were presented as means ± s.e.m., *n* = 6, one-way ANOVA with Tukey’s multiple comparisons. **i** Schematic diagram of intra-articular AAV-shMFN1 administration in cartilage-specific PKM2 deletion mice subjected to DMM surgery. Three-month-old Pkm2^fl/fl^ and Pkm2^icKO^ mice received tamoxifen intraperitoneally for 5 consecutive days, followed by DMM surgery. Intra-articular injections of AAV-shMFN1 were initiated 2 weeks after DMM surgery and administered every 2 weeks for a total of three doses. Cartilage was harvested for histological analysis 8 weeks post-DMM. **j** Representative SO&FG and IHC staining images of COL2A1, ACAN, MMP13, and MFN1 in the cartilage tissues from Pkm2^fl/fl^ and Pkm2^icKO^ mice treated with AAV-shCtrl and AAV-shMFN1. **k** Quantification of OARSI scores and IHC signals for COL2A1, ACAN, MMP13, and MFN1. Data were presented as means ± s.e.m., *n* = 6, one-way ANOVA with Tukey’s multiple comparisons. *P < 0.05, **P < 0.01. ns not significant.

To determine the specific roles of MFN1 and MFN2, we performed siRNA-mediated knockdown (Supplementary Fig. 12). Knockdown of Mfn1, but not Mfn2, induced fragmented and punctate mitochondrial morphology in IL-1β-stimulated Pkm2^icKO^ chondrocytes (Fig. 7e, f). Furthermore, knockdown of Mfn1, but not Mfn2, reversed the protective effects of Pkm2 deficiency on ECM protein expression, restoring IL-1β-induced changes in COL2A1, MMP3, MMP13, and ADAMTS5 levels (Fig. 7g, h), implying a key role of MFN1 in governing mitochondrial fusion and extracellular matrix homeostasis in the absence of Pkm2. Consistent with these findings, MFN1 protein expression was reduced in human OA cartilage and surgery-induced mouse OA cartilage (Supplementary Fig. 13).

To further investigate the role of MFN1 in Pkm2-deficient chondrocytes in vivo, AAV-shMFN1 was administered via intra-articular injection in Pkm2^icKO^ mice subjected to DMM surgery (Fig. 7i). AAV-shMFN1 administration exacerbated cartilage damage and ECM degradation in Pkm2^fl/fl^ mice subjected to DMM surgery, and abolished the protective effects observed in Pkm2^icKO^ mice when compared with the AAV-shCtrl administration (Fig. 7j, k). Collectively, these findings demonstrate that MFN1 plays a central role in maintaining mitochondrial fusion and extracellular matrix homeostasis in Pkm2-deficient chondrocytes.

### PKM2/ERK axis regulates MFN1 upregulation in chondrocytes

To elucidate the mechanism by which Pkm2 deficiency or TEPP-46 treatment induces MFN1 upregulation, endogenous co-immunoprecipitation (co-IP) was first performed to assess a potential association between PKM2 and MFN1. No direct interaction was detected (data not shown), consistent with immunofluorescence staining that demonstrated limited spatial colocalization of PKM2 and MFN1 in murine cartilage (Supplementary Fig. 13a). To identify the potential signaling pathways, transcriptomic profiles of Pkm2-knockdown chondrocytes (GSE281389) were analyzed. 

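The 6 libraries differed first by replicate number. The first principal component of log2 CPM held 51.4% of the variance and placed replicate 2 of both groups apart from replicates 1 and 3. The second held 27.7% and placed each siPkm2 library above the siNC library of the same number. At a fold change over 2 and an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 0 of the 15269 genes passed, and 2690 genes had an unadjusted p under 0.05. With the replicate number as a block, 890 genes passed, 405 of them higher and 485 lower in siPkm2. With DESeq2's Wald test and no block, 430 genes passed, and 408 of these were among the 890. Without siNC replicate 2, 105 genes passed by the edgeR test without a block. No gene passed when any other single library was left out.

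**Figure D2:**
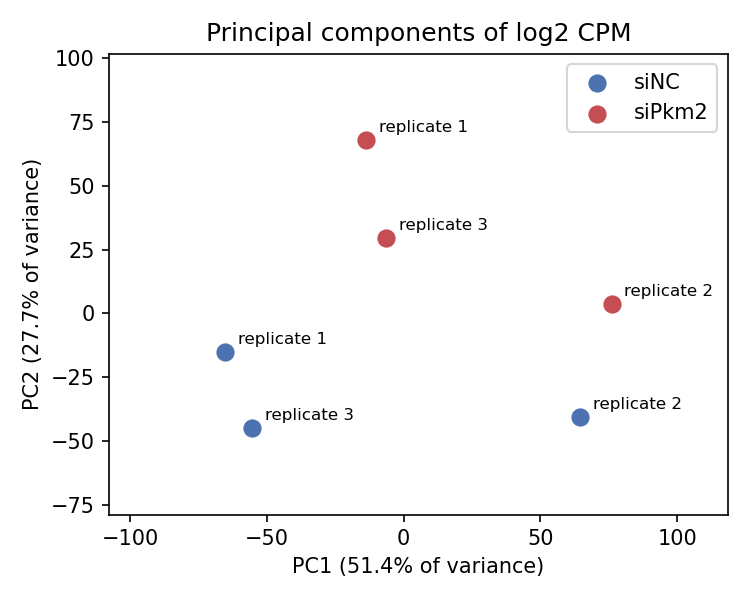
Principal components of log2 CPM, with PC1 (51.4% of the variance) on the horizontal axis and PC2 (27.7%) on the vertical axis. Each point is 1 library, coloured by group and marked with its replicate number, and replicate 2 of both groups lies on the right.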

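Gene ontology terms were taken from the annotation in the deposited table, which pairs each gene with its direct terms. A one-sided Fisher's exact test compared the called genes with all genes tested, over the 5212 terms with at least 5 tested genes. Without a block for the replicate number there were 0 called genes, so no term passed. With the 890 genes called under the replicate block, 48 terms had a Benjamini-Hochberg adjusted p under 0.05, and the lowest p-values belonged to extracellular space, the external side of the plasma membrane, the cellular response to interferon-beta and immune response. With the 430 genes called by DESeq2, 5 terms passed.
Examined by name were 9 terms, with the adjustment over these 9, which was chosen after the results were seen. Of these, 5 concern the MAPK cascade, receptor serine/threonine kinases and cell surface or transmembrane receptors, and 4 concern cell adhesion, extracellular matrix and bone mineralization. Terms whose names regulate the MAPK cascade were joined, a grouping chosen after the annotation was seen. They held 34 of the 890 genes called under the replicate block among 391 tested genes, or 8.70% against 5.83% of all genes (p = 0.0129, adjusted p = 0.0232, one-sided Fisher's exact test with Benjamini-Hochberg adjustment). Among the genes called by DESeq2 the joined terms held 15 of 391 (p = 0.133, same exact test). The single term regulation of MAPK cascade held 3 of 33 genes under the replicate block (p = 0.302, same exact test). Terms for receptor serine/threonine kinase signalling, joined in the same way, held 9 of 128 genes (p = 0.33, same exact test). The transmembrane receptor protein tyrosine kinase signaling pathway held 3 of 50 genes (p = 0.564, same exact test), and the cell surface receptor signaling pathway held 6 of 61 (p = 0.143, same exact test). Cell adhesion held 33 of 236 genes (adjusted p = 2.35e-05), cell adhesion mediated by integrin 7 of 17 (adjusted p = 0.000117), extracellular matrix organization 16 of 105 (adjusted p = 0.000824) and positive regulation of bone mineralization 7 of 21 (adjusted p = 0.000378), each by the same Fisher's exact test with Benjamini-Hochberg adjustment. Of the called genes in extracellular matrix organization, 12 were lower and 4 higher in siPkm2. In positive regulation of bone mineralization 7 were lower and 0 higher. Cell adhesion held 19 lower and 14 higher, and cell adhesion mediated by integrin 3 lower and 4 higher.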

Gene ontology (GO) enrichment analysis revealed significant involvement of transmembrane receptor regulation, protein serine/threonine kinase signaling, and MAPK cascade regulation (Fig. 8a). Functionally, IL-1β stimulation markedly increased phosphorylation of p38, c-Jun N-terminal kinase (JNK), and extracellular signal-regulated kinase (ERK), normalized to total protein levels (Fig. 8b–e). Conversely, Pkm2 deletion or pharmacologic inhibition of Pkm2 dimerization suppressed MAPK activation (Fig. 8b–e). To dissect the specific MAPK mediating MFN1 regulation, IL-1β-stimulated chondrocytes were treated with selective inhibitors: SP600125 (JNK), SB203580 (p38), and PD98059 (ERK). While none of the inhibitors affected IL-1β-induced MFN2 downregulation, PD98059 partially restored MFN1 expression, indicating that ERK signaling specifically mediates MFN1 upregulation (Fig. 8f, g). In line with this, IL-1β–induced MFN1 downregulation, but not MFN2 suppression, was partially reversed by PD98059. Pkm2 deficiency or TEPP-46 treatment enhanced both MFN1 and MFN2 transcription (Fig. 8h, i). However, co-IP demonstrated that PKM2 directly interacts with ERK, and IL-1β stimulation further strengthened this interaction; conversely, TEPP-46 treatment or Pkm2 deletion attenuated it (Fig. 8j). Taken together, these findings identify PKM2 as a key modulator of ERK signaling–mediated MFN1 upregulation, while MFN2 expression is regulated through an ERK-independent pathway, highlighting distinct regulatory mechanisms governing mitochondrial fusion proteins.

**Fig. 8:**
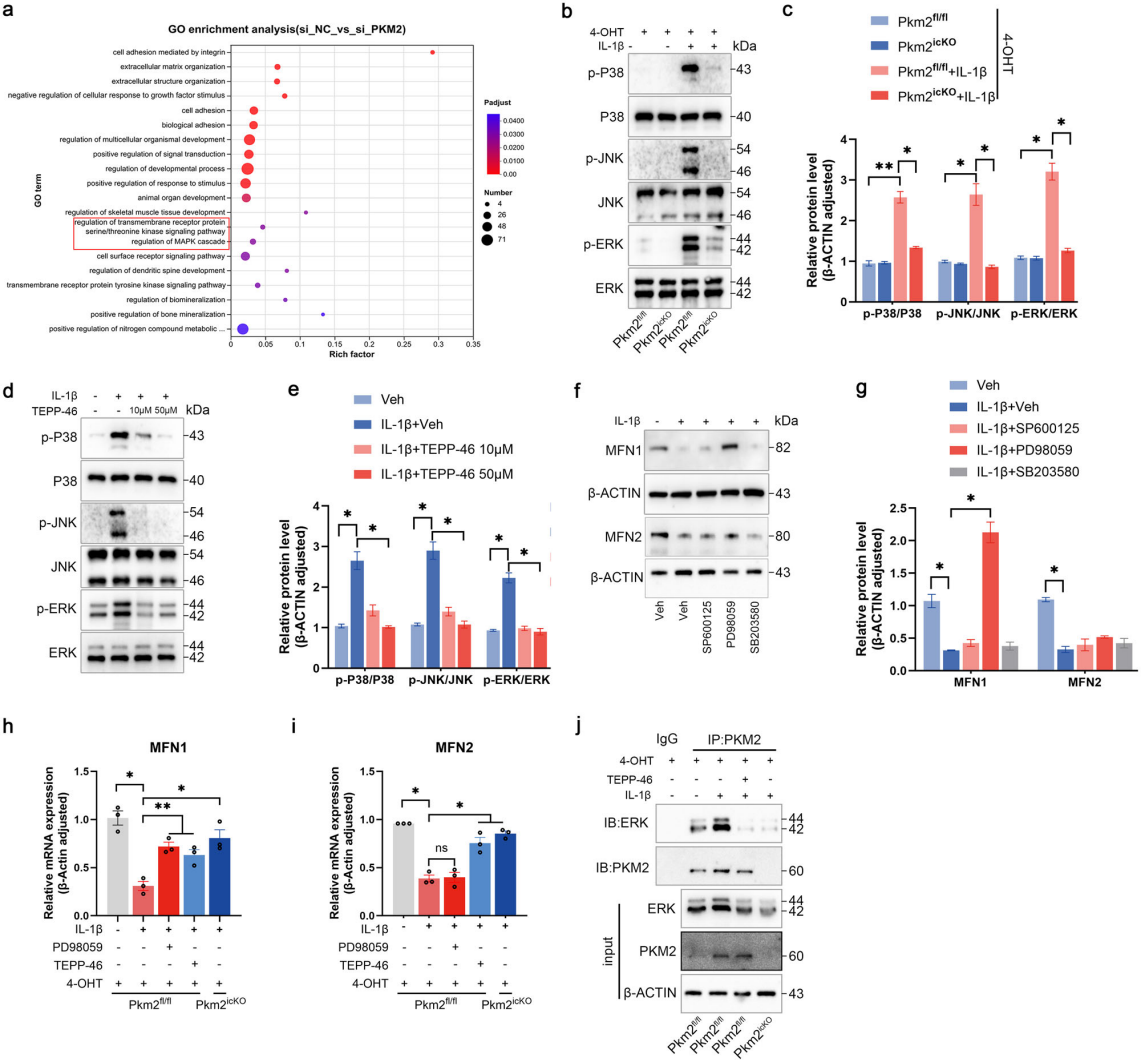
PKM2–ERK interaction regulates MFN1 expression. **a** GO enrichment analysis of chondrocytes transfected with siPkm2. **b** Representative immunoblots and **c** densitometric quantification of MAPKs in IL-1β-stimulated chondrocytes isolated from Pkm2^fl/fl^ and Pkm2^icKO^ mice in the presence of 4-OHT. **d** Representative immunoblots and **e** densitometric quantification in IL-1β-stimulated chondrocytes treated with vehicle or TEPP-46 (10 and 50 μM). **f** Representative immunoblots and **g** densitometric quantification of MFN1 and MFN2 in IL-1β-stimulated chondrocytes incubated with JNK inhibitor SP600125 (20 μM), p38 inhibitor SB203580 (10 μM) or ERK inhibitor PD98059 (10 μM). **h** Relative MFN1 and **i** MFN2 mRNA expression in IL-1β-stimulated Pkm2^fl/fl^ and Pkm2^icKO^ chondrocytes treated with vehicle, TEPP-46 (50 μM) or PD98059 (10 μM) in the presence of 4-OHT. **j** Representative Co-IP immunoblots of PKM2 and ERK in IL-1β-stimulated Pkm2^fl/fl^ and Pkm2^icKO^ chondrocytes treated with vehicle or TEPP-46 (50 μM) in the presence of 4-OHT. IP Immunoprecipitation, IB Immunoblotting. Data were presented as means ± s.e.m., *n* = 3, one-way ANOVA with Dunnett’s comparisons. *P < 0.05, **P < 0.01.

To further investigate the correlation between *PKM* expression and cartilage matrix metabolism, we analyzed an additional scRNA-seq dataset (GSE104782, Supplementary Fig. 14a, b). Chondrocytes with the top 10% of *PKM* gene expression were classified as PKM^high^, while those in the bottom 10% were classified as PKM^low^. Comparative analysis revealed that PKM^low^ cells were enriched in gene modules associated with transmembrane receptor serine/threonine kinase signaling, extracellular structure organization, extracellular matrix organization, and cartilage development (Supplementary Fig. 14c, d). KEGG pathway analysis further highlighted enrichment in ECM–receptor interaction pathways (Supplementary Fig. 14d), linking PKM expression to cartilage matrix regulation.

## Discussion

The present study demonstrates that during OA progression, the glycolytic enzyme PKM2 undergoes a conformational shift from tetrameric to dimeric forms in chondrocytes. This allosteric transition alters PKM2–ERK interactions, leading to downregulation of the mitochondrial fusion protein MFN1, mitochondrial dysfunction, and subsequent disruption of extracellular matrix homeostasis.

Due to their distinctive anatomical location, chondrocytes primarily rely on glycolysis for ATP production [37]. In the present study, the glycolytic rate-limiting enzyme PKM2 is upregulated in patients and animal models of osteoarthritis, implying that enhanced glycolysis occurs in osteoarthritis [5, 38]. Notably, the presence of PKM2 is significantly increased, while PKM1 is barely detected. Both PKM1 and PKM2 proteins have been identified in cultured human chondrocytes [11]. Furthermore, a moderate increase in PKM1 expression in four-week-old Pkm2^icKO^ mice suggests that alternative splicing of the PKM pre-mRNA has a compensatory role during the developmental stage [39–42]. PKM2 protein exists as both allosteric dimers and tetramers, which are composed of identical monomers [43]. The dimers take part in transcriptional regulation, whereas the tetramers favor glycolysis. The decreased tetramer-to-dimer ratio of PKM2 in OA cartilage supports the hypothesis that energy metabolism has been switched in the disease. Deletion of PKM2, either by siPkm2 or chondrocyte-specific PKM2 knockout, restores ECM homeostasis and slows the progression of OA. Moreover, TEPP-46, an activator of PKM2 that promotes tetramerization of PKM2 oligomers [9, 16, 44, 45], exerts protective effects similar to PKM2 deletion. In fact, TEPP-46 stabilizes PKM2 in its tetrameric form and prevents its nuclear translocation, thereby restricting its non-metabolic signaling functions without mimicking a complete loss of PKM2. Although the mechanisms differ, several studies have shown that TEPP-46 treatment and PKM2 deficiency can lead to comparable phenotypic outcomes when nuclear PKM2 signaling is the dominant driver. TEPP-46 or PKM2 knockout similarly suppresses Th17 differentiation in T cells [46], and both interventions reduce inflammatory injury in myeloid-driven disease models [47]. These data support our observation that limiting PKM2 nuclear activity, either genetically or pharmacologically, can converge on similar biological effects.

Four major metabolic processes, including glycolysis, oxidative phosphorylation, fatty acid oxidation, and glutamine metabolism, are dynamically interchangeable in response to physio-pathological stimuli. Both bioinformatic analyses and data in primary cultured chondrocytes in the present study, including changes in protein levels related to mitochondrial dynamics and biogenesis, as well as increased mitochondria-derived oxidative stress, indicate that mitochondrial dysfunction follows PKM2 dimerization. Mitochondria play key roles in ATP production, reactive oxygen species generation, and cell apoptosis [48, 49]. In this study, increased DRP1 protein and decreased MFN1 and MFN2 proteins confirm that mitochondrial dynamics are biased towards fission, resulting in mitochondrial fragmentation, elevated oxidative stress [23, 50–55], increased apoptosis, and further leading to ECM degradation in cultured chondrocytes [27, 56, 57]. MFN1 and MFN2 share 81% sequence identity [58, 59]. The former is localized in the outer mitochondrial membrane [60], while the latter is distributed in the outer mitochondrial, endoplasmic reticulum membranes, and peroxisome [61]. These two mitofusins coordinate in embryonic development [58] and glucose-stimulated insulin secretion in β-cells [62], though they are not essential for sperm development [63]. MFN1 and MFN2 form three distinct molecular complexes: MFN1 homotypic oligomers, MFN2 homotypic oligomers, and MFN1-MFN2 heterotypic oligomers, to promote mitochondrial fusion [63]. Notably, the MFN1-MFN2 heterotypic oligomers can compensate for mutant MFN2 in Charcot-Marie-Tooth disease type 2 A [64]. In this study, inhibiting MFN1, but not MFN2, abolishes the protective effects in chondrocyte-specific PKM2-deleted mice subjected to DMM surgery, further emphasizing the distinctive role of MFN1 in mitochondria as well as mitochondrial dynamic regulation [60].

Metabolic processes respond quickly to environmental stress and pathological stimuli [19]. Thus, it is reasonable to hypothesize that PKM2 interacts physically with mitochondria or MFN proteins, as dimeric PKM2 has the potential to translocate to mitochondria [17]. It has been reported that the expression of PKM2 is positively correlated to MFN2 protein levels in human breast carcinoma MCF-7 cells [65] through interactions between the N-terminus of PKM2 and the C-terminus of MFN2 [52]. In the present study, mitochondrial MFN1, but not MFN2, responds oppositely to the dimeric PKM2. Combined with the lack of colocalization between PKM2 and MFN1, these findings suggest that PKM2 regulates MFN1 expression indirectly rather than through a direct protein–protein interaction. The MAPK signaling pathway plays a key role in regulating cell proliferation, differentiation, and apoptosis [66–68]. It has been reported that ERK inhibits MFN1 function by phosphorylating Thr562 in primary cortical neurons [69]. In this study, the MFN1 protein expression is restored by ERK inhibition, supporting that activation of ERK signaling pathways plays a critical role in governing mitochondrial function [70, 71].

The nuclear presence of PKM2 observed in the present study suggests that PKM2 translocates to the nucleus, where it participates in protein regulation [8]. Nuclear PKM2 functions as a transcriptional regulator through interactions with multiple transcription factors, including HIF-1α/2α [72, 73], p53 [73], β-catenin [74], and octamer-binding transcription factor 4 [75]. In addition, PKM2 has been reported to associate with the endothelial nitric oxide synthase complex under basal conditions, with endothelial nitric oxide synthase exerting intrinsic inhibitory effects on PKM2 activity through nitrosation [76]. Taken together with our observation that dimeric PKM2 binds to and activates ERK kinase, these findings indicate that PKM2 exerts multifaceted, non-glycolytic functions [77]. Therefore, the downregulation of MFN1 observed in this study is likely mediated by both direct and indirect regulatory mechanisms affecting protein expression, which warrant further investigation.

The involvement of PKM2 in cellular senescence has been studied in recent years [15, 78] [34, 80]. In the present study, the comparable presence of p16^INK4a^ and p21 in DMM-induced osteoarthritis and aging mice confirms that aging, or premature aging, is a crucial risk factor for the disease. In line with this, PKM2 protein aggregation has also been reported in senescent cells and tissues of aged mice, and dissolving this protein aggregation decelerates the progression of aging and extends lifespan in aged mice [79].

In summary, dimeric PKM2 inhibits mitochondrial fusion in chondrocytes, disrupting extracellular matrix homeostasis. Reduced expression of dimeric PKM2 mitigates DMM-induced cartilage damage, alleviates joint pain, and decelerates the progression of OA. Given that knee arthroplasty is the current medical procedure for patients with severe osteoarthritis, targeting dimeric PKM2 offers new insights into the therapeutic strategy of osteoarthritis.

## Materials and methods

### Reagents

Recombinant mouse interleukin (IL)-1β was obtained from R&D Systems (#401-ML-010, Minneapolis, USA). TEPP-46 (#S7302) and DASA-58 (#S7928) were purchased from Selleck Chemicals (Houston, TX, USA). Shikonin was sourced from MedChemExpress (#HY-N0822, Monmouth Junction, NJ, USA). SP600125 (#1496), SB203580 (#1202), and PD98059 (#1213) were purchased from Tocris (Bristol, UK).

### DSS cross-linking assay for PKM2 oligomers

A DSS cross-linking assay was conducted using a protein cross-linking agent disuccinimidyl suberate (DSS, #21555, Thermo Scientific), to evaluate the formation of PKM2 monomers, dimers, and tetramers. Cultured chondrocytes were incubated with 5 nM DSS for 2 h on ice. The cross-linking reaction was terminated by 20 mM Tris solution. Of note, human cartilage tissue was incubated with 500 μM DSS for 2 h. The protein samples from both cartilage tissue and chondrocytes were loaded with native gel sample loading buffer (Beyotime) without boiling, then separated using 6% PAGE gel.

### MitoTracker staining for mitochondrial labeling

Mitochondria were labeled using MitoTracker Green FM (#40742ES50, Yeasen). In brief, cultured chondrocytes were incubated with 500 nM MitoTracker in PBS at 37 °C for 45 min. After PBS washes, the mitochondrial morphology was captured using a confocal laser scanning microscope (Olympus) with an excitation wavelength of 490 nm. Mitochondrial length was quantified using ImageJ software.

### Mitochondrial stress test (OCR measurement)

Cellular oxygen consumption was assessed using a mitochondrial stress test kit following the manufacturer’s instructions. Briefly, chondrocytes were seeded in Seahorse XF microplates and equilibrated in assay medium prior to measurement. Basal respiration and sequential responses to oligomycin, FCCP, and a respiratory chain inhibitor mixture were recorded. OCR values were normalized to cell number and analyzed using the accompanying software.

### Measurement of intracellular ATP

Intracellular ATP levels were quantified using a commercial ATP detection kit (Beyotime). Following 24 h stimulation with IL-1β (10 ng mL⁻¹), cells were lysed, and the supernatants were subjected to luminescence-based ATP measurement using a microplate luminometer (Thermo Fisher Scientific). ATP content was normalized to total protein in each sample and reported as nmol per mg protein.

### Co-immunoprecipitation

Chondrocytes were lysed using the IP lysis buffer supplied with the rProtein A/G Magnetic IP/Co-IP Kit (Absin) supplemented with protease inhibitors. Lysates were incubated with either the target antibody or control IgG and rProtein A/G magnetic beads at 4 °C for 2–4 h. After washing away unbound proteins, the immunoprecipitated complexes were eluted and subjected to SDS-PAGE and immunoblotting with the indicated antibodies.

### CatWalk gait analysis and Von Frey tests

Mechanical sensitivity of the right hind paw after the surgery was evaluated using CatWalk gait analysis and Von Frey tests. Gait analysis was conducted to evaluate locomotor function and coordination by using the CatWalk XT system (Noldus, Netherlands). Mouse movements on a glass walkway, including paw prints, stride length, stance duration, and swing phase, were recorded. In the test, each animal completed a minimum of three valid runs. Data were analyzed using CatWalk XT software. For the Von Frey test, mice were acclimated in a transparent chamber with a mesh platform for 30 min. Calibrated Von Frey filaments (0.008 g to 2.0 g, Stoelting, USA) were then applied perpendicularly to the plantar surface of the hind paw. Each filament was applied for about 2 s, with a 10-s interval. The 50% withdrawal threshold was determined using the up-down method, with paw withdrawal or licking considered a positive response.

### Intra-articular Injections

DMM surgery was performed on the right knee of the mice, when they were 3 months old. Treatment with the intra-articular injection was conducted 1 week after the DMM surgery. The knee joint cavity beneath the patella was injected with adeno-associated virus (AAV), small interfering RNA (siRNA), or TEPP-46.

Recombinant adeno-associated virus vectors designed for Mfn1 knockdown (AAV-shMfn1), PKM2 overexpression (AAV-PKM2), and the corresponding negative control (AAV-shCtrl) were obtained from GenePharma (Shanghai, China). The AAV-shCtrl or AAV-sh*Mfn1* was prepared in 10 μl (1.0 × 10¹² vg ml^−1^) and administered biweekly through intra-articular injection.

The siRNA targeting PKM2 (siPkm2 #3, Supplementary Table 2 and Supplementary Fig. 4b, c) was chemically modified with 2’Ome (GenePharma). siPkm2 (50 nM) was dissolved in phosphate-buffered saline (PBS) and delivered twice a week via intra-articular injection using a siRNA mate (GenePharma). TEPP-46 (50 μM) was dissolved in DMSO and administered weekly through intra-articular injection.

### Statistics and reproducibility

All statistical analyses were conducted using GraphPad Prism 8 software (San Diego, USA). Normality was assessed with the Shapiro–Wilk test, and homogeneity of variances was evaluated using Levene’s test. Student’s *t*-test was employed for comparisons between two groups, while ANOVA with post-hoc corrections was used for comparisons involving more than two groups. A *P* value of less than 0.05 was considered statistically significant. All experiments were performed independently in at least triplicate, and data were presented as means ± s.e.m. Graphical elements were created using BioRender.

## Supplementary information

Supplementary file

Original Western blots

aj-checklist.

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. The raw sequence data reported in this article have been deposited in the GEO under accession no. GSE281389.

# Supplementary material for: Dimeric PKM2 in chondrocytes impairs mitochondrial homeostasis in osteoarthritis
**Source:** Cell Death Dis. 2026 Mar 25;17(1):370. doi: 10.1038/s41419-026-08621-4
**Supplement:** Supplementary file 1 — Supplementary file

**Dimeric PKM2 in chondrocytes impairs** **mitochondrial** **homeostasis in osteoarthritis**

Bo Liu^1,^^†^, Yun Liang^1,†^, Chenzhong Wang^1,†^, Ziyu Weng^1^, Yi Yang^1^, Yi Shi^2,3^*, Chi Zhang^1,^*

^†^BL, YL and CW contributed equally to this work.

Dr. Shi, Yi

**This file includes:**

**Supplementary Materials and Methods**

**Supplementary Figures S1-S14**

**Supplementary Tables S1-S5**

**Supplementary Materials and Methods**

**Mice and Experimental Post-Traumatic Osteoarthritis**

The PKM2^flox/flox^ and Col2-Cre^ERT^ mice were generated by Cyagen Biosciences Inc. (Jiangsu, China) based on CRISPR/Cas9-mediated genome engineering. The *Pkm* gene, located on mouse chromosome 9, consists of twelve exons, with the ATG start codon in exon 2 and the TGA stop codon in exon 11 (Transcript Pkm-201: ENSMUST00000034834). For the conditional PKM2 deletion, exon 10, which contains a 167 bp coding sequence specific to the PKM2 isoform, was targeted. Chondrocyte-specific PKM2 knockout mice (Col2-Cre^ERT^; PKM2^flox/flox^) were generated by crossbreeding PKM2^flox/flox^ mice with Col2-Cre^ERT^ mice. Two-week-old and three-month-old male mice (PKM2^flox/flox^ and Col2-Cre^ERT^; PKM2^flox/flox^) were used in the present study. The two-week-old mice were used to confirm the gene mutation, which were euthanized after tamoxifen administration (Supplementary Figure 5). Mice received intraperitoneal injections of tamoxifen at a dose of 100 mg kg^-1^ (#T5648, 20 mg ml^-1^ dissolved in corn oil, Sigma-Aldrich, St. Louis, MO, USA) for five consecutive days. After the tamoxifen injection, three-month-old mice underwent destabilization of the medial meniscus (DMM) surgery [1]. Mice in the sham group underwent the same procedures but did not destroy the meniscus. Mice were sacrificed four and eight weeks after the surgery (Figure 3 and Figure 5). All animal procedures were conducted following the guidelines set by the National Institutes of Health Guide for the Care and Use of Laboratory Animals and were approved by the Ethics Committee for Animal Research of Zhongshan Hospital.

**Mouse** **Genotyping**

All mouse pups were genotyped by PCR examination. Briefly, tissue genomic DNA was combined with 2 × Taq Master Mix (Vazyme, Nanjing, China) and primers. The PCR process began with an initial denaturation at 94°C for three minutes, followed by 35 cycles consisting of denaturation at 94°C for 30 seconds, annealing at 60°C for 35 seconds, and extension at 72°C for 35 seconds, with a final extension at 72°C for five minutes. Agarose gel electrophoresis was performed, and the results were captured using the GelDoc Go (BIO-RAD, Hercules, USA). The primer sequences were listed in Supplementary Table 1.

**Small Interfering RNA (siRNA) Transfection**

Cultured chondrocytes (60% to 80% confluency) were transfected with small interfering RNAs (siRNAs) or their scrambled controls (GenePharma, RNA sequences listed in Supplementary Table 2). 50 nM siRNA was introduced into chondrocytes using Lipofectamine RNAiMAX (#13778150, Invitrogen, Carlsbad, USA) following the manufacturer's instructions. 

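Each of the 3 siPkm2 siRNAs of Supplementary Table 2 pairs with the Pkm transcript over 19 bases, and the target sequences were matched to the transcripts of GENCODE M21 on GRCm38. The target of siPkm2 #1, CTGGCATCATTTGTACCAT, lies in exon 2 of Pkm on chromosome 9 from 59665346 to 59665364. The target of siPkm2 #2, CAGAGACCATCAAGAATGT, lies in exon 4 from 59668556 to 59668574. The target of siPkm2 #3, CATGCTGTCTGGAGAAACA, lies in exon 8 from 59672010 to 59672028. All 3 targets are present in both transcripts Pkm-201 and Pkm-202, which differ in the alternative exon that follows exon 8. Exon 9 of Pkm-201 spans 59675568 to 59675734 and is absent from Pkm-202. The bases of a guide from position 2 to position 8, its seed, can also pair with the 3′ untranslated regions of other transcripts. The site that pairs with the seed of the siPkm2 #3 guide is GAGAAAC.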

Knockdown efficiency was assessed 48 hours after transfection.

**Isolation, Culture, and Identification of Murine Chondrocytes**

Murine articular chondrocytes were isolated from the knee joints of 8-10-week-old mice. The articular cartilage was carefully separated from the tibial plateau and femoral condyles. Cartilage fragments were digested overnight at 37°C in DMEM/F12 (Gibco, Waltham, USA) containing 0.2% type II collagenase (Gibco) and 10% fetal bovine serum (FBS; Gibco). The digested tissue was filtered by a 70-μm strainer and rinsed with PBS. Primary mouse chondrocytes were cultured in DMEM/F12 medium containing 10% FBS at 37°C (Supplementary Figure 4a). The primary chondrocytes without passaging were used in the present study.

To induce the specific knockout of PKM2 in chondrocytes *in vitro*, primary chondrocytes isolated from PKM2^flox/flox^ and Col2-Cre^ERT^; PKM2^flox/flox^ mice were incubated with 1 μM 4-hydroxytamoxifen (4-OHT, #H7904, Sigma-Aldrich) for 24 hours.

In cultured experiments, cells were stimulated with IL-1β (10 ng ml^-1^) for 24 hours. TEPP-46 (10 μM or 50 μM), DASA-58 (2 μM, 10 μM or 50 μM), Shikonin (1 μM) were incubated for 48 hours prior to IL-1β stimulation. SP600125 (20 μM), PD98059 (10 μM), and SB203580 (10 μM) were incubated for two hours prior to IL-1β stimulation.

**Clinical Samples**

Osteoarthritis articular cartilage was collected from patients who had undergone total knee arthroplasty (n=6), while control articular cartilage samples were obtained from patients who had undergone lower limb amputation due to tumor lesions or trauma (non-articular regions) (n=6) at Zhongshan Hospital, Fudan University, Shanghai, China. The clinical characteristics of the patients are provided in Supplementary Table 3. Informed consent for donating biological samples was acquired from the patients, and the study received approval from the Ethics Committee of Zhongshan Hospital.

**RNA Extraction and Quantitative Real-Time PCR**

Total RNA was extracted from primary chondrocytes using TRIzol reagent (Sigma-Aldrich). The RNA purity and concentration were determined using a NanoDrop spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Reverse transcription of mRNA to complementary DNA was conducted by the First Strand cDNA synthesis kit (Yeasen, Shanghai, China). Real-time qPCR was conducted using Hieff qPCR SYBR Green Master Mix (Yeasen, Shanghai, China) and detected by ABI Quant Studio 7 Flex (Applied Biosystems, Foster City, CA, USA). Target mRNA expression levels were normalized to that of *β-Actin* and calculated using the 2^-ΔΔC^_T_ method. The primer sequences are detailed in Supplementary Table 4.

**Histological Analysis, Scoring System, Immunofluorescence, and Immunohistochemistry**

Human cartilage and mouse knee joint tissues were fixed in 4% paraformaldehyde (Servicebio, Wuhan, China), decalcified in 10% EDTA solution (Yeasen, Shanghai, China), dehydrated, and then embedded in paraffin. Serial sections (6 μm-thick) were collected for histological staining. For hematoxylin and eosin (HE) staining, sections were first stained with hematoxylin for three minutes, followed by eosin staining for two minutes. For SO&FG staining, sections were stained with 0.1% Safranin O solution (#TMS-009, Sigma-Aldrich) and 0.001% Fast Green solution (#F7252, Sigma-Aldrich). The Mankin histological grading system was employed to evaluate the severity of cartilage erosion in human samples [2].

Cartilage damage was evaluated using the OARSI scoring system. Four images from the medial and lateral femoral condyle and tibial plateau of each mouse were blindly evaluated by a technician. The final OARSI score was determined by summing the average femoral and tibial scores from the four images [3]. Synovitis was scored as described in previous studies [4].

For immunofluorescence staining, the sections underwent antigen retrieval using microwave heating in a pH 8.0 EDTA solution, followed by permeabilization with 0.2% Triton X-100 (Yeasen, Shanghai, China). After blocking with goat serum (Beyotime, Shanghai, China) for one hour, the sections were incubated with primary antibodies (details provided in Supplementary Table 5) overnight at 4°C. Following washing, the sections were incubated with fluorescence-conjugated secondary antibodies for one hour and followed by staining with DAPI for 5 minutes. Images were obtained using a confocal laser scanning microscope (Olympus, Tokyo, Japan). For immunohistochemistry examination, the sections were first incubated with an H_2_O_2_ blocking agent (Gene Tech, Shanghai, China) for 10 minutes. After antigen retrieval, the sections were incubated with primary antibodies, secondary antibodies, and stained using DAB Detection Kit (#GK600510, Gene Tech). Images were obtained using a Digital Pathology Scanner (Leica, Wetzlar, Germany). The percentage of positive cells was quantified by ImageJ software.

**TUNEL Staining for Apoptosis Detection**

Chondrocyte apoptosis levels were evaluated using the TdT-mediated dUTP Nick-End Labeling (TUNEL) Cell Apoptosis Detection Kit (Beyotime). Briefly, paraffin-embedded sections were incubated with proteinase K (20 µg mL^-1^) for 20 minutes, followed by PBS washes. The sections were incubated with the TUNEL detection solution at 37°C for one hour. Fluorescent images were obtained using a confocal laser scanning microscope (Olympus).

**Enzyme-Linked Immunosorbent Assay (ELISA)**

Chondrocyte-produced collagen Type II and glycosaminoglycans were measured using Mouse ELISA Kits (Fantaibio, Shanghai, China). Briefly, cell supernatants were collected, centrifuged, and purified. An HRP-conjugated reagent was then added and incubated for 60 minutes at 37°C. Following washing, Chromogen Solutions A and B were applied and incubated for 15 minutes at 37°C. The readouts were obtained using a microplate reader (Thermo Fisher Scientific).

**Femoral Head Explant Culture**

Mouse femoral heads were harvested and cultured in DMEM/F12 medium with 10% FBS at 37°C. The femoral heads were pre-incubated with TEPP-46 for seven days, followed by stimulation with 10 ng ml^-1^ IL-1β for another seven days.

**Alcian Blue Staining**

To assess the presence of sulfate proteoglycan, primary chondrocytes were cultured for two days and stained with Alcian blue (Servicebio). In brief, the cells were fixed with 4% paraformaldehyde, followed by a 30-minute incubation with 1% Alcian blue prepared in 1 N HCl.

**Micro-CT Analysis**

Subchondral bone remodeling in the mouse knee joint was assessed using micro-CT. The isolated joint tissues were fixed in 4% paraformaldehyde for 24 hours. The samples were then scanned with a high-resolution micro-CT system (Bruker microCT, Kontich, Belgium) at 55 kV and 145 μA with an isotropic resolution of 5 μm³. The bone volume (BV) and subchondral bone plate (SBP) thickness of the metaphyseal trabecular bone in the proximal tibia were analyzed using three-dimensional model visualization software and data analysis software.

**Western Blotting**

Chondrocytes were lysed in RIPA buffer (Beyotime) containing phosphatase and protease inhibitors (Beyotime). The total cellular proteins were separated by SDS-polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene fluoride (PVDF) membranes (0.2 μm, Millipore, Billerica, USA). The membranes were blocked with 5% nonfat milk (Beyotime) for one hour at room temperature, followed by overnight incubation at 4°C with primary antibodies (antibody information listed in Supplementary Table 5). After washing, the membranes were incubated with HRP-conjugated secondary antibodies for one hour. Protein bands were visualized using a Tanon Imager 4600 system (Tanon, Shanghai, China).

**JC-1 Mitochondrial Membrane Potential Assay**

Mitochondrial membrane potential (∆Ψm) was assessed using the JC-1 probe (Beyotime). Chondrocytes were seeded in a confocal imaging dish and incubated with JC-1 solution at 37℃ for 20 minutes, following the manufacturer's protocol. Chondrocytes were analyzed using a confocal laser scanning microscope (Olympus). The red-to-green fluorescence ratio, representing J-aggregates (red) versus J-monomers (green), was used to evaluate mitochondrial membrane polarization.

**MitoSOX Staining for Mitochondria-Derived Superoxide Detection**

Mitochondria-derived superoxide levels were detected using the MitoSOX Red mitochondrial superoxide indicator (#M36008, Invitrogen). Cells were incubated with 500 nM MitoSOX Red working solution in Hanks Balanced Salt Solution (HBSS) at 37℃ for 30 minutes. Cells were then examined by confocal microscopy (Olympus).

**Transmission Electron Microscopy (TEM) for Mitochondria**

Mitochondrial ultrastructure was analyzed using transmission electron microscopy. Cells were collected and fixed in 2.5% glutaraldehyde at 4°C for two hours. Following fixation, the samples underwent post-fixation in 1% osmium tetroxide for one hour, then dehydrated through a graded ethanol series and embedded in epoxy resin. Ultrathin sections (70 nm-thick) were cut with an ultramicrotome (Leica) and mounted on copper grids. The sections were subsequently stained with uranyl acetate and lead citrate, and examined using a transmission electron microscope (JEM-1400, JEOL, Japan). Mitochondrial features, such as cristae structure and membrane integrity, were assessed at magnifications ranging from 10,000× to 30,000×.

**Bulk and Single-cell Sequencing Data Processing**

For bulk sequencing, transcriptome data of OA models were acquired from the Gene Expression Omnibus (GEO) database. Transcriptomes of murine OA cartilage (GSE53857) and knee joints (GSE26475), rat OA meniscus (GSE241794), IL-1β-treated cartilage explants (GSE100083 and GSE110754), and IL-1β-treated chondrocytes (GSE75181, GSE6119, and GSE104793) were analyzed.

Raw single-cell RNA sequencing (scRNA-seq) data (GSE104782 and GSE220243) were obtained from the GEO database and processed using the Seurat package (v.5.1.0) in R (v.4.4.1). Cells with a minimum expression of 200 genes and genes expressed in at least three cells were included in the analysis. Normalization and batch effect correction were conducted using Seurat's SCTransform function. Principal component analysis (PCA) was conducted on variable genes based on the RunPCA function. The top 30 principal components were selected for uniform manifold approximation and projection (UMAP) and Louvain clustering through the FindNeighbors, FindClusters, and RunUMAP packages in Seurat. Harmony algorithm (v1.2.0) was applied to integrate cells from both OA and control groups. Clusters were identified by differentially expressed genes (DEGs) and manually annotated using established cell type markers. Gene expression, including *PKM* levels across clusters, was visualized using dot plots. The gene ontology (GO) enrichment analysis was performed using the enrichGO function from the clusterProfiler package in R.

**GSEA**

Chondrocytes transfected with siNC or siPkm2 underwent RNA-seq analysis, as previously reported[5]. 

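In the authors' deposited comparison of the groups, the paper's own values, 828 of 55416 genes have an adjusted p under 0.05. Of these, 429 also have a fold change over 2, with 165 higher and 264 lower in siPkm2. The deposited table marks 95 genes as significant, 40 higher and 55 lower, and the smallest fold among the marked genes is 3.01. All 429 genes were also called by DESeq2 from the deposited counts here, and 407 were called by edgeR with the replicate number as a block.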

DEGs were identified based on a threshold of a fold change greater than 2 and an adjusted p-value less than 0.05. Gene set enrichment analysis (GSEA) was performed using the OmicStudio online tools (https://www.omicstudio.cn/tool). Data visualization, including heatmaps and other plots, was conducted using the pheatmap and ggplot2 packages in R/Bioconductor.

**Reference**

1. Glasson SS, Blanchet TJ, Morris EA. The surgical destabilization of the medial meniscus (DMM) model of osteoarthritis in the 129/SvEv mouse. Osteoarthritis Cartilage. 2007; 15: 1061–9.

2. Mankin HJ, Dorfman H, Lippiello L, Zarins A. Biochemical and metabolic abnormalities in articular cartilage from osteo-arthritic human hips. II. Correlation of morphology with biochemical and metabolic data. The Journal of bone and joint surgery American volume. 1971; 53: 523–37.

3. Glasson SS, Chambers MG, Van Den Berg WB, Little CB. The OARSI histopathology initiative - recommendations for histological assessments of osteoarthritis in the mouse. Osteoarthritis Cartilage. 2010; 18 Suppl 3: S17–23.

4. Krenn V, Morawietz L, Burmester GR, Kinne RW, Mueller-Ladner U, Muller B, et al. Synovitis score: discrimination between chronic low-grade and high-grade synovitis. Histopathology. 2006; 49: 358–64.

5. Liu B, Wang C, Weng Z, Yang Y, Zhao H, Zhang Y, et al. Glycolytic enzyme PKM2 regulates cell senescence but not inflammation in the process of osteoarthritis. Acta Biochim Biophys Sin (Shanghai). 2023; 55: 1425–33.

***PKM* expression in human osteoarthritis (OA) cartilage**

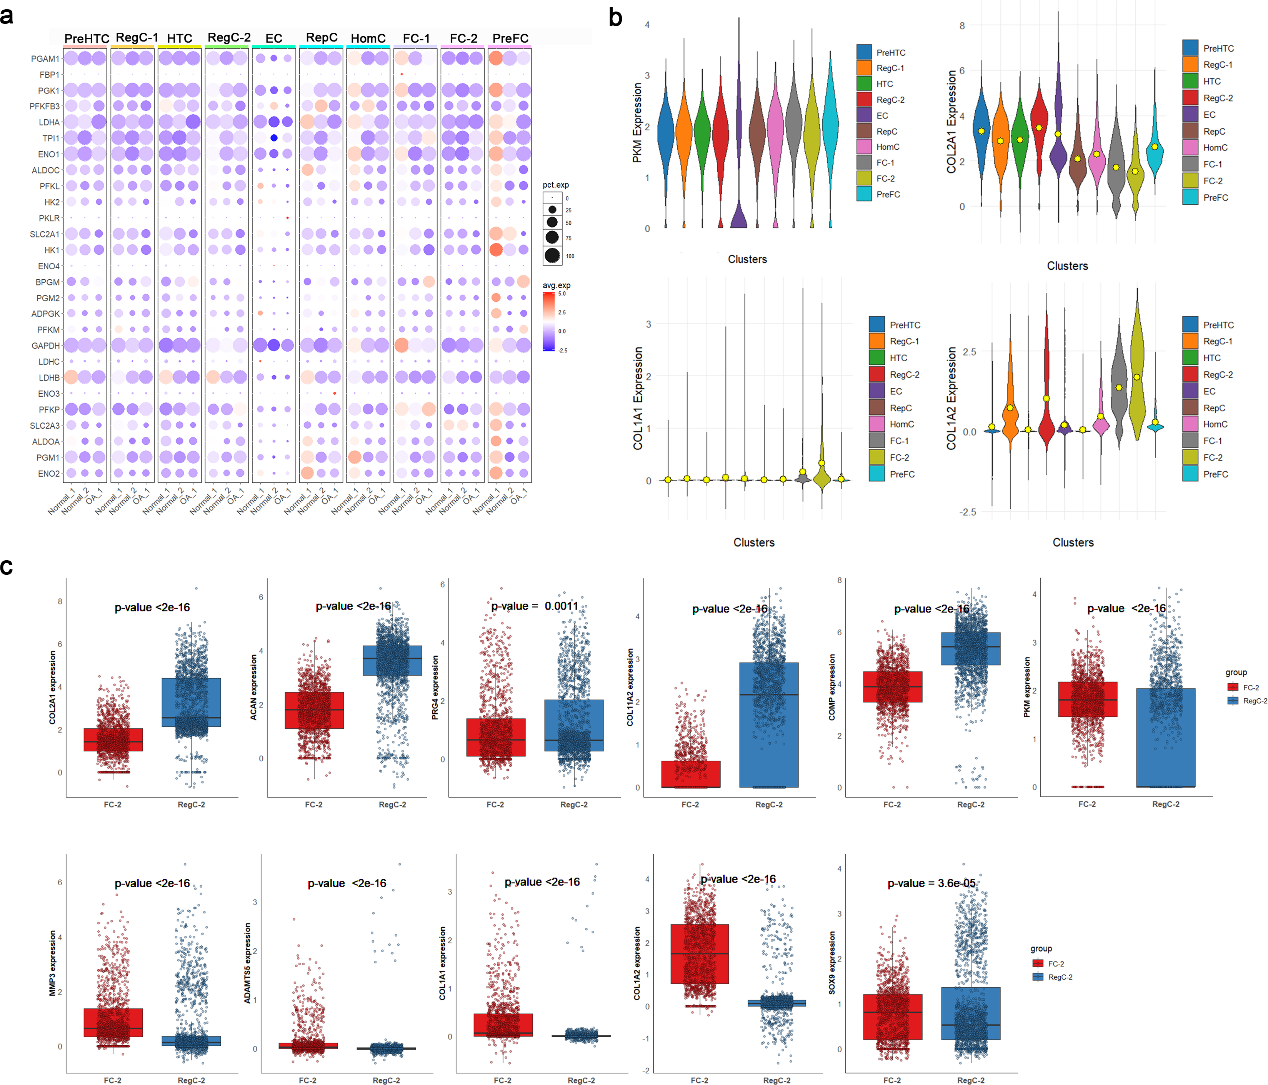
**Fig. S1.** ***PKM* is upregulated in human OA cartilage** **(GSE220243).** **(a)** Dot plots showing transcriptional levels of glycolytic enzymes across subclusters in each sample. **(b)** Violin plots displaying *PKM*, *COL2A1*, *COL1A1* and *COL1A2* expression across subclusters. **(c)** Boxplots comparing *COL2A1*, *ACAN*, *PRG4*, *COL11A2*, *COMP*, *PKM*, *MMP3*, *ADAMTS5*, *COL1A1*, *COL1A2,* and *SOX9* expression between FC-2 and RegC-2 subclusters.

**Upregulation of PKM2, p16^INK4a^, and p21 in osteoarthritic cartilage.**

The protein levels of PKM2, p16^INK4a^, and p21 are elevated in osteoarthritic cartilage.

In cartilage tissue obtained from clinical samples, the protein levels of COL2A1 and ACAN were reduced, while the level of MMP13 was increased in osteoarthritic cartilage (Supplementary Figure 2a, b). PKM2 is significantly upregulated in all layers of osteoarthritic cartilage, including the superficial, middle, and deep layers. (Supplementary Figure 2c). Eight weeks after DMM surgery, the protein levels of COL2A1 and ACAN were reduced, while the protein levels of p16^INK4a^ and p21, two well-known markers of cellular senescence, were elevated (Supplementary Figure 2d, e). The protein levels of p16^INK4a^ and p21 were increased in the cartilage of aged mice (Supplementary Figure 2f, g). These findings suggest that disrupted ECM metabolism and chondrocyte senescence are observed in osteoarthritic cartilage in both human and mouse samples.

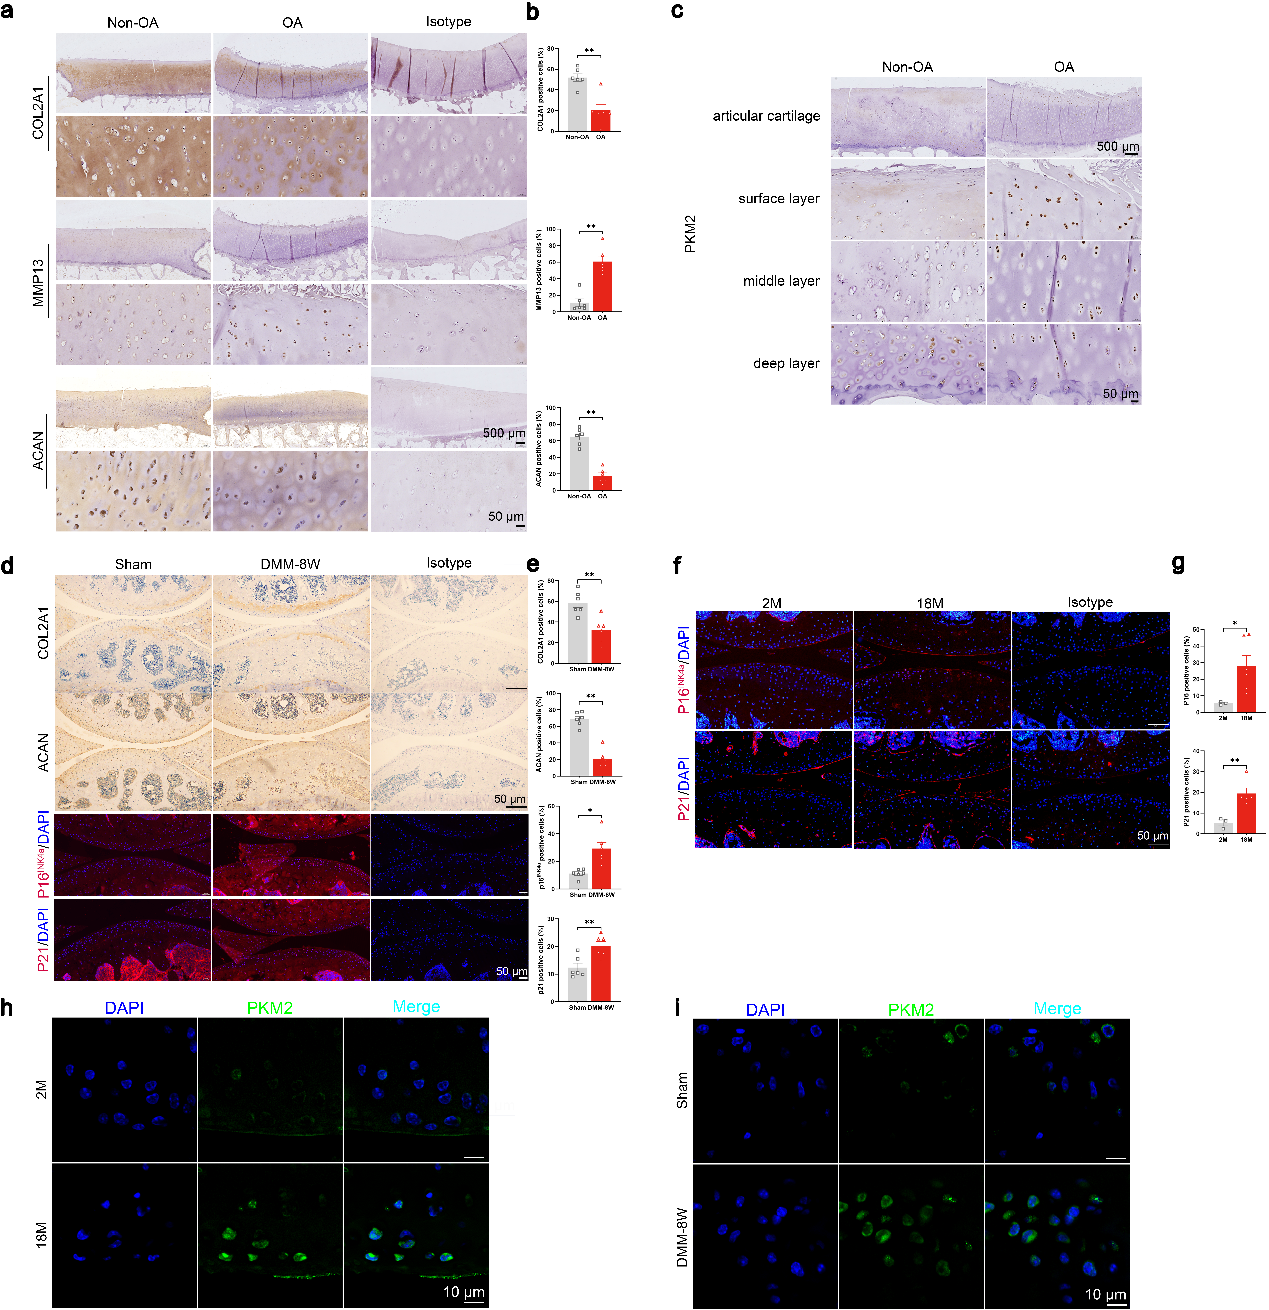
 **Fig. S2.** **Upregulation of PKM2, p16^INK4a^, and p21 in osteoarthritic cartilage.**

**(a)** Representative IHC images and (**b)** quantification of COL2A1, ACAN, and MMP13 in human non-OA and OA cartilage. (**c)** Representative IHC staining of PKM2 in human non-OA and OA cartilage. **(d)** Representative IHC staining and **(e)** quantification of COL2A1, ACAN, p16^INK4a^, and p21 in mouse cartilage eight weeks after DMM surgery. (**f)** Representative IF images and **(g)** quantification of p16^INK4a^ and p21 in cartilage from 2-month-old and 18-month-old mice. **(h)** Representative IF staining of PKM2 in cartilage from 2-month-old and 18-month-old mice. (**i)** Representative IF staining of PKM2 in mouse cartilage eight weeks after DMM surgery. Data are presented as means ± s.e.m., n =6, unpaired Student's t-test. *P < 0.05, **P < 0.01.

**Upregulation of PKM2 in osteoarthritic meniscus.**

PKM2 levels were detected in articular cartilage, the surface layer of the medial meniscus, and bone marrow, but not in the synovium (Supplementary Figure 3a). PKM2 expression was upregulated in the meniscus tissue of mice with surgery-induced and aging-induced osteoarthritis (OA) (Supplementary Figure 3b). Additionally, analysis of online data (GSE241794) revealed increased PKM expression in the meniscus tissues of surgery-induced OA rats (Supplementary Figure 3c). These findings suggest that PKM2 expression is elevated in both cartilage and meniscus tissues during the progression of OA.

**
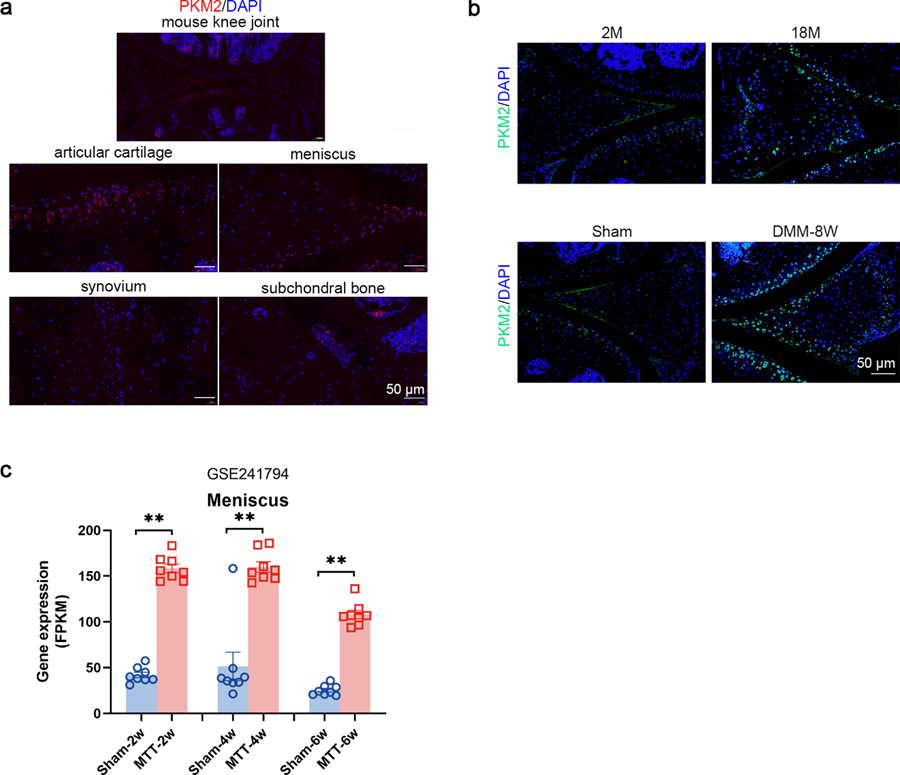
Fig. S3.** **Upregulation of PKM2 in osteoarthritic meniscus. (a)** Representative IF staining of PKM2 in the knee joints (cartilage, meniscus, synovium, and subchondral bone) of 2-month-old mouse. **(b)** Representative IF staining of PKM2 in the meniscus of mice with DMM surgery-induced or aging-associated OA. **(c)** Quantification of *PKM* expression in rat meniscus tissue at two, four, and six weeks post-medial meniscus transection (MMT) surgery, using a publicly available dataset (GSE241794), shown as Fragments Per Kilobase of exon per Million mapped reads (FPKM). Data are presented as means ± s.e.m., n=8, paired Student's t-test. **P < 0.01.

**Identification of primary chondrocytes and** **validation of siRNA knockdown and ECM gene expression.**

Primary mouse chondrocytes were isolated and validated based on morphology, Alcian blue staining, and the protein expression of ACAN and COL2A1 (Supplementary Figure 4a). Three designed siPkm2 were transfected into cultured chondrocytes, resulting in a significant reduction of PKM2 mRNA and protein expression (Supplementary Figure 4b-d). Additionally, mRNA expression levels of COL2A1, ACAN, cartilage oligomeric matrix protein (COMP), collagen type IX alpha 1 chain (COL9A1), collagen type XI alpha 2 chain (COL11A2), MMP3, MMP13, and ADAMTS5 were measured in cultured chondrocytes in the absence (Supplementary Figure 4e) or presence (Supplementary Figure 4f) of IL-1β. Taken together, the third siPkm2 was selected in the present study.

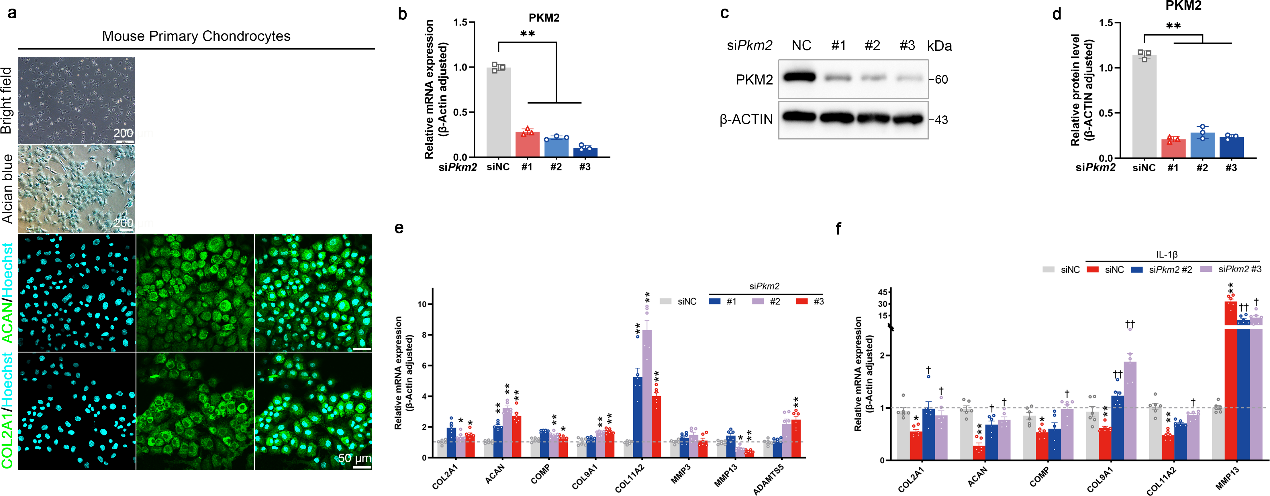
 **Fig. S4.** **Identification of primary chondrocytes and validation of siRNA knockdown and ECM gene expression. (a)** Primary mouse chondrocytes were identified based on morphology, Alcian blue staining, and IF staining of ACAN and COL2A1. ACAN and COL2A1 signals are labeled in cyan green, and nuclei are counterstained using Hoechst. **(b)** Relative PKM2 mRNA expression in chondrocytes transfected with siNC or siPkm2. Data are presented as means ± s.e.m., n=3, one-way ANOVA with Dunnett's comparisons. **(c)** Representative immunoblots and **(d)** densitometric quantification of PKM2 in chondrocytes transfected with siNC or siPkm2. Data are presented as means ± s.e.m., n=3, one-way ANOVA with Dunnett's comparisons. **(e)** Relative mRNA expression levels of COL2A1, ACAN, COMP, COL9A1, COL11A2, MMP3, MMP13, and ADAMTS5 in chondrocytes transfected with siNC or siPkm2 under basal conditions. Data are presented as means ± s.e.m., n = 6, one-way ANOVA with Dunnett's comparisons. **(f)** Relative mRNA expression levels of COL2A1, ACAN, COMP, COL9A1, COL11A2, and MMP13 in IL-1β-stimulated chondrocytes transfected with siNC or siPkm2. Data are presented as means ± s.e.m., n = 6, one-way ANOVA with Tukey’s multiple comparisons. *P < 0.05, **P < 0.01 compared to siNC; †P < 0.05, ††P < 0.01 compared to siNC+IL-1β.

**Generation and validation of cartilage-specific Pkm2^icKO^ mice.**

Two-week-old mice were used to confirm the gene mutation, and they were euthanized after tamoxifen administration (Supplementary Figure 5h). There were no significant differences in body size between Pkm2^fl/fl^ and Pkm2^icKO^ mice at the developmental stage (Supplementary Figure 5i). Deletion of PKM2 resulted in a slight reduction in the thickness of both articular cartilage and growth plates (Supplementary Figure 5j). Further investigation revealed that chondrocyte proliferation and apoptosis were unaffected by PKM2 depletion at this developmental stage (Supplementary Figure 5j).

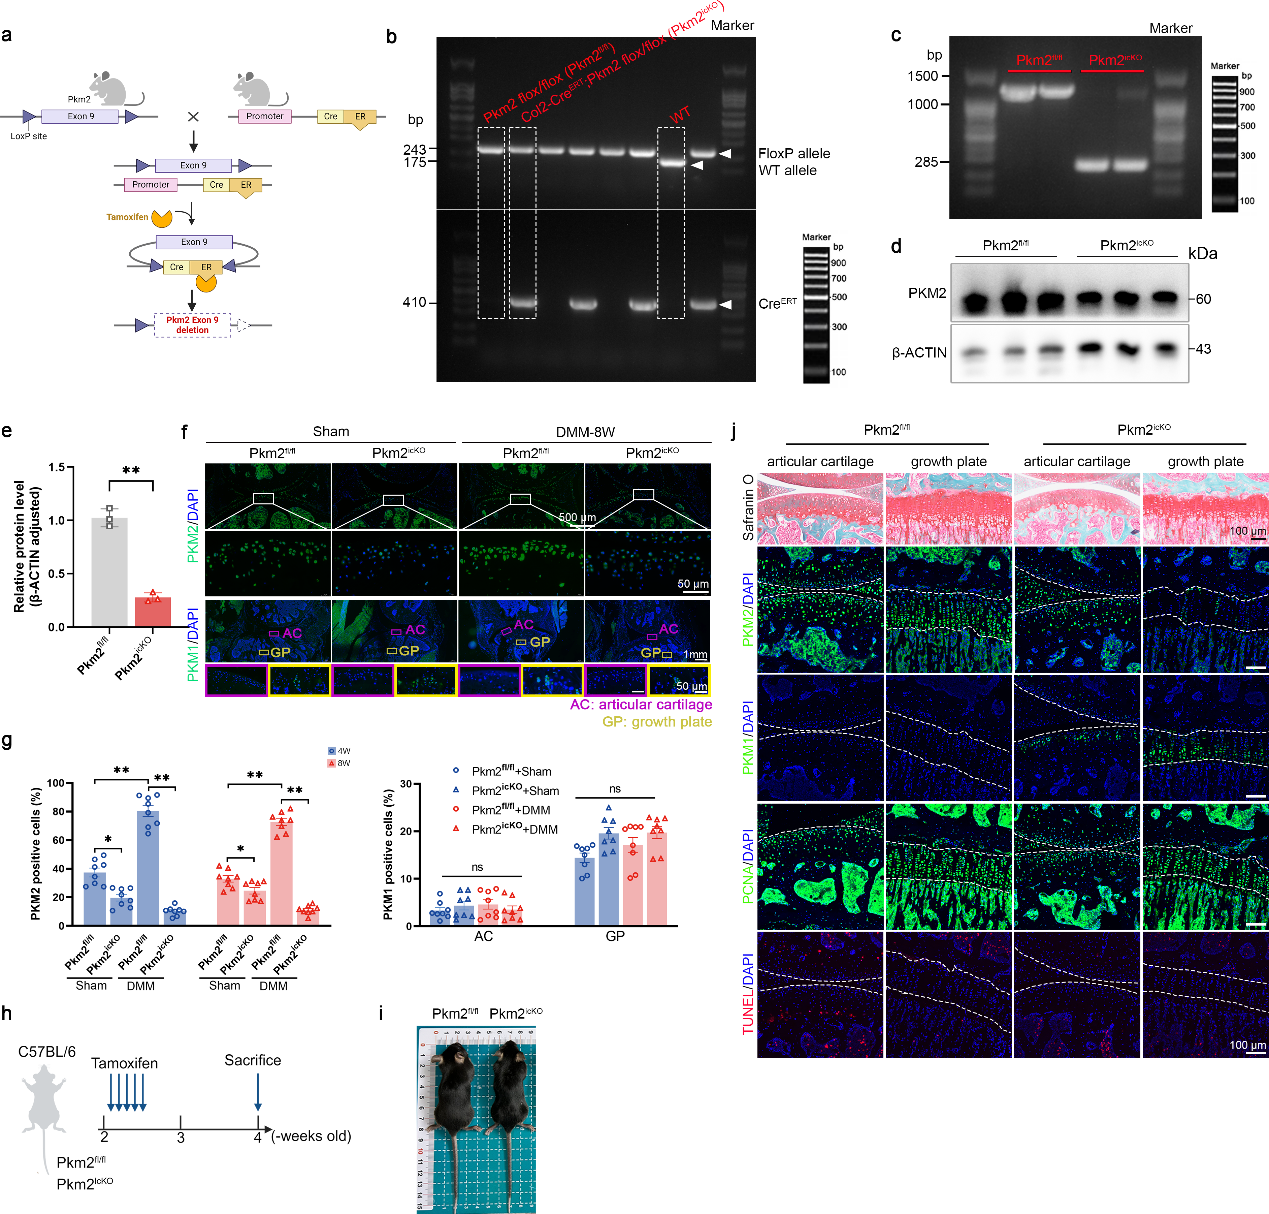
 **Fig. S5.** **Generation and validation of cartilage-specific Pkm2^icKO^ mice.**

**(a)** Schematic illustration of the strategy used to generate Pkm2^icKO^ mice. Exon 10, which is specific to the PKM2 isoform, was targeted to achieve conditional deletion of PKM2 in chondrocytes. **(b****)** PCR genotyping of tail samples from Pkm2^fl/fl^ and Pkm2^icKO^ mice. A 243-bp band was detected in homozygous Pkm2^fl/fl^ and Pkm2^icKO^ mice, whereas a 175-bp band was detected in wild-type (WT) mice. (**c)** PCR genotyping of cartilage samples from Pkm2^fl/fl^ and Pkm2^icKO^ mice. Chondrocyte-specific PKM2 deletion was further verified using an additional primer set, which yielded a 285-bp band in cartilage tissues with Cre activity in Pkm2^icKO^ mice. **(d)** Representative immunoblots and **(e)** densitometric quantification of PKM2 levels in the cartilage tissue of adult Pkm2^fl/fl^ and Pkm2^icKO^ mice. Data are presented as means ± s.e.m., n = 3, unpaired Student’s t-test. **(f)** Representative IF staining and **(g)** quantification of PKM2 and PKM1 in the articular cartilage and growth plates of adult Pkm2^fl/fl^ and Pkm2^icKO^ mice. Data are presented as means ± s.e.m., n = 8, one-way ANOVA with Tukey’s multiple comparisons. **(h)** Schematic diagram of cartilage-specific PKM2 deletion during development. Tamoxifen was administered for five consecutive days to two-week-old mice, and cartilage tissues were collected at four weeks of age for histological analyses. **(i)** General appearance of Pkm2^fl/fl^ and Pkm2^icKO^ mice. **(j)** Representative SO&FG staining, IF staining of PKM2, PKM1, PCNA, and TUNEL staining in the tibial articular cartilage and growth plates of Pkm2^fl/fl^ and Pkm2^icKO^ mice. **P < 0.01. ns, not significant.

**PKM2 deletion promotes chondrocyte proliferation and inhibits apoptosis**

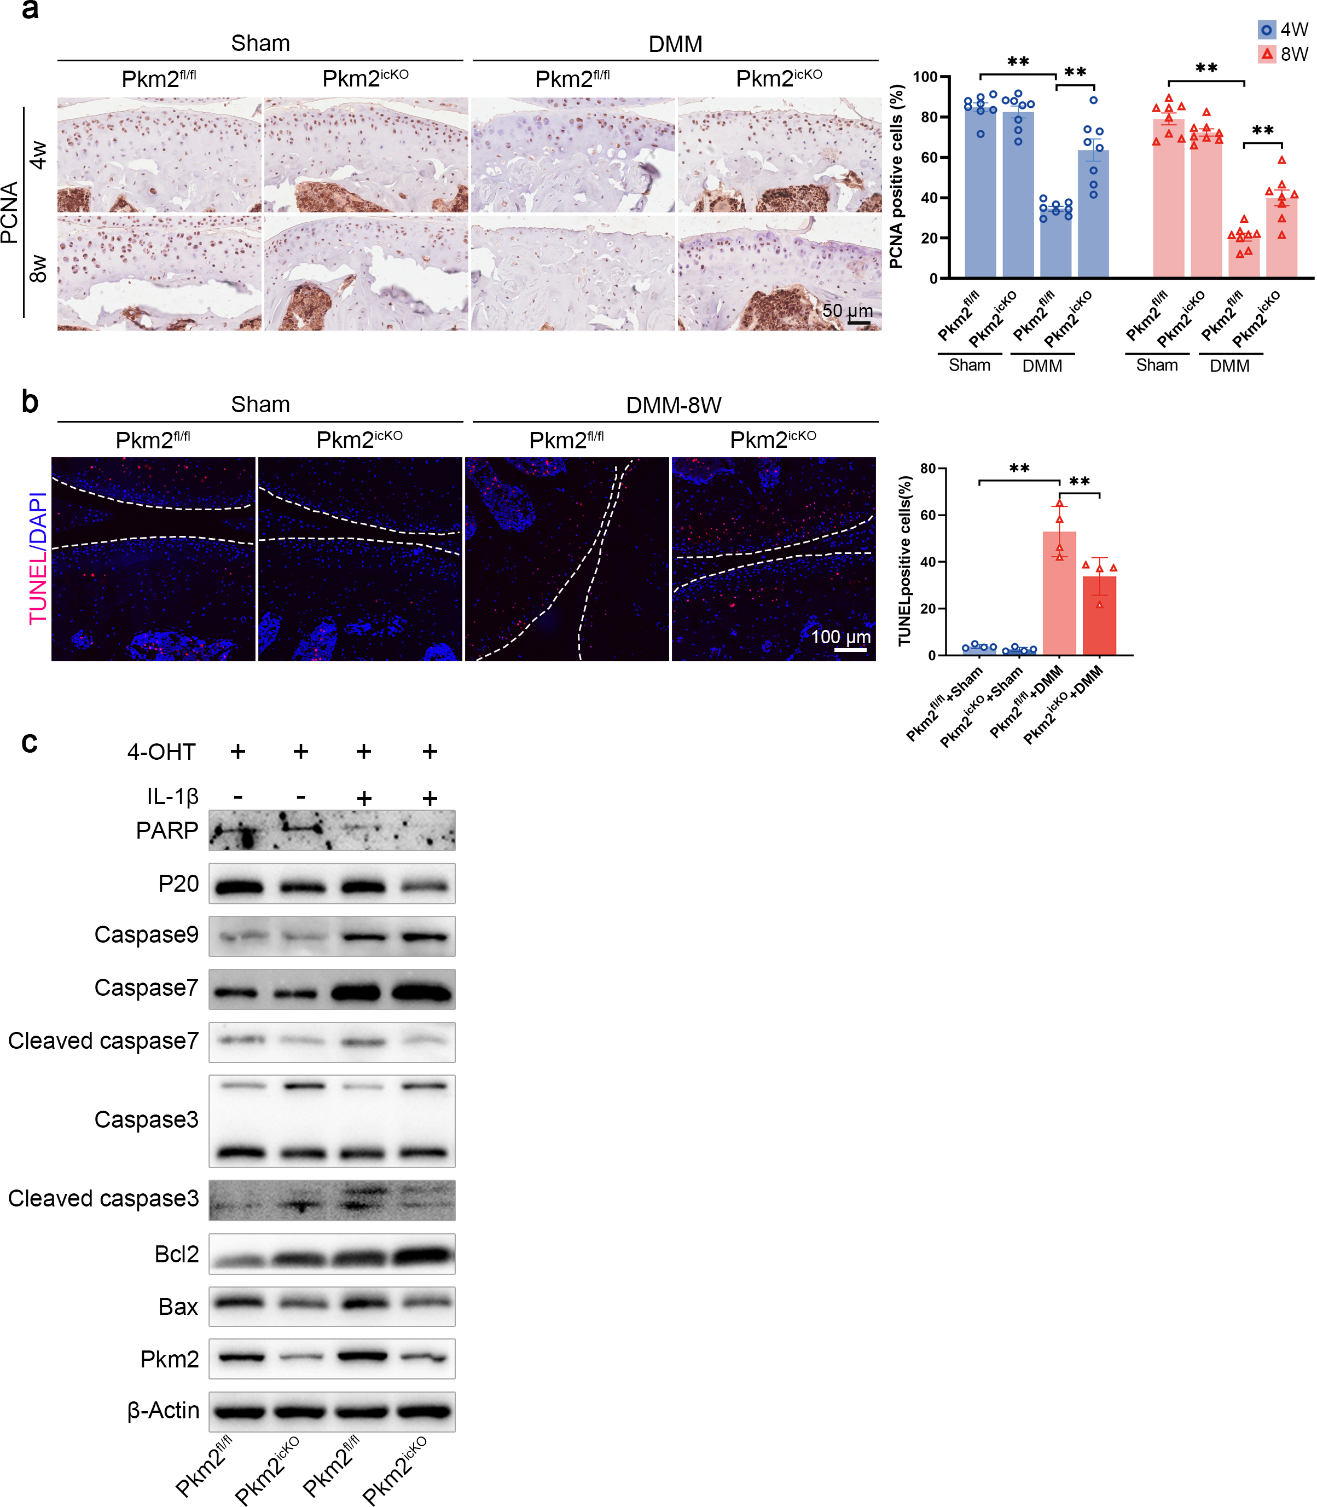

**Fig. S6.** **PKM2 deletion promotes chondrocyte proliferation and inhibits apoptosis.** **(a)** Representative IHC staining and quantification of PCNA in the cartilage of Pkm2^fl/fl^ and Pkm2^icKO^ mice, four and eight weeks after surgery. Data are presented as means ± s.e.m., n = 6, one-way ANOVA with Tukey's multiple comparisons. **(b)** Representative TUNEL staining and quantification of TUNEL-positive chondrocytes in the cartilage of Pkm2^fl/fl^ and Pkm2^icKO^ mice, four and eight weeks after surgery. Data are presented as means ± s.e.m., n = 6, one-way ANOVA with Tukey's multiple comparisons. **P < 0.01.

**PKM2 deficiency reduces p16^INK4a^ and p21 levels in osteoarthritic cartilage**

**
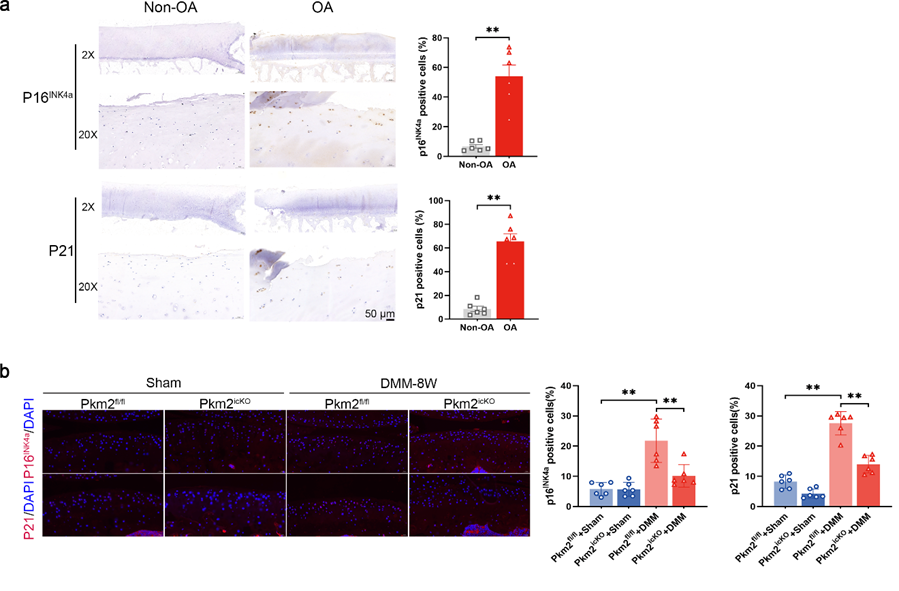
Fig. S7.** **PKM2 deficiency reduces p16^INK4a^ and p21 levels in osteoarthritic cartilage.** **(a)** Representative IHC staining and quantification of p16^INK4a^ and p21 in human non-OA and OA cartilage. Data are presented as means ± s.e.m., n = 6, unpaired Student's t-test. (**b)** Representative IF staining and quantification of p16^INK4a^ and p21 in the cartilage of Pkm2^fl/fl^ and Pkm2^icKO^ mice eight weeks after DMM surgery. Data are presented as means ± s.e.m., n = 6, one-way ANOVA with Tukey's multiple comparisons. **P < 0.01.

**PKM2 deletion alleviates surgery-related subchondral bone sclerosis**

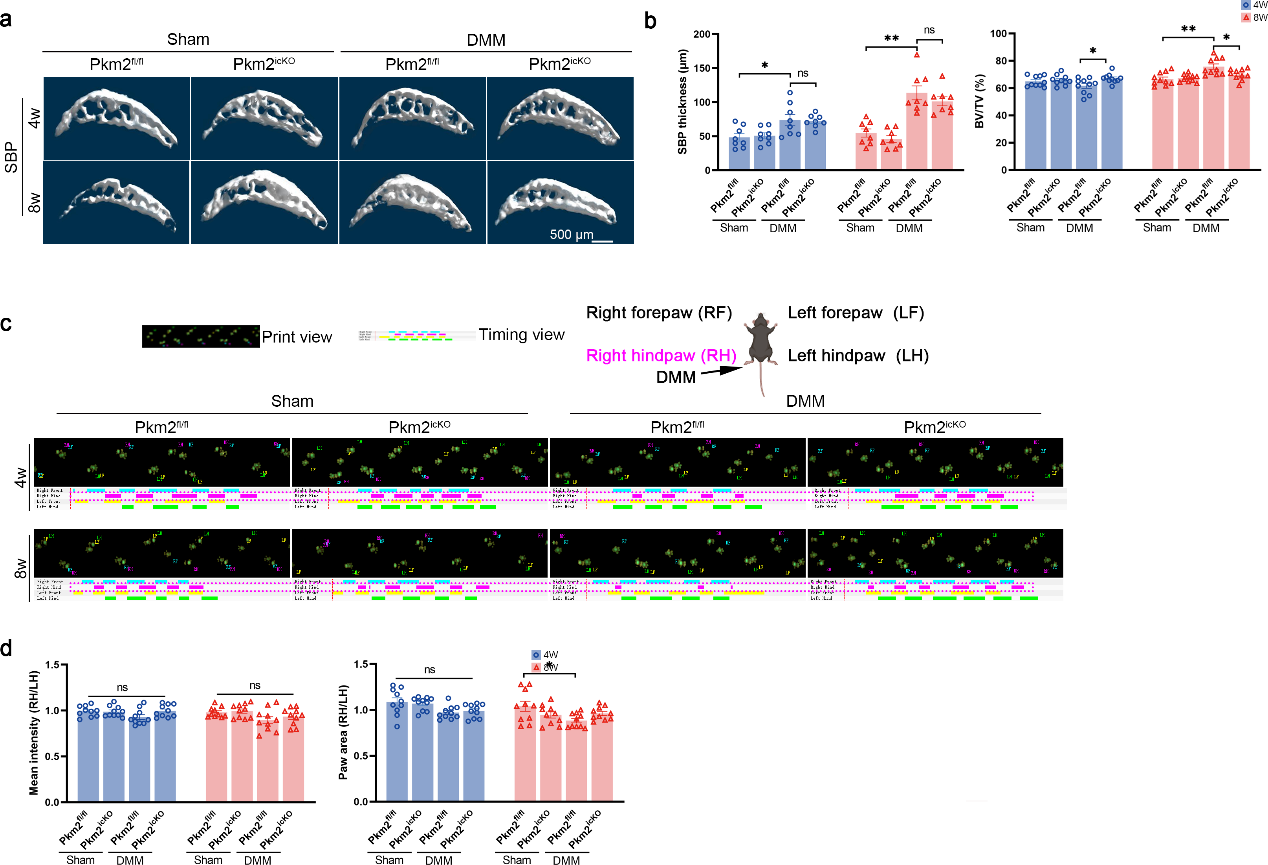
 **Fig. S8.** **PKM2 deletion alleviates DMM surgery-** **induced subchondral bone sclerosis. (a)** Representative coronally reconstructed micro-CT images of medial tibial subchondral bone in Pkm2^fl/fl^ and Pkm2^icKO^ mice at four weeks and eight weeks post-DMM surgery. (**b)** Quantification of subchondral bone plate thickness (SBP) and bone volume fraction (Bone Volume/Total Volume, BV/TV). Data are presented as means ± s.e.m., n = 8, one-way ANOVA with Tukey’s multiple comparisons. (**c)** CatWalk gait analysis showing representative paw-print traces in adult Pkm2^fl/fl^ and Pkm2^icKO^ mice four and eight weeks after DMM surgery. **(d)** Quantification of hind-limb movement parameters (mean intensity and paw area), presented as the RH/LH ratio. Data are presented as means ± s.e.m., n = 8, one-way ANOVA with Tukey’s multiple comparisons. *P < 0.05, **P < 0.01. ns, not significant.

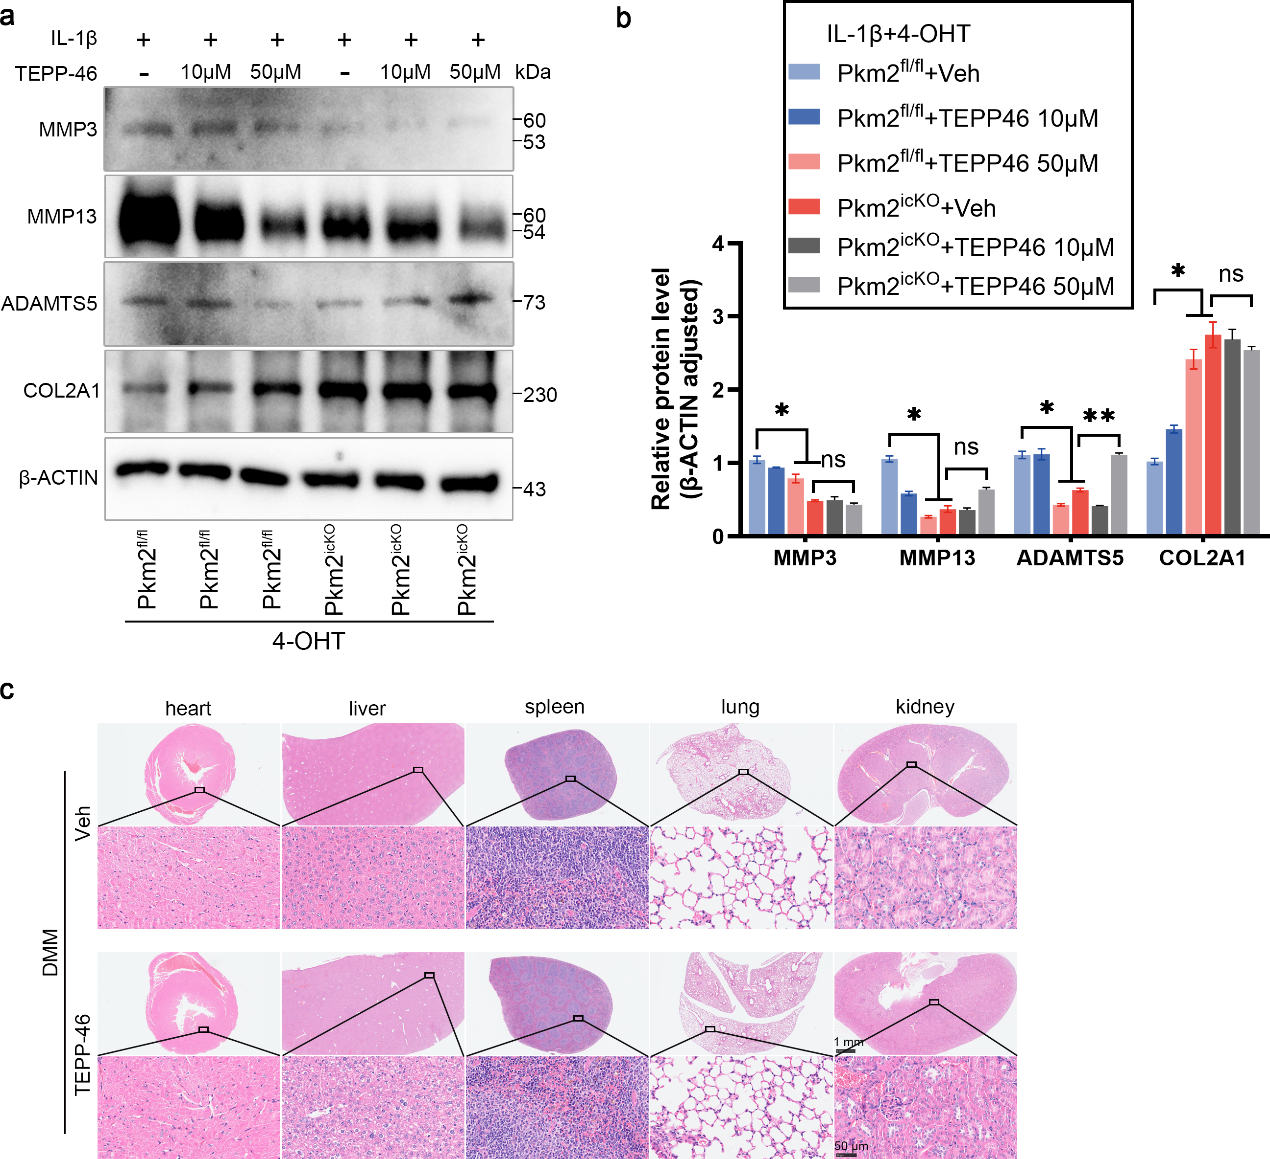
 **TEPP-46 maintains ECM homeostasis via PKM2 and exhibits no systemic toxicity.**

**Fig. S9.** **TEPP-46 maintains ECM homeostasis via PKM2 and exhibits no systemic toxicity. (a)** Representative immunoblots and **(b)** densitometric quantification of MMP3, MMP13, ADAMTS5, and COL2A1 in chondrocytes isolated from Pkm2^fl/fl^ and Pkm2^icKO^ mice, treated with TEPP-46 in the presence of IL-1β and 4-OHT. Data are presented as means ± s.e.m., n = 3, one-way ANOVA with Tukey’s multiple comparisons. **(c)** Representative hematoxylin and eosin (H&E) staining of the heart, liver, spleen, lung, and kidneys from mice injected with vehicle or TEPP-46 (50 μM) eight weeks after DMM surgery.

**TEPP-46 alleviates DMM surgery-induced subchondral bone sclerosis.**

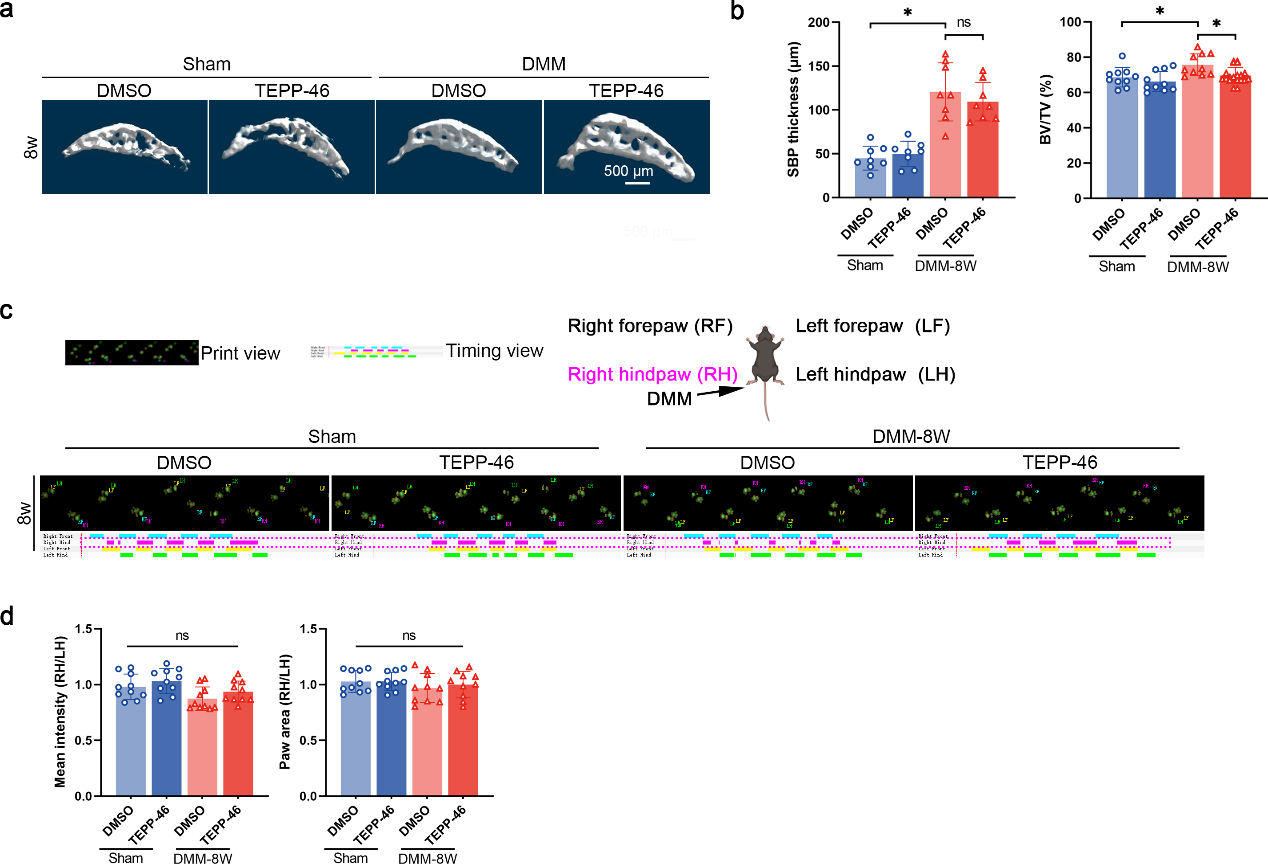
 **Fig. S10. TEPP-46 alleviate DMM surgery-** **induced subchondral bone sclerosis. (a)** Representative coronally reconstructed micro-CT images of medial tibial subchondral bone in mice treated with TEPP-46 eight weeks after DMM surgery. (**b)** Quantification of SBP and bone volume fraction (BV/TV) in mice treated with TEPP-46 eight weeks post-DMM surgery. Data are presented as means ± s.e.m., n = 8, one-way ANOVA with Tukey’s multiple comparisons. (**c)** Representative CatWalk gait traces from mice treated with TEPP-46 eight weeks after DMM surgery. **(d)** Quantification of hind-limb gait parameters (mean intensity and paw area) in mice treated with TEPP-46, presented as the RH/LH ratio. Data are presented as means ± s.e.m., n = 8, one-way ANOVA with Tukey’s multiple comparisons. *P < 0.05, **P < 0.01. ns, not significant.

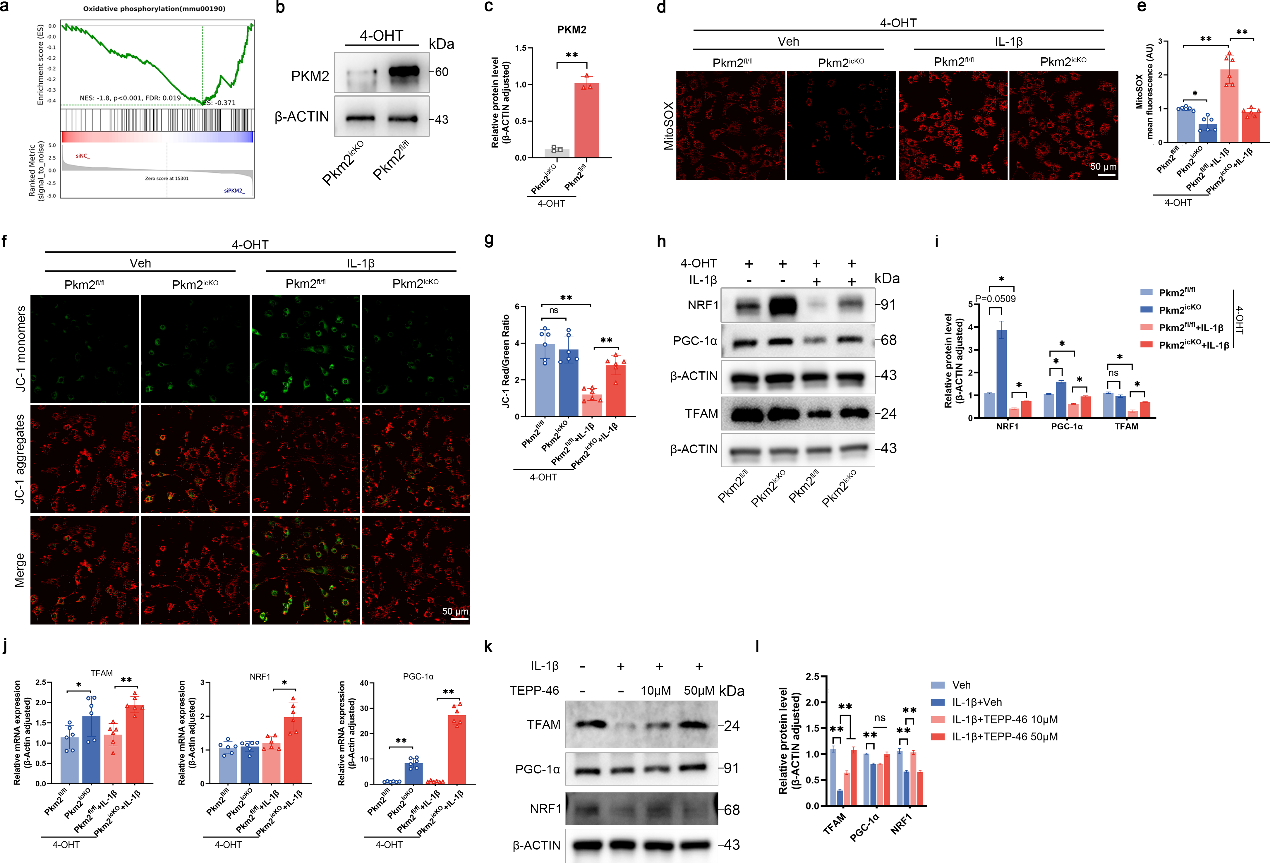
**PKM2 deletion preserves mitochondrial integrity and bioenergetic function in chondrocytes.**

**Fig. S11.** **PKM2 deletion preserves mitochondrial integrity and bioenergetic function in chondrocytes.** (**a)** GSEA highlighting the oxidative phosphorylation pathway in chondrocytes transfected with siPkm2. **(b)** Representative immunoblots and **(c)** densitometric quantification of PKM2 in chondrocytes isolated from adult Pkm2^fl/fl^ and Pkm2^icKO^ mice and incubated with 4-OHT. Data are presented as means ± s.e.m., n = 3, paired Student’s t-test. **(d)** Representative images of mitochondrial ROS staining and **(e)** quantification in IL-1β-stimulated chondrocytes isolated from Pkm2^fl/fl^ and Pkm2^icKO^ mice in the presence of 4-OHT. Data are presented as means ± s.e.m., n=6, one-way ANOVA with Tukey's comparisons. **(f)** Representative JC-1 staining of mitochondrial membrane potential in chondrocytes IL-1β-stimulated isolated from Pkm2^fl/fl^ and Pkm2^icKO^ in the presence of 4-OHT (J-monomers in green; J-aggregates in red). **(g)** Quantification of mitochondrial membrane potential, presented as the ratio of J-monomer to J-aggregate fluorescence intensity. Data are presented as means ± s.e.m., n=6, one-way ANOVA with Tukey's comparisons. **(h)** Representative immunoblots and **(i)** densitometric quantification of TFAM, NRF1, and PGC-1α in IL-1β-stimulated chondrocytes isolated from Pkm2^fl/fl^ and Pkm2^icKO^ mice in the presence of 4-OHT. Data are presented as means ± s.e.m., n=6, one-way ANOVA with Tukey's comparisons. **(j)** Relative mRNA expression of TFAM, NRF1, and PGC-1α in IL-1β-stimulated chondrocytes isolated from Pkm2^fl/fl^ and Pkm2^icKO^ mice in the presence of 4-OHT. Data are presented as means ± s.e.m., n=6, one-way ANOVA with Tukey's comparisons. **(k)** Representative immunoblots and **(l)** densitometric quantification of TFAM, PGC-1α, and NRF1 in IL-1β-stimulated chondrocytes incubated with vehicle or TEPP-46 (10, 50 μM). Data are presented as means ± s.e.m., n=6, one-way ANOVA with Tukey's comparisons. *P < 0.05, **P < 0.01, ***P < 0.001. ns, not significant.

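Of the oxidative phosphorylation genes, 120 passed the filter for low counts, and 76 of them had a positive log2 fold change in siPkm2. Their median log2 fold change was 0.15. With each library left out in turn it ran from 0.0116 without siNC replicate 2 (61 of 120 genes higher) to 0.275 without siNC replicate 1 (99 of 121 genes higher), and it was 0.0451 without siPkm2 replicate 1 (66 of 121 genes higher). The set includes 13 genes encoded on the mitochondrial genome and also V-ATPase subunits, which acidify other compartments of the cell. Without the mitochondrially encoded genes the normalized enrichment score was 2.07 (permutation p = 0.000225, the smallest value for that ranking), and without the V-ATPase genes it was 1.60 (permutation p = 0.00625). In place of the permutation, camera gave p = 0.00862, and it gave p = 0.649 without siNC replicate 2 and p = 0.249 without siPkm2 replicate 1. With fry, which takes the correlation between genes from the data, it gave p = 0.444. Against random sets matched on mean expression, a comparison chosen after seeing the data, the normalized score was 1.32 and the permutation p was 0.0305.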

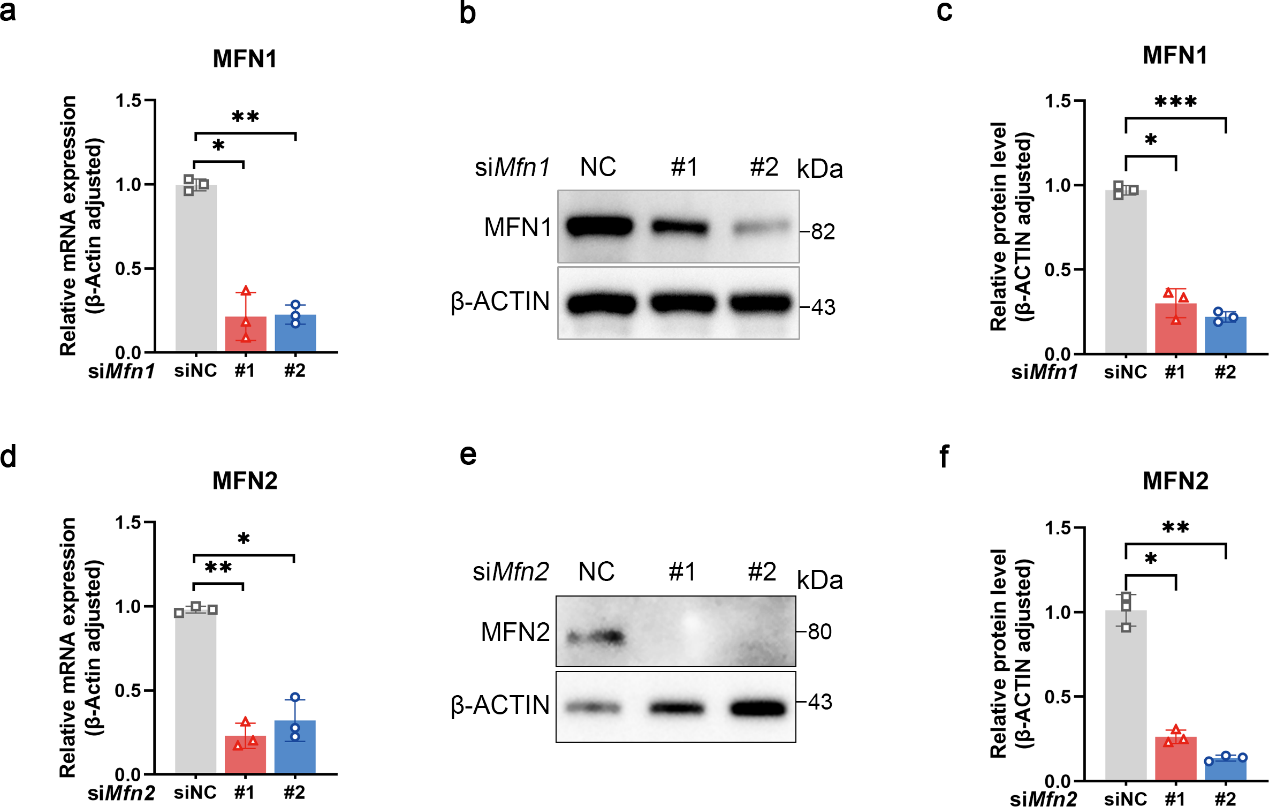
**Validation of siMFN1 and siMFN2 knockdown.**

**Fig. S12.** **Validation of siMFN1 and siMFN2 knockdown.**

**(a)** Relative MFN1 mRNA expression in chondrocytes transfected with siNC or si*Mfn1*. Data are presented as means ± s.e.m., n=3, one-way ANOVA with Dunnett's comparisons. **(b)** Representative immunoblots and **(c)** densitometric quantification of MFN1 in chondrocytes transfected with siNC or si*Mfn1*. Data are presented as means ± s.e.m., n=3, one-way ANOVA with Dunnett's comparisons. **(d)** Relative MFN2 mRNA expression in chondrocytes transfected with siNC or si*Mfn2*. Data are presented as means ± s.e.m., n=3, one-way ANOVA with Dunnett's comparisons. **(e)** Representative immunoblots and **(f)** densitometric quantification of MFN2 in chondrocytes transfected with siNC or si*Mfn2*. Data are presented as means ± s.e.m., n=3, one-way ANOVA with Dunnett's comparisons. *P < 0.05, **P < 0.01, ***P < 0.001.

**MFN1 expression was decreased in osteoarthritic cartilage.**
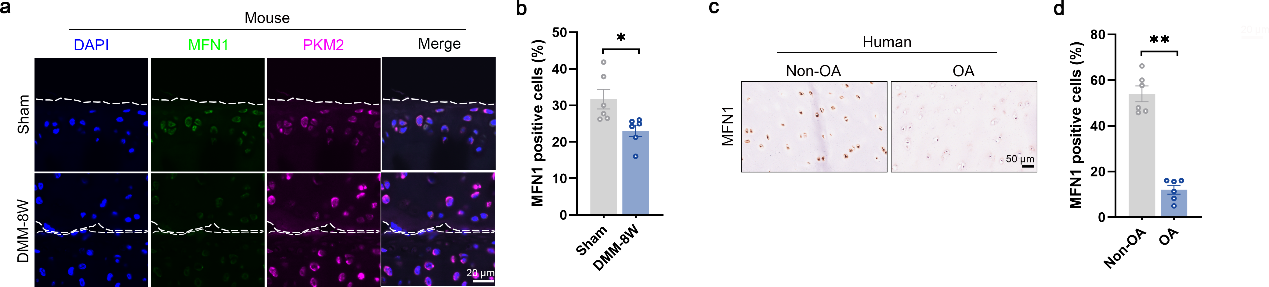

**Fig. S13.** **MFN1 expression was decreased in osteoarthritic cartilage.**

**(a)** Representative IF staining and **(b)** quantification of MFN1 and PKM2 in the cartilage of 2-, 10- and 18-month-old mice. Data are presented as means ± s.e.m., n = 6, one-way ANOVA with Dunnett's comparisons. (**c)** Representative IF staining and (**d)** quantification of MFN1 and PKM2 in the cartilage of mice eight weeks after DMM surgery. Data are presented as means ± s.e.m., n = 6, unpaired Student's t-test. *P < 0.05, **P < 0.01. ns, not significant.

**GO and KEGG enrichment analysis between PKM^high^ and PKM^low^ cells from human OA cartilage single-cell transcriptomic data (GSE104782).**

The online single-cell RNA sequencing dataset (GSE104782) included ten osteoarthritis (OA) cartilage samples obtained from patients undergoing knee arthroplasty. Clusters were identified and annotated based on differentially expressed genes (DEGs) (Supplementary Figure 14a,b). Cells with the highest 10% expression of the *PKM* gene were classified as PKM^high^ cells, while those with the lowest 10% were classified as PKM^low^ cells. The top 50 DEGs between these two clusters are listed (Supplementary Figure 14c). Gene Ontology (GO) enrichment analysis revealed significant modules related to the transmembrane receptor protein serine/threonine kinase signaling pathway, extracellular matrix (ECM) organization, extracellular structure organization, and cartilage development (Supplementary Figure 14 d). Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis revealed modules related to ECM-receptor interaction.

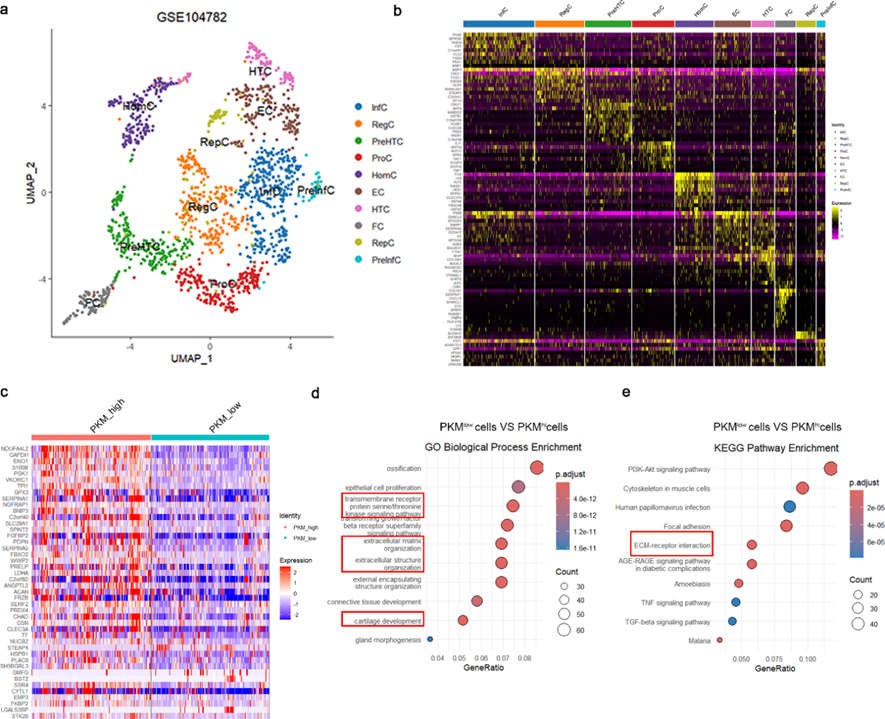
**Fig. S14.** **GO and KEGG enrichment analysis between PKM^high^ and PKM^low^ cells from human OA cartilage single-cell transcriptomic data (GSE104782).**

**(a)** UMAP visualization of the single-cell transcriptomes from human OA cartilage (GSE104782). (**b)** Heatmap showing scaled expression of DEGs across subclusters in GSE104782. (**c)** Heatmaps showing the DEGs between the PKM^low^ and PKM^high^ groups. (**d)** GO enrichment analysis highlighting ECM and MAPK signaling pathways. (**e)** KEGG enrichment analysis associated with ECM-related processes.

| Gene | Primer |
| --- | --- |

| PKM2  Flox:243bp,  WT:175bp | Forward primer (F1):5’-CATTATAGGATAACCAGCTTCTCGC-3’  Reverse primer (R1):5’-TAGAAACTCCACAGGAACCATCC-3’ |
| --- | --- |
| Col2-Cre^ERT^  : 410bp | Forward primer (F2):5’-GGCTCTACTTCATCGCATTCCTTG-3’  Reverse primer (R2): 5’-CGCAAACAAGTCTCACAAAGGAG-3’ |
| Col2-Cre^ERT^ del  With Cre activity: one band with 285 bp | Forward primer (F3): 5’-CATTATAGGATAACCAGCTTCTCGC-3’  Reverse primer (R3): 5’-AATCCTTTATCCACCAAGACCCCT-3’ |

**Supplementary Table 1. Primer sequences used for PCR screening in genotyping**

| scramble siNC | Sense: UUCUCCGAACGUGUCACGUTT  Antisense: ACGUGACACGUUCGGAGAATT |
| --- | --- |
| siPkm2 #1 | Sense: CUGGCAUCAUUUGUACCAUTT  Antisense: AUGGUACAAAUGAUGCCAGTT |
| siPkm2 #2 | Sense: CAGAGACCAUCAAGAAUGUTT  Antisense: ACAUUCUUGAUGGUCUCUGTT |
| siPkm2 #3 | Sense: CAUGCUGUCUGGAGAAACATT  Antisense: UGUUUCUCCAGACAGCAUGTT |
| siMfn1 #1 | Sense: GGAUGUAACCACUACUAAACA  Antisense: UUUAGUAGUGGUUACAUCCUU |
| siMfn1 #2 | Sense: GAAGACUAUUACAAUGUUAUA  Antisense: UAACAUUGUAAUAGUCUUCAA |
| siMfn2 #1 | Sense: GCAGCUCAUUAUCAGUUAUTT  Antisense: AUAACUGAUAAUGAGCUGCTT |
| AAV-shMfn1 | Sense: GCAGAAGGATTTCAAGCAA  Antisense: TTGCTTGAAATCCTTCTGC |

| Gene | Sequence (5′→ 3′) |
| --- | --- |

**Supplementary Table 2. siRNA and shRNA information (Mouse)**

**Supplementary Table 3. Clinical characteristics of patients**

*ICRS: International Cartilage Repair Society

**Supplementary Table 4. Primer sequences used in qRT-PCR (Mouse)**

| Gene | Primer (5′→ 3′) |
| --- | --- |
| COL2A1 | Forward primer: CATCTTGCCGCATCTGTGTG  Reverse primer: TGCCCCTTTGGCCCTAATTT |
| ACAN | Forward primer: GTGGAGCCGTGTTTCCAAG  Reverse primer: AGATGCTGTTGACTCGAACCT |
| MFN2 | Forward primer: CCAACTCCAAGTGTCCGCTC  Reverse primer: GTCCAGCTCCGTGGTAACATC |
| COMP | Forward primer: GGTGCGGTGCATCAATACCA  Reverse primer: GTTGGACTTAGCGAAGGTCAG |
| COL9A1 | Forward primer: AAGCGTCGTGCAAGATTTCCT  Reverse primer: GGGATACAAATGCCTTGTTGGA |
| COL11A2 | Forward primer: CCGATGGTGTTCGGAGATCAA  Reverse primer: GCTGTATAGAGTCAAGAGGGGA |
| MMP3 | Forward primer: ACACCGGATTTGCCAAGACA  Reverse primer: GACTGTTCCAGGCCCATCAA |
| MMP13 | Forward primer: TGTTTGCAGAGCACTACTTGAA  Reverse primer: CAGTCACCTCTAAGCCAAAGAAA |
| ADAMTS5 | Forward primer: GGAGCGAGGCCATTTACAAC  Reverse primer: CGTAGACAAGGTAGCCCACTTT |
| PKM2 | Forward primer: TTGCAGCTATTCGAGGAACTCCG  Reverse primer: CACGATAATGGCCCCACTGC |
| TFAM | Forward primer: AACACCCAGATGCAAAACTTTCA  Reverse primer: GACTTGGAGTTAGCTGCTCTTT |
| PGC-1α | Forward primer: TATGGAGTGACATAGAGTGTGCT  Reverse primer: GTCGCTACACCACTTCAATCC |
| NRF1 | Forward primer: AGCACGGAGTGACCCAAAC  Reverse primer: AGGATGTCCGAGTCATCATAAGA |
| β-Actin | Forward primer: GGCTGTATTCCCCTCCATCG  Reverse primer: CCAGTTGGTAACAATGCCATGT |
| MFN1 | Forward primer: CCTACTGCTCCTTCTAACCCA  Reverse primer: AGGGACGCCAATCCTGTGA |

**Supplementary Table 5. Antibody information**

| Antibody | Brand (catalog no.) | Application (dilution) |
| --- | --- | --- |
| Rabbit anti-PKM2 | Cell Signaling (#4053) | IHC (1:800), IF (1:100)  WB (1:1000) |
| Rabbit anti-PKM1 | Cell Signaling (#7067) | IHC (1:300), IF (1:100) |
| Rabbit anti-MMP3 | Abcam (ab52915) | IHC (1:50), WB (1:1000) |
| Rabbit anti-MMP13 | Proteintech (18165-1-AP) | IHC (1:200), IF (1:100)  WB (1:1000) |
| Rabbit anti-COL2A1 | Proteintech (28459-1-AP) | IHC (1:800), IF (1:200)  WB (1:500) |
| Rabbit anti-ACAN | Proteintech (13880-1-AP) | IHC (1:200), IF (1:100)  WB (1:500) |
| Mouse anti-SOX9 | Proteintech (67439-1-Ig) | IHC (1:400), WB (1:1000) |
| Rabbit anti-DRP1 | Proteintech (12957-1-AP) | WB (1:1000) |
| Rabbit anti-OPA1 | Proteintech (27733-1-AP) | WB (1:1000) |
| Rabbit anti-FIS1 | Proteintech (10956-1-AP) | WB (1:1000) |
| Rabbit anti-MFN1 | Cell Signaling (# 14739S) | IHC (1:200), IF (1:200)  WB (1:1000) |
| Rabbit anti-MFN2 | Abcam (ab56889) | WB (1:1000) |
| Mouse anti-β-Actin | Abcam (ab8226) | WB (1:1000) |
| Rabbit anti-P16 ^INK4a^ | Cell Signaling (#29271) | IHC (1:200), IF (1:100) |
| Rabbit anti-P21 | Santa Cruz (sc-397) | IHC (1:200), IF (1:50) |
| Rabbit anti-ADAMTS5 | Abcam (ab41037) | IHC (1:400), WB (1:1000) |
| Rabbit anti-PGC-1α | Abcam (ab191838) | WB (1:1000) |
| Rabbit anti-TFAM | Abmart (TA0531) | WB (1:1000) |
| Rabbit anti-NRF1 | Abmart (T57168) | WB (1:1000) |
| Rabbit anti-PCNA | Proteintech (10205-2-AP) | IHC (1:400), IF (1:200) |
| Rabbit anti-Bcl2 | Cell Signaling (#3498) | WB (1:1000) |
| Rabbit anti-TOMM20 | Servicebio (GB111481) | IF (1:200) |
| Rabbit anti-ERK1/2 | Cell Signaling (#4695) | WB (1:1000) |
| Rabbit anti-p-ERK1/2  (Thr202/Tyr204) | Cell Signaling (#4370) | WB (1:1000) |
| Rabbit anti-JNK | Cell Signaling (#9252) | WB (1:1000) |
| Rabbit anti-p-JNK  (Thr183/Tyr185) | Cell Signaling (#4668) | WB (1:1000) |
| Rabbit anti-p38 | Cell Signaling (#8690) | WB (1:1000) |
| Rabbit anti-p-p38  (Thr180/Tyr182) | Cell Signaling (#4511) | WB (1:1000) |
| Rabbit anti-IgG  isotype control | Cell Signaling (#49077) | / |
| Mouse anti-IgG  isotype control | Abcam (ab37355) | / |
| Alexa Fluor 488  Goat Anti-Rabbit IgG | Jackson ImmunoResearch  (111-545-003) | IF (1:500) |
| Alexa Fluor 594  Goat Anti-Mouse IgG | Jackson ImmunoResearch  (115-585-003) | IF (1:500) |
| Alexa Fluor 488  Donkey Anti-Mouse IgG | Invitrogen (A-21202) | IF (1:1000) |
| Alexa Fluor 594  Donkey Anti-Rabbit IgG | Invitrogen (A-21207) | IF (1:1000) |
| Peroxidase AffiniPure Goat Anti-Rabbit lgG | Yeasen (33101ES60) | WB (1:10000)  IHC (1:500) |
| Peroxidase AffiniPure Goat Anti-Mouse IgG | Yeasen (33201ES60) | WB (1:10000)  IHC (1:500) |

How the deposited data were processed for this re-analysis (not part of the article)

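RNA-seq of primary mouse chondrocytes transfected with a scrambled control siRNA (siNC, n = 3 libraries) or an siRNA against Pkm2 (siPkm2, n = 3 libraries) was re-analysed from the deposited processed files. The authors deposited, for each library and gene, estimated counts that were not normalized, some of them fractional, for 55416 genes. They deposited TPM values, which the authors scaled to the same total within each library, and the mean TPM of each group. The authors' comparison of the groups was deposited as a fold change (a ratio of siPkm2 over siNC), a log2 fold change, and a p-value with an adjusted p-value for each gene, and the deposited table is named for DESeq2. The paper's text names no aligner, counting method, genome build or annotation for these files, and ties no siRNA number to the sequenced cultures, while the supplement states that the third siPkm2 was selected for the study. Gene ontology and pathway terms were read from the columns of the same table. Of the identifiers, 52083 were found in GENCODE M21 on GRCm38, which gave gene positions, transcripts and 3′ untranslated regions.

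Total counts per library lay between 22316996 and 25691029, and 28059 genes had at least 1 count in any library. Depth was similar in both groups, and the precision of a gene's level was set by the spread between the 3 cultures of a group. No pair of libraries in a group was a duplicate, since between 53.6% and 73.7% of genes differed by more than the sampling noise.

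The estimated counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes were kept by edgeR's filterByExpr on the group, which left 15269. Counts were scaled by TMM factors, and the groups were compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes tested. A gene was called at a fold change over 2 and an adjusted p under 0.05, the threshold of the supplementary methods. Levels are CPM scaled by the TMM factors; for the ranking of gene sets and for the levels of single libraries in the closing section, the factors were taken over all genes with a count. Alternatives were RLE and upper-quartile factors, DESeq2's Wald test, no filter, at least 10 counts in every library, no threshold on the fold, a test against a fold of 1.2, each library left out in turn, and the replicate number as a block.

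The labels give both groups the replicate numbers 1, 2 and 3, and the paper does not say what a number stands for. The numbers pair the libraries: the deviations of libraries with the same number from their group means had correlations of 0.66, 0.76 and 0.65 across genes, and every pair of different numbers lay at 0.16 or below. The values with the block are given where they change a call.

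Gene sets were tested by a weighted running sum (exponent 1) over all genes with a count, ranked by the signal-to-noise ratio of CPM, against 10000 random sets of the same size. The p-value was the share of random sets with a score of the same sign that scored at least as far from 0, a one-sided value within the sign. Alternatives were the signed root of the quasi-likelihood F, the log2 fold change, genes kept by filterByExpr, log2(CPM + 1), an exponent of 0, camera with a preset correlation of 0.01, fry, and other members. The fusion set was the 22 genes of the heatmap of Fig. 6a, or the members by the deposited annotation, and the oxidative phosphorylation set was the pathway's members by the deposited annotation, in which the mitochondrially encoded and V-ATPase genes were also left out in turn. Gene ontology terms with at least 5 tested genes were tested by a one-sided Fisher's exact test against the genes tested, with Benjamini-Hochberg adjustment over the terms. The authors' calls were tested against all 55416 genes of the deposited table and, in an alternative added later, against the 15269 genes tested, and DESeq2's calls against the 15419 genes with an adjusted p there.

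There were 15 lists written for other hypotheses: interferon-stimulated genes, hypoxia, p53 targets, cholesterol synthesis, cell cycle, glycolysis, ERK targets, TGF-β targets, NRF2 targets, ATF4 targets, and markers of macrophages, endothelial cells, muscle, osteoblasts and synovial fibroblasts. They were tested by camera and fry with Benjamini-Hochberg adjustment over the 15. A list of 15 inflammatory genes was added after replicate 2 was seen to stand apart. Its median, and those of the cell-type lists and the interferon list, were placed among 10000 random lists matched on mean expression in 20 strata, with a pseudocount of 0.5 CPM on the log2 scale.

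Matches to the seed of each siRNA strand (positions 2 to 8 of the strand) were sought in the longest annotated 3′ untranslated region of each tested gene, of at least 50 bases. The log2 fold changes were compared between genes with and without a match within 20 strata of the length of that region, by a two-sided permutation test with 100000 resamples, and the difference was ranked among 16369 words of 7 bases held by at least 30 genes.

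The comparisons, the tests, their alternatives, the hypothesis lists and the rule for naming genes were set before the data were examined. Alternatives and tests added later are said to be so where their values are given or in the closing section. By that rule the text names every gene the paper names for these experiments and the 5 genes that rose and the 5 that fell most among the called genes without overlap between groups. No gene was called without the block, so the second part of the rule named none, and other genes named in the closing section were chosen after their values were seen or belong to a list.

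Each step was tested on simulated data. Of 200 genes changed by a fold of 3 at the libraries' means, with the real differences between replicate numbers kept, edgeR without a block called 0 and with the block 200, with 4 unchanged genes called among 15280. With those differences averaged out, both fits called 198 of 200, with 4 unchanged genes called without the block and 3 with it, among 15449. A planted set of 60 genes among 15000 was found by the running sum. A planted term of 20 genes was found by the Fisher's exact test, and a random list of 200 genes gave 0 terms. A word planted in 2060 genes with a shift of 0.2 ranked 4 of 16369 among 13269 genes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps. No sample was left out.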

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

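The tests of the seed site's rank, of base composition and of the explanations for the interferon-stimulated genes were chosen after the results were seen, and the test by replicate pair was set earlier.

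Genes with a match to the seed of the siPkm2 #3 guide (GAGAAAC) in their 3′ untranslated region, which the paper does not examine, were lower in siPkm2. Their median log2 fold change differed by -0.20 from that of genes without a match, within strata of the length of that region (2368 genes with and 10901 without a match). The two-sided permutation p was 1e-05, the smallest that 100000 resamples give, and 8e-05 after Benjamini-Hochberg adjustment over the strands of the 4 siRNAs. The difference was present in each replicate pair, at -0.20, -0.18 and -0.17 in pairs 1, 2 and 3, so no single pair carries it. Chance and base composition are argued against by the rank of the site, which was 1 of the 105 words with the same bases and 2 of all 16369 words of 7 bases, where the word with the larger fall occurs in 90 genes. The guides of siPkm2 #1 and siPkm2 #2 ranked 1809 and 5023, with differences of -0.03 and -0.01. Matches to the sense strand of siPkm2 #3 gave -0.04 (permutation p = 0.00078). Genes with a match to the siNC sense strand were higher in siPkm2 by 0.10 (permutation p = 0.0002) and those with a match to its antisense strand by 0.06 (permutation p = 0.02). Of the genes called lower with the replicate block, 36.3% held the siPkm2 #3 site against 17.2% of the other genes, and of those called higher 8.77% did against 18.1%. A candidate explanation is lowering of these transcripts through the seed of siPkm2 #3, if that siRNA was the one sequenced. The supplement states that the third siPkm2 was selected for the study, and the paper's text ties no number to the sequenced cultures. A shared response of genes with this site to the loss of Pkm stays open and was not tested, since no second siRNA against Pkm was sequenced.

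Interferon-stimulated genes, which the paper does not discuss, were higher in siPkm2. All 25 genes of the list had a positive log2 fold change, with a median of 1.32, and of 2.95 with the replicate number as a block. The median was 5.52 without siNC replicate 2, 0.81 without siNC replicate 1, 0.88 without siNC replicate 3 and 0.54 without siPkm2 replicate 2, where 20 of the 25 genes were higher. By camera with Benjamini-Hochberg adjustment over the 15 lists the adjusted p was 1.27e-07, and it lay between 3.53e-46 and 0.000872 with each library left out in turn. It did not hold under fry (adjusted p = 0.644), with the correlation estimated (adjusted p = 0.915) or under fry with the block (adjusted p = 0.216). Isg15 was at 3.43, 204 and 6.35 CPM in siNC replicates 1, 2 and 3, and at 230.2, 399 and 122 CPM in siPkm2. In pairs 1 and 3 the median of the list rose by 3.83 on the log2 scale, and in pair 2, where the siNC culture was already high, by 0.79. Activation of the kind seen in the replicate 2 cultures is argued against as the whole cause, because in pairs 1 and 3 the inflammatory list rose by 0.161 times what the ratio of the lists in siNC replicate 2 would give. That rise was still 0.76 on the log2 scale, above 100% of random lists matched on expression, with 12 of 14 genes higher, so such activation stays open as a part of it. The macrophage list, with 4 of its 12 genes tested, was higher in siPkm2 by 0.78 in pairs 1 and 3, above 99.3% of random lists, with 3 of the 4 genes higher, which went with macrophages in these cultures. Their abundant transcripts argue against it, because 1 of 6 abundant macrophage transcripts was higher in siPkm2 in every pair and none passed 3.61 CPM in any library. Library size is argued against, since the siPkm2 library was the larger of pair 2 and the smaller of pairs 1 and 3, and all 25 genes were higher in siPkm2 in pair 2 and over pairs 1 and 3. That the groups' totals overlapped in 1 siPkm2 library decides nothing alone. Sensing of the siPkm2 duplex and loss of Pkm cannot be told apart, because 0 siNC libraries had Pkm as low as siPkm2 and each siPkm2 library had both. Either could raise these genes.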

How the results depend on the processing

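Of the settings below, DESeq2 with the block, the block with a replicate pair left out, TPM, the floor on the SD, the matched random sets, the sets by 3′ untranslated region, camera with the correlation estimated for the 2 mitochondrial sets, fry with the block, the GO lists that combine the block with another change, the authors' calls against the genes tested, and the adjustment over the 9 GO terms were chosen after the results were seen. The cause of the changes below was not tested, except where the alternative itself leaves out libraries or genes.

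The log2 fold change of Pkm stayed between -2.80 and -2.34 in all settings. Its adjusted p passed 0.05 with the replicate number as a block (-2.53, adjusted p = 0.00932 by edgeR), with DESeq2 (-2.50, adjusted p = 4.82e-11), with DESeq2 and the block (-2.52, adjusted p = 4.12e-73) and without siNC replicate 2 (-2.34, adjusted p = 0.0495 by edgeR). It stayed over 0.05 in the other settings.

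The count of differentially expressed genes, 0 with 2690 at an unadjusted p under 0.05, was also 0 with RLE factors (2701 unadjusted), with no threshold on the fold and with a test against a fold of 1.2 (1867 unadjusted). It was 9 with no filter, 3 with at least 10 counts in every library, 3 with upper-quartile factors, 430 with DESeq2, 890 with the replicate block and 1017 with DESeq2 and the block. Of the 1017 genes, 827 were among the 890. It ran from 0 to 105 genes with each library left out in turn, and the 105 were called without siNC replicate 2. With the block and replicate 2 of both groups left out it was 1639, of which 818 were among the 890, and with the block and replicate 1 or 3 left out it was 0 (3937 and 3598 unadjusted). The share of called genes that were higher was 45.5% with the block, 38.6% with DESeq2, 50.3% with DESeq2 and the block, 61.9% without siNC replicate 2 and 45.8% with the block and replicate 2 of both groups left out, so whether more calls were higher or lower depended on the setting. These are shares of different lists and do not show that a called gene changed direction. In simulated libraries of this size the fit without a block called 0 of 200 changed genes when the differences between replicate numbers were kept and 198 when they were averaged out, so these differences, and not the number of libraries alone, lowered the count there.

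The mitochondrial fusion set passed 0.05 with the signed root of the quasi-likelihood F (0.0098), the log2 fold change (0.0343), an exponent of 0 (0.00218), TPM as deposited (0.0289), a floor on the SD (0.0231), camera (0.00478), fry (0.0423) and camera with the replicate block (0.00655). It stayed over 0.05 with fry and the block (0.0603), with the correlation estimated (0.143) and in the other settings, and ran from 0.00323 without siNC replicate 2 to 0.2465 without siNC replicate 1, with 0.0265 without siPkm2 replicate 3. The score was positive in every setting. With members by the deposited annotation, over 0.05 by permutation, camera gave 0.0271, fry 0.0395 and camera with the block 0.0295. For these members fry with the block gave 0.0635 and the correlation estimated gave 0.142. Camera with each library left out in turn ran from 0.0106 to 0.110 for them. The oxidative phosphorylation set was over 0.05 with fry (0.444), with fry and the replicate block (0.0741) and with the correlation estimated (0.628), and ran from 0.000348 to 0.0906 with each library left out in turn, the latter without siNC replicate 2, with 0.0631 without siPkm2 replicate 1. Camera without 1 library, a pair of changes chosen after seeing the values, gave 0.649 without siNC replicate 2 and 0.249 without siPkm2 replicate 1 for the oxidative phosphorylation set. It was under 0.05 for that set without each other library, and for the heatmap genes of the fusion set without each library. The oxidative phosphorylation set was under 0.05 in the other settings tested with the running sum, with camera and with camera and the block.

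GO terms passing numbered 0 without the block, 48 with the replicate block, 5 with DESeq2's calls and 61 with the authors' calls against all 55416 genes of the deposited table. Against the 15269 genes tested, the authors' calls gave 5. With the block they numbered 54 with no threshold on the fold, 55 among genes higher and 5 among genes lower in siPkm2, 121 against all annotated genes and 48 among genes without a siPkm2 #3 site. Without the block they numbered 0 with each library left out in turn. Of the 9 terms examined by name, 0 passed without the block, 5 with the replicate block and 4 with DESeq2's calls, and 6 with the authors' calls against all genes of the deposited table, or 4 against the genes tested. With the block 3 passed with no threshold on the fold, 2 among genes higher and 4 among genes lower in siPkm2, 6 against all annotated genes and 4 among genes without a siPkm2 #3 site. With each library left out in turn 0 to 1 passed, the 1 without siNC replicate 2. Without genes that hold a siPkm2 #3 site, the joined MAPK terms under the block had p = 0.0379 and an adjusted p of 0.0682 by Fisher's exact test with Benjamini-Hochberg adjustment. With all genes, the joined MAPK terms under the block had a permutation p of 0.0013 against random lists matched on expression. Calls higher only, calls lower only, the background of all annotated genes and matched lists gave no value without the block, since there were no calls.

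Of the matrix genes 0 passed, 1 with DESeq2 (Prg4), 2 with the replicate block (Adamts5 and Prg4) and 4 with DESeq2 and the block (Acan, Adamts5, Comp and Prg4). Of the 15 hypothesis lists 5 passed by camera, 0 by fry, 0 with the correlation estimated, 0 by fry with the replicate block and 6 by camera with the block, and 3 to 6 with each library left out in turn, 3 without siNC replicate 1. The difference at the siPkm2 #3 site was -0.10 with a seed of 6 bases, and lay between -0.21 and -0.19 in the other settings, leaving out each library included, at p = 1e-05 in each, the smallest the permutations give.

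Among the single genes compared, Mfn1, Mfn2, Opa1 and Dnm1l kept their direction, and an adjusted p over 0.05 over all genes tested, in every setting. Adjusted over the fusion list alone, which was not set beforehand, Mfn1 and Opa1 passed with the replicate block (both at 0.049). Directions reversed in 6 genes, none past the threshold in either direction at that setting. Col2a1 (-0.23) ran from -0.65 to 0.0907 with each library left out in turn, with 0.06 without siNC replicate 1, 0.02 without siNC replicate 3 and 0.0907 without siPkm2 replicate 2. Acan (0.40) ran from -0.12 to 0.90, with -0.12 without siNC replicate 2. Mmp3 (-0.17) was 0.65 with the replicate block and 0.78 with DESeq2 and the block, and ran from -5.01 to 6.11, with 6.11 without siNC replicate 2, 0.40 without siPkm2 replicate 1 and 0.41 without siPkm2 replicate 3. Mmp13 (0.02) was -0.0385 with upper-quartile factors, -0.74 with the replicate block and -0.73 with DESeq2 and the block, and ran from -2.07 to 0.80, with -0.13 without siNC replicate 1, -0.35 without siNC replicate 3 and -2.07 without siPkm2 replicate 2. Adamts5 (0.76) ran from -0.27 to 1.82, with -0.27 without siPkm2 replicate 2. Fis1 (0.02) was -0.0493 with upper-quartile factors and ran from -0.18 to 0.20, with -0.18 without siNC replicate 2, -0.03 without siPkm2 replicate 1 and -0.07 without siPkm2 replicate 3. Among the single genes and the interferon list, 17 other values passed the threshold and 2 no longer did, while 164 kept their direction and side. These counts leave out fry with the block, under which the interferon list did not pass either (adjusted p = 0.216). The replicate block brought Bak1, Bax, Chchd3, Miga1, Cdkn2a, Cdkn1a, Adamts5, Prg4, Ppargc1a and Mapk14 past 0.05 over all genes tested. It also brought Pkm past 0.05 over all genes tested, and Mfn1, Opa1 and Rcc1l when adjusted over the fusion list alone. It brought the osteoblast list past 0.05 by camera, and took the fusion set over 0.05 by fry.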

Differences from the paper's values

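The p-value of the mitochondrial fusion set was 0.0677 here, against the paper's value of about 0.008 in Fig. 6a, read by eye. Among the alternatives set before the data were examined, ranking by the signed root of the quasi-likelihood F gave 0.0098 and camera with the replicate number as a block gave 0.00655, both within 1.5 times the paper's value. The other alternatives set before the data were examined did not come that close: they gave 0.0343 with the log2 fold change, 0.103 with genes kept by filterByExpr, 0.0686 with log2(CPM + 1), 0.00218 with an exponent of 0, 0.179 with members by the deposited annotation, 0.00478 with camera, 0.0423 with fry, and between 0.00323 and 0.2465 with each library left out in turn. The enrichment scores of both sets, given in the paper for siNC over siPkm2, differed by less than the limit set for a difference.

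The paper states strong enrichment of the fusion module. Its p-value here was over 0.05 in the ranking by signal-to-noise, and under 0.05 in the settings named above with values below 0.05. It was also under 0.05 without siNC replicate 2 (0.00323) and without siPkm2 replicate 3 (0.0265), with the deposited TPM (0.0289) and with a floor on the SD (0.0231), the last pair of settings being chosen after seeing the values.

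The authors' deposited comparison, the paper's own, holds 429 genes at the stated threshold. The edgeR fit without a block called 0, with 2690 at an unadjusted p under 0.05. DESeq2's Wald test without a block, an alternative set before the data were examined, called 430.

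The paper states that transmembrane receptor regulation and protein serine/threonine kinase signalling are involved by the GO analysis. The joined terms for receptor serine/threonine kinase signalling held 9 of the 128 tested genes among the calls with the replicate block (p = 0.33, one-sided Fisher's exact test). The joining of terms and the adjustment over 9 terms were chosen after the annotation and the results were seen, so no call of joined terms below was fixed beforehand, though some of the lists of calls were. They were called with the authors' own calls against all 55416 genes of the deposited table (7 of 179 genes, p = 0.000526, adjusted p = 0.000789 over 9 terms, Fisher's exact test with Benjamini-Hochberg adjustment). Against the 15269 genes tested, a setting chosen after seeing the values, the authors' calls did not call them (7 of 128 genes, adjusted p = 0.121, same exact test and adjustment). They were also called with the calls of the block against all annotated genes, a setting chosen after seeing the values (p = 0.0218, adjusted p = 0.0327, same exact test and adjustment). The cell surface receptor and transmembrane receptor protein tyrosine kinase terms had an adjusted p over 0.05 in every list of calls that was tested. The paper also names regulation of the MAPK cascade. The joined terms were called with the replicate block (adjusted p = 0.0232) and with the authors' own calls against all genes of the deposited table (adjusted p = 0.000237), lists of calls set before the data were examined, and, with lists or backgrounds chosen after seeing the values, with the block and no threshold on the fold (adjusted p = 0.017) and with the block against all annotated genes (adjusted p = 6.06e-06), each by Fisher's exact test with Benjamini-Hochberg adjustment. They were not called with DESeq2's calls against the genes tested there (adjusted p = 0.2, same test and adjustment), nor with the authors' calls against the 15269 genes tested (adjusted p = 0.2, same test and adjustment). With the block they were not called among genes higher (adjusted p = 0.0723) or lower (adjusted p = 0.179) in siPkm2 or among genes without a siPkm2 #3 site (adjusted p = 0.0682), and without the block they were not called without siNC replicate 2 (adjusted p = 0.917), each by the same exact test and adjustment. For the authors' calls, the background decides whether these terms and those for receptor serine/threonine kinase signalling are called.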

Other observations

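For the replicate 2 libraries, the tests of library size, of a swapped group and of the abundant macrophage transcripts were chosen after the result was seen. The tests of the inflammatory, synovial fibroblast and macrophage lists were set before the values of those genes were read, and the other tests below were set before their results were seen.

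Replicate 2 of both groups stood apart from replicates 1 and 3. Saa3 was at 0.202, 3420 and 0.739 CPM in siNC replicates 1, 2 and 3 and at 0.141, 2838 and 1.36 CPM in siPkm2, and Acan was at 2586, 232 and 2598 CPM in siNC and 3409, 469.5 and 3287 CPM in siPkm2; both genes were chosen after their values were seen. Library size is argued against, since replicate 2 had 0.935 times the mean total of the other libraries in siNC and 1.11 times in siPkm2. A swapped group is argued against, since the log2 ratio of Pkm in pair 2 was -2.34. The list of inflammatory genes was higher in replicate 2 of both groups by 5.77 and 3.65 on the log2 scale, above 100% of random lists matched on expression in both groups, so IL-1 or NF-κB type activation of these cultures may underlie the difference. The synovial fibroblast list was higher by 0.57 in siNC and 0.80 in siPkm2, above 99.4% and 99.9% of random lists, so more synovial fibroblasts in these cultures could also contribute. Of its 10 genes, 9 had counts enough to be tested in these cultures. Its abundant gene Dcn was highest in replicate 2, at 475 CPM, 2525 CPM and 698 CPM in siNC replicates 1, 2 and 3, while Col1a1 was at 2979 CPM, 3055 CPM and 5685 CPM there and at 1418 CPM, 3158 CPM and 3223 CPM in siPkm2, and so was not raised alike, and these 2 were chosen after their values were seen. The macrophage list was also higher, by 2.07 and 1.23, above 99.97% and 99.6% of random lists, which went with an admixture of macrophages, but only 4 of its 12 genes could be tested. Their abundant transcripts argue against it: 1 of 6 was highest in replicate 2 of both groups, none passed 3.30 CPM in those libraries, and the highest in any library apart from Lyz2 was 1.28 CPM. Endothelial markers (3 of 9 tested) were higher by 0.84 and 0.82, above 96.2% and 96.8% of random lists, muscle markers (5 of 10 tested) by 0.10 and 0.10, above 55.8% and 47.0%, and osteoblast markers (7 of 9 tested) were lower, at -0.80 and -0.11, above 0.22% and 31.0%. The labels and the paper do not say how the replicate 2 cultures differed, and a difference between the mice or litters was not tested.

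The 6 libraries can be split into 2 groups of 3 in 10 ways. Without the block 10 of the 10 splits gave at least the 0 genes of the real split, since no split gave any. With the block, 1 of the 4 splits that part all 3 pairs gave as many genes as the real one (890), and the 3 others gave 0, with 25, 28 and 336 genes at an unadjusted p under 0.05. With so few splits no share can fall under 0.05.

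For the oxidative phosphorylation set, the permutation p within the sign was 0.00101 among genes without a siPkm2 #3 site. Against random sets matched on the length of the 3′ untranslated region it was 0.000202, the smallest value for that ranking. Within this permutation, loss of transcripts with the site and short 3′ untranslated regions are argued against as the whole cause. Against sets matched on expression, the normalized score fell from 1.98 to 1.32, with a permutation p of 0.0305. High expression may therefore account for a part of the enrichment. These permutations take no account of correlation between genes. With that correlation taken from the data, the set did not pass (fry p = 0.4445, camera p = 0.628). The p-value was 0.0906 without siNC replicate 2 and 0.0631 without siPkm2 replicate 1, by permutation against random sets of the same size, and a change in oxidative metabolism with loss of Pkm stays open as a hypothesis. For the mitochondrial fusion set the same tests gave p = 0.184 without genes that hold the site and p = 0.14 against sets matched on expression, by permutation. They decide nothing, because the set was not past 0.05 before either change.

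The paper measured senescence, matrix and mitochondrial genes in other cultures, and the values here are from the 6 libraries only, each with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Cdkn2a was at 16.9 ± 1.99 CPM (SD, n = 3) in siNC and 3.03 ± 1.52 CPM (SD, n = 3) in siPkm2, a log2 fold change of -2.48 (adjusted p = 0.0966 by edgeR, and 0.0161 with the replicate block). Its 3′ untranslated region holds 1 siPkm2 #3 site in both annotated transcripts, so lowering through that site is a candidate explanation for Cdkn2a beside an effect of Pkm, and the 2 were not separated. The fall of Cdkn2a was larger than the median difference of -0.20 for genes with the site. The paper also reports reduced p16 INK4a protein in cartilage of Pkm2 icKO mice after DMM surgery, a deletion made without this siRNA. Cdkn1a had a log2 fold change of 0.82 (adjusted p = 0.549 by edgeR), and of 1.03 with the replicate block (adjusted p = 0.0222), and Pcna of 0.16 (adjusted p = 0.772). Of the 10 matrix genes, 6 were higher in siPkm2, and 0 passed over all genes tested, with 1 at an unadjusted p under 0.05. The list includes the matrix-degrading enzymes Mmp3, Mmp13 and Adamts5. Higher were Acan, Col11a2, Comp, Prg4, Adamts5 (0.76) and Mmp13 (0.02), and lower were Col2a1 (-0.23), Col9a1, Sox9 and Mmp3. Adjusted over the list alone 1 passed, Prg4, with a log2 fold change of 2.29 (adjusted p = 0.0193 by edgeR). With the block, 2 passed over all genes tested, Adamts5 and Prg4, and 3 passed when adjusted over the list alone, Acan (adjusted p = 0.0481), Adamts5 and Prg4. All 3 were higher in siPkm2. For Adamts5 (0.75 with the block) this is opposite to the paper, which reports lower ADAMTS5 after Pkm2 knockdown in other cultures. Without siPkm2 replicate 2 and without a block, the log2 fold change of Adamts5 was -0.27. With DESeq2 and the block, chosen after seeing the values, 4 passed over all genes tested: Acan (adjusted p = 0.00274), Adamts5 (0.00027), Comp (0.0264) and Prg4 (0.00378), by its Wald test with the same adjustment. Only Prg4 had no overlap between the groups, where chance gives 10% of genes. Mapk14 had a log2 fold change of 0.62 (adjusted p = 0.136 by edgeR, 0.016 with the replicate block), Mapk3 of -0.05 (adjusted p = 0.902), Mapk8 of 0.04 (adjusted p = 0.915) and Mapk9 of -0.07 (adjusted p = 0.884). Ppargc1a had a log2 fold change of 0.88 (adjusted p = 0.236 by edgeR, 0.0462 with the replicate block), Nrf1 of 0.09 (adjusted p = 0.858) and Tfam of 0.13 (adjusted p = 0.812). Among genes of mitochondrial dynamics, Dnm1l had -0.19 (adjusted p = 0.568), Fis1 0.02 (adjusted p = 0.979), Mff 0.05 (adjusted p = 0.902), Mief1 -0.27 (adjusted p = 0.382) and Mief2 -0.01 (adjusted p = 0.982).

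Of the 15 lists, 5 passed by camera with Benjamini-Hochberg adjustment. Beside the interferon list these were p53 targets (median log2 fold change 0.45, 15 of 19 higher, adjusted p = 0.00193), NRF2 targets (0.46, 11 of 14, adjusted p = 0.00339), cell cycle (-0.52, 4 of 24, adjusted p = 0.00191) and cholesterol synthesis (-0.29, 5 of 20, adjusted p = 0.0416). None of the 5 held under fry or with the correlation estimated. With 1 library left out, the adjusted p by camera was over 0.05 for p53 targets without siNC replicate 1 (0.0582) or siPkm2 replicate 2 (0.0697), for NRF2 targets without siNC replicate 1 (0.0582) or 3 (0.0776), for cell cycle without siNC replicate 1 (0.245) or siPkm2 replicate 3 (0.0561), and for cholesterol synthesis without siNC replicate 2 (0.651) or siPkm2 replicate 1 (0.304) or 3 (0.127). The other lists did not pass by camera with all 6 libraries: hypoxia (adjusted p = 0.891), glycolysis (0.259), ERK targets (0.240), TGF-β targets (0.495), ATF4 targets (0.392), and markers of macrophages (0.759), endothelial cells (0.942), muscle (0.392), osteoblasts (0.212) and synovial fibroblasts (0.775). With 1 library left out, ERK targets passed without siNC replicate 2 (median log2 fold change 0.67, 13 of 16 higher, adjusted p = 0.00299) and without siPkm2 replicate 3 (0.42, 15 of 16, adjusted p = 0.0182), ATF4 targets without siNC replicate 1 (0.45, 15 of 17, adjusted p = 0.0299) and without siPkm2 replicate 2 (0.40, 14 of 17, adjusted p = 0.031), and osteoblast markers, which were lower, without siNC replicate 2 (adjusted p = 0.0267) and siPkm2 replicate 1 (adjusted p = 0.0136), all by camera. With the replicate block the osteoblast list passed too (median log2 fold change -0.61, 0 of 7 higher, adjusted p = 0.0232 by camera).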
